# IER2-induced senescence drives melanoma invasion through osteopontin

**DOI:** 10.1038/s41388-021-02027-6

**Published:** 2021-10-05

**Authors:** Lenka Kyjacova, Rafael Saup, Kerstin Rönsch, Sabine Wallbaum, Stefanie Dukowic-Schulze, Amelia Foss, Sandra D. Scherer, Melanie Rothley, Antje Neeb, Nicole Grau, Wilko Thiele, Sonja Thaler, Natascha Cremers, Carsten Sticht, Norbert Gretz, Boyan K. Garvalov, Jochen Utikal, Jonathan P. Sleeman

**Keywords:** Cytokines, Melanoma, Cell migration, Cell signalling, Senescence

## Abstract

Expression of the immediate-early response gene IER2 has been associated with the progression of several types of cancer, but its functional role is poorly understood. We found that increased IER2 expression in human melanoma is associated with shorter overall survival, and subsequently investigated the mechanisms through which IER2 exerts this effect. In experimental melanoma models, sustained expression of IER2 induced senescence in a subset of melanoma cells in a p53/MAPK/AKT-dependent manner. The senescent cells produced a characteristic secretome that included high levels of the extracellular phosphoglycoprotein osteopontin. Nuclear localization of the IER2 protein was critical for both the induction of senescence and osteopontin secretion. Osteopontin secreted by IER2-expressing senescent cells strongly stimulated the migration and invasion of non-senescent melanoma cells. Consistently, we observed coordinate expression of IER2, p53/p21, and osteopontin in primary human melanomas and metastases, highlighting the pathophysiological relevance of IER2-mediated senescence in melanoma progression. Together, our study reveals that sustained IER2 expression drives melanoma invasion and progression through stimulating osteopontin secretion via the stochastic induction of senescence.

## Introduction

The term “immediate-early response” (IER) describes the collective transient expression of immediate-early genes (IEGs) upon exposure to a variety of extracellular cues, including growth factors, mitogens, and stressors such as ultraviolet (UV) irradiation and toxins [1, 2]. Constitutive IEG expression, for example, caused by disturbed mitogen-activated protein kinase (MAPK) signaling that is often found in cancer cells, is associated with tumor progression and metastasis [3–5].

The immediate early response protein 2 (IER2, also called ETR101 and CHX1 in humans or Pip92 in the mouse; hereafter referred to as IER2, regardless of species) is a poorly investigated IEG that is rapidly but transiently induced in response to a variety of growth factors, and other mitogenic and differentiation-inducing stimuli [6–9]. The IER2 protein is short-lived due to multiple PEST sequences, contains a putative bipartite nuclear localization signal (NLS), and has limited homology to JunB and JunD [9, 10]. IER2 possesses no obvious DNA-binding motif but has been implicated in transcriptional regulation [11]. IER2 has also been suggested to regulate the activity of the protein phosphatase PP2A [12]. Cell density influences the subcellular localization of the IER2 protein, and the release of cells from contact inhibition results in translocation of IER2 from the cytoplasm to the nucleus [13]. During embryonic development, IER2 plays a role in determining left–right asymmetry [14].

We previously reported that IER2 is aberrantly and constitutively expressed in a wide variety of human tumors in comparison to the corresponding non-transformed tissue. Ectopic overexpression of IER2 in poorly metastatic pancreatic tumor cells promoted their motility and invasiveness in vitro and stimulated metastasis in vivo. Consistently, we found that IER2 is a predictor of poor metastasis-free and overall survival of colorectal adenocarcinoma patients [13]. More recently, others have demonstrated a critical role for IER2 in the regulation of hepatocellular carcinoma migration and invasion via an integrin β1-focal adhesion kinase (FAK)-Src-paxillin signaling pathway and Rho GTPases [15–17], and in the regulation of endothelial cell motility, cell–matrix adhesion and in vitro angiogenesis [18]. To date, however, the association between IER2 expression and tumor progression has not been explained mechanistically, in particular the consequence of the constitutive rather than transient expression that is observed in many cancers.

Here, we report that sustained expression of IER2 in fibroblasts stochastically induces cellular senescence. Senescence is typified by durable cell cycle arrest and an enlarged flattened morphology. The development of senescence involves proliferative arrest in response to sustained and robust activation of the p16^INK4a^–Rb (retinoblastoma) and/or p53–p21^WAF1/CIP1^ tumor suppressor pathways [19, 20]. Features of senescent cells include an enlarged morphology, positivity for senescence-associated β-galactosidase, increased ploidy, and the secretion of a cocktail of pro-inflammatory cytokines, growth factors and matrix remodeling enzymes termed the senescence-associated secretory phenotype (SASP) [21]. The specific content of the SASP depends on the cell type and the senescence inducer [22, 23].

In the context of cancer, cellular senescence can both restrict and promote tumorigenesis and progression. On the one hand, it represents a first-line barrier against neoplastic transformation and tumor initiation [19, 24, 25]. On the other hand, senescence can stimulate tumor growth and progression through cell-autonomous effects such as increasing invasive, tumorigenic, and cancer cell stemness properties [26, 27], as well as through non-cell-autonomous effects mediated by the SASP [28], including the recruitment of immature myeloid cells [29] and the promotion of metastasis [30].

In the present study, we report that IER2 expression can be constitutively increased in human melanomas and that this correlates with poor overall survival. By mimicking this constitutive expression in experimental models, we show that similar to the situation in fibroblasts, IER2 induces p53-dependent senescence in a fraction of melanoma cells and that this is associated with a characteristic SASP. A major component of the IER2-driven SASP is osteopontin (OPN), which plays a central role in driving melanoma cell invasion. These findings reveal an important role for IER2 in melanoma progression, highlight the role of senescence and the SASP in this process, and identify potential targets for therapeutic intervention.

## Results

### IER2 induces senescence in murine 3T3 fibroblasts

To investigate the impact of sustained IER2 expression on cell behavior, we engineered mouse 3T3 fibroblasts to inducibly express IER2 in response to RheoSwitch ligand 1 (RSL-1; hereafter referred to as RSL), a pharmacologically inert diacylhydrazine [31–33]. IER2 induction against very low basal levels was achieved after stimulation of the cells with RSL (Figs. S1a, 1a, 1b), which reached maximum expression at 6 h and diminished to basal levels within 48 h (Fig. 1c). To maintain IER2 expression over periods exceeding 24 h, cells were therefore treated daily with RSL (Fig. S1b). While sustained RSL-driven IER2 expression had no effect on viability (Fig. S1c), striking morphological changes and cell division abnormalities reminiscent of cellular senescence were observed in a subset of 3T3 cells (Video S1). Consistently, induction of IER2 expression resulted in increased senescence-associated β-galactosidase activity in a portion of the cells (Fig. 1d, e), which is a marker of cellular senescence [34]. Furthermore, IER2-expressing cells accumulated in the G2/M phase of the cell cycle and exhibited elevated ploidy (Fig. 1f), again indicative of the induction of senescence.

**Fig. 1:**
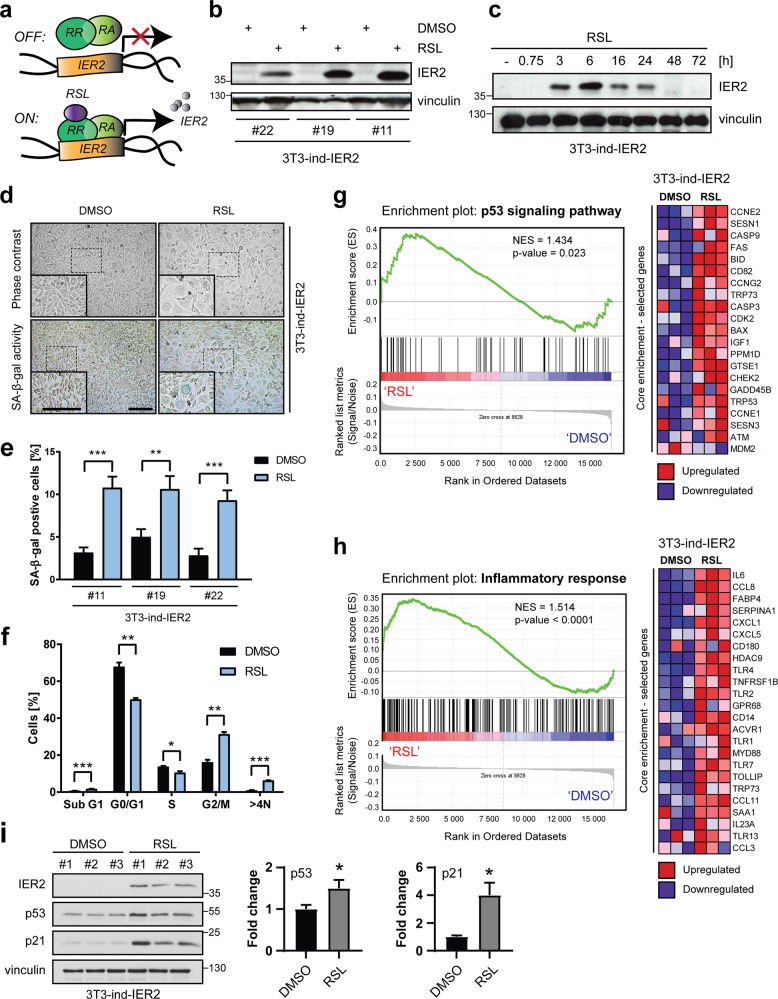
IER2 induces senescence in murine 3T3 fibroblasts. **a** Schematic representation of the RheoSwitch mammalian inducible expression system. RheoReceptor-1 (RR) and RheoActivator (RA) expressed from the pNEBR-R1 plasmid regulate transcription of mouse IER2 cloned into the pNEBR-X1 vector. **b** Western blot analysis of IER2 and vinculin (loading control) in three separate clones of NIH/3T3 mouse fibroblasts (3T3-ind-IER2 #11, #19, and #22), treated with DMSO or 0.2 μM RSL. **c** Western blot analysis of IER2 and vinculin in 3T3-ind-IER2 #11 cells treated with 0.2 μM RSL at the indicated time points. **d** Representative phase-contrast microscopic images (upper panel) and staining for SA-β-galactosidase (SA-β-gal) activity (blue, lower panel) of 3T3-ind-IER2 #11 cells treated for 3 days with DMSO or RSL (3 × 0.5 μM). Scale bars, 100 μm. **e** Percentage of SA-β-gal-positive 3T3-ind-IER2 #11, #19, and #22 cells treated either with DMSO or RSL (3 × 0.5 μM). Bars represent mean + SEM. More than 1000 cells per condition from 11 to 15 microscopic images were analyzed. **f** Cell cycle distribution of 3T3-ind-IER2 #11 cells measured by flow cytometry after treatment with DMSO or RSL (3 × 0.5 μM). Bars represent mean + SEM (*n* = 3; 30,000 cells per replicate were analyzed). **g**, **h** GSEA enrichment plots and corresponding heat maps of selected differentially expressed genes belonging to the “p53 signaling pathway” (using KEGG annotations, **g**) or “Inflammatory response” (using GOBP annotations, **h**) associated with elevated IER2 expression. The red and blue colors in the bar-code plot indicate over- and under-expression in the mRNA. NES normalized enrichment score. **i** Western blot analysis of IER2, p53, p21, and vinculin in 3T3-ind-IER2 #11 cells treated with either DMSO or RSL (3 × 0.5 μM). Bars represent vinculin-normalized background-corrected integrated signal densities + SEM from three biological replicates. Data are normalized to DMSO-treated cells. Statistical significance was determined by an unpaired Student’s *t* test. *p < 0.05, **p < 0.01, ***p < 0.001.

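The 2 heat maps rest on 6 arrays of 3T3-ind-IER2 #11 cells, 3 labelled RSL and 3 labelled DMSO, and their genes were chosen by the study on these arrays, so their shared direction is not independent evidence. Of the 21 genes shown for the p53 signaling pathway (Fig. 1g, names read from the picture), 18 could be named in the annotation used here. Of these, 17 had a positive log2 fold change in the arrays labelled RSL and 1, Mdm2, a negative one, between -0.04 and 0.29. Ccne2, the cyclin E2 gene of S-phase entry, rose by a log2 fold change of 0.29 (standard error 0.07, adjusted p = 0.0254 from limma), and Sesn1, a p53 target that encodes sestrin 1, by 0.24 (standard error 0.06, adjusted p = 0.0325 from the same test). The other 16 did not pass. Of the 24 genes shown for the inflammatory response (Fig. 1h), 23 could be named, and all 23 were above 0, between 0.05 and 0.33, with Serpina1a, at 0.20, counted for SERPINA1. Its paralogs Serpina1b and Serpina1c were at 0.07 and 0.00 and not at an unadjusted p under 0.05, so the range and the number at that level depend on this choice. Il6, Ccl8, Cxcl1 and Fabp4 passed the test, with Fabp4, a fatty acid binding protein of fat cells and macrophages, at 0.27 (standard error 0.05, adjusted p = 0.00436 from limma). At an unadjusted p under 0.05, 9 genes of the first map and 14 of the second were higher and none was lower. In parental 3T3 cells given RSL, none of the named genes of either map passed in limma. Some reached an unadjusted p under 0.05 there, in both directions, and were not counted. Among them, Cxcl1, at 0.14, and Cd14, at 0.12 against 0.13 in inducible cells, were higher. Cdk2 of the first map, at -0.09, was lower. The calls of Ccne2 and Sesn1 are weak: without DMSO replicate 2, the adjusted p is 0.0968 for Ccne2 and 0.129 for Sesn1. Leaving out DMSO replicate 3, RSL replicate 1 or RSL replicate 2 ends both calls as well, so no single array carries them. Without any 1 inducible array the log2 fold change stayed between 0.25 and 0.34 for Ccne2 and between 0.17 and 0.29 for Sesn1.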

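RNA of 3T3-ind-IER2 #11 cells, a clone of NIH 3T3 mouse fibroblasts that carries mouse IER2 under the RheoSwitch system, and of parental NIH 3T3 cells was profiled on Affymetrix Mm430_2.0 arrays. Each cell line was treated with DMSO or with 200 nM RSL, the ligand of the switch, for 24 h, with 3 arrays per group and 12 in all, labelled as biological replicates. The paper's text describes the inducible cells; the parental arrays are known from the sample labels. For RNA extraction the methods name RNAPure peqGOLD and the sample labels Trizol. According to the methods, the authors grouped the probes by a Custom CDF with Entrez-based gene definitions and applied RMA background correction and quantile normalization. The deposited values range as log2 intensities do and were taken as log2; the log base and the summary of a gene's probes are not given in the sources used here. The median over probe sets lay between 7.03 and 7.06 on every array. The table holds 16539 probe sets, of which 64 are hybridization controls. The other 16475 were tested with limma, 15780 of them with 1 gene symbol. Arrays of one group correlated at 0.9981 to 0.9992, arrays of the same cells under the other treatment at 0.9978 to 0.9988 and arrays of the other cell line at 0.9913 to 0.9932, so no pair was counted as 1 sample. One linear model with 4 group means was fitted to all 12 arrays, which leaves 8 residual degrees of freedom, and p-values were adjusted over the 16475 probe sets by Benjamini-Hochberg. With 3 arrays per group, the number of arrays limits the precision, and an exact permutation test cannot give a p below 0.1.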

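In 3T3-ind-IER2 #11 cells, Igfbp7, Ptx3, Aldh1a7 and Nadk2 had the largest increases in the arrays labelled RSL, and Egr1, Ier2, Nipal1 and Dusp5 the largest decreases. Igfbp7, a secreted binding protein for insulin-like growth factors, rose from a log2 level of 8.10 ± 0.04 (SD, n = 3) to 8.77 ± 0.04 (SD, n = 3), a log2 fold change of 0.67 (standard error 0.05, adjusted p = 2.91e-06 from limma). Ptx3, a secreted pattern recognition protein, rose by 0.66, Aldh1a7, an aldehyde dehydrogenase, by 0.64, and Nadk2, a mitochondrial NAD kinase, by 0.56. Ogn, a small proteoglycan of the matrix, rose by 0.53, Ccn2, a matricellular protein, by 0.52, Eno3, an enolase, by 0.46 and Deptor, an mTOR inhibitor, by 0.43. Egr1, an immediate-early transcription factor, fell from 10.41 ± 0.27 (SD, n = 3) to 9.22 ± 0.31 (SD, n = 3), a log2 fold change of -1.18 (standard error 0.14, adjusted p = 0.000198 from limma). Jun, a subunit of AP-1, and Dusp5, a phosphatase of ERK, were lower as well, at -0.36 and -0.43.
Ier2 itself read lower in the arrays labelled RSL, at 8.55 ± 0.10 (SD, n = 3) against 9.02 ± 0.06 (SD, n = 3) under DMSO, a log2 fold change of -0.47 (standard error 0.05, adjusted p = 4.64e-05 from limma). Each of the 3 arrays labelled RSL lay below each of the 3 labelled DMSO (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Which part of the transcript its probes read is not given, so it is not known whether the probe set reads the transcript of the construct, and it does not settle the labels. In the paper, IER2 protein in these cells rises with 0.2 µM RSL, with a maximum at 6 h and a return to basal levels within 48 h (Fig. 1b, 1c). IER2 RNA was measured there after 3 doses of 0.5 µM (Fig. S1a), unlike the 200 nM for 24 h of the arrays.
In total, 418 of 16475 probe sets passed an adjusted p under 0.05 in limma, 218 higher and 200 lower in the arrays labelled RSL, with a median change of 0.19 on the log2 scale. In parental cells 5 passed, 4 higher and 1 lower, with 1599 at an unadjusted p under 0.05. The difference between the RSL effects in the 2 cell lines, tested in the same model, passed for 109. Counts depend on single arrays: 204 probe sets passed in the inducible cells without DMSO replicate 1, 213 without DMSO replicate 2 and 227 without RSL replicate 1. Leaving out 1 array moved the count to between 1 and 7 in parental cells and to between 56 and 144 for the difference. The methods' one-way analysis of the 6 inducible arrays gave 1913 at its nominal threshold and 1 after Benjamini-Hochberg adjustment.

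**Figure D1:**
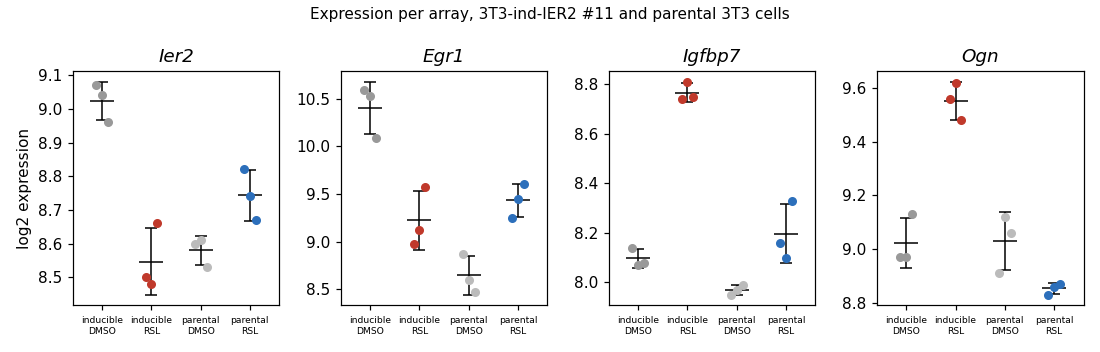
Log2 expression of Ier2, Egr1, Igfbp7 and Ogn on each of the 12 arrays (points), with the mean and SD of each group (black bars). The y axes differ between genes. Ier2 and Egr1 sit lower in the inducible arrays labelled RSL and higher in the parental ones, Igfbp7 sits higher in both, and Ogn higher in the inducible and lower in the parental arrays.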

To understand the transcriptional response to continuous IER2 expression, we performed differential gene expression profiling of RSL-treated IER2-inducible 3T3 cells relative to controls. 

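Genes of sterol and fatty acid synthesis rose together in 3T3-ind-IER2 #11 cells in the arrays labelled RSL. The paper's own gene set results from these arrays name lipid metabolism and have steroid biosynthesis at the top of the KEGG sheet (Table S1). The rise of these genes is therefore not an independent finding. Of 18 measured genes of cholesterol biosynthesis and uptake, a list fixed before the data were examined, 7 rose, none fell and 11 did not pass (12 rose when adjusted over the list alone). Dhcr7, which makes the last step to cholesterol, rose by a log2 fold change of 0.34 (standard error 0.05), Tm7sf2, a sterol reductase, by 0.29 (standard error 0.04), and Ebp, a sterol isomerase, by 0.23 (standard error 0.04). Of 19 genes of fatty acid synthesis, 7 rose and none fell (12 when adjusted over the list alone), among them Acly, the ATP citrate lyase, at 0.18 (standard error 0.03). In limma's camera test, with a preset correlation, both lists were higher, with adjusted p = 1.36e-13 and 6.54e-11. With an estimated correlation their adjusted p = 0.0366 and 0.0269, and these are the only 2 of 22 lists called in both ways.
Of 17 genes of fat cell differentiation and lipid storage, 3 rose and none fell (4 when adjusted over the list alone), Fabp4, Lpl and Lipe, a lipase of fat cells (camera adjusted p = 0.00225, and adjusted p = 0.0555 with an estimated correlation). Lpl did not pass without DMSO replicate 2 (adjusted p = 0.0572) or RSL replicate 1 (adjusted p = 0.0525). Of 15 genes of MHC class I antigen presentation, Tapbp, which loads peptides, rose by 0.28 and Psmb10, an immunoproteasome subunit, by 0.14, and 13 did not pass (3 rose when adjusted over the list alone; camera adjusted p = 0.00916, and adjusted p = 0.0573 with an estimated correlation). The call of Psmb10 ended without any 1 inducible array but RSL replicate 2 (adjusted p = 0.0576 to 0.262). Of 26 interferon-stimulated genes, 2 rose, Gbp2 and Irgm1 (3 when adjusted over the list alone; camera adjusted p = 0.0348, adjusted p = 0.312 with an estimated correlation, and 0.225 without DMSO replicate 1 and 0.0994 without RSL replicate 1). Of 34 genes of Toll-like receptor and NF-kB signaling none passed (4 rose when adjusted over the list alone; camera adjusted p = 0.227).
Among 45 genes of G2/M, mitosis and cytokinesis, 2 fell, Prc1, which builds the central spindle, at -0.20, and Ccnb2, a mitotic cyclin, at -0.13 (1 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.00999, and adjusted p = 0.312 with an estimated correlation). Without RSL replicate 3 the list's adjusted p was 0.257, and without DMSO replicate 1 it was 0.0764. The list was lower in parental cells given RSL as well, a call that also ended with an estimated correlation (adjusted p = 0.16). The difference between the RSL effects did not pass for it (camera adjusted p = 0.393). Of 37 genes of G1/S and DNA replication, Ccne2 rose and Cdt1, a replication licensing factor, fell by 0.14 on the log2 scale, with camera adjusted p = 0.146 (1 rose and 2 fell when adjusted over the list alone). Without any 1 inducible array Cdt1 did not pass (adjusted p = 0.0523 to 0.137). Among 20 negative regulators of the cell cycle Tob1 rose by 0.23 (2 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.146). In 683 Reactome pathways tested with camera, 5 were higher and 4 lower, led by cholesterol biosynthesis (18 genes, adjusted p = 8.75e-12), and none passed with an estimated correlation, where the lowest adjusted p was 0.802. In parental cells 98 passed, 5 higher and 93 lower, and again none with an estimated correlation.

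**Figure D2:**
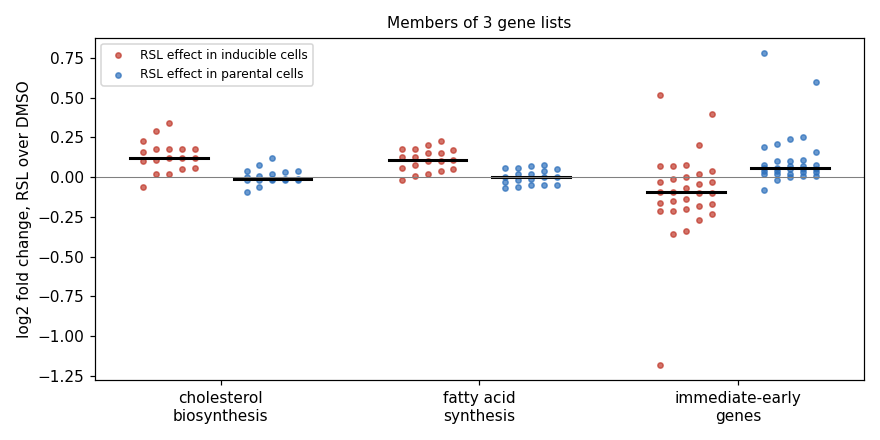
Log2 fold change, RSL over DMSO, of each member (points) of 3 gene lists in 3T3-ind-IER2 #11 cells (red) and in parental 3T3 cells (blue), with the median of each list as a black line. The medians of the cholesterol and fatty acid synthesis lists lie at 0.12 and 0.11 in the inducible cells and at -0.01 and 0.00 in the parental cells.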

Gene set enrichment analysis (GSEA) [35] using Kyoto encyclopedia of genes and genomes (KEGG) and gene ontology biological processes annotations revealed that IER2-induced genes are involved in processes, including lipid metabolism, immune/inflammatory, cytokine production, and cell cycle regulation (Table S1). 

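Of 58 measured genes of the p53 signaling pathway, a list written from textbook knowledge of that pathway, Ccne2 and Sesn1 rose and Ccnb2, a mitotic cyclin, fell in the 3T3-ind-IER2 #11 arrays labelled RSL, while 55 did not pass (3 rose and 2 fell when adjusted over the list alone). In all, 31 of the 58 lay above 0, with a median log2 fold change of 0.01. Against all other genes, the list had adjusted p = 0.638 in limma's camera test. Ranked by signal-to-noise, the measure used by the study, the list had a normalized enrichment score of 1.48 (p = 0.029 and adjusted p = 0.061 over 22 lists, by permutation of genes in fgsea), with scores of 1.23 to 1.45 when 1 array was left out, a check chosen after seeing the data. The paper's own score for the KEGG pathway of that name, with 64 genes, is 1.43, with a nominal p of 0.023 and a false discovery rate of 0.272 (Table S1). Of 31 direct p53 target genes, Ephx1, an epoxide hydrolase, rose by 0.18, Sesn1 rose as well, and Plk3, a stress-responsive kinase, fell by 0.16 on the log2 scale (3 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.49). The preranked test, by permutation of genes in fgsea, gave this list a normalized score of 1.53 (p = 0.031, adjusted p = 0.061), and 1.28 to 1.37 when 1 array was left out. Ranked by the moderated t in fgsea, it passed (adjusted p = 0.049), while the p53 signaling list did not (score 1.31, adjusted p = 0.13). With an estimated correlation, the list of direct targets had a camera adjusted p of 0.481. The calls of Ccnb2 and Plk3 are weak. Without any 1 inducible array Ccnb2 had adjusted p = 0.0684 to 0.193. Plk3 had 0.11 to 0.177 without any but DMSO replicate 2. Cdkn1a, which encodes p21, the cell cycle inhibitor induced by p53, had a log2 fold change of 0.01 (standard error 0.03, adjusted p = 0.951 from limma).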

Importantly, the expression of TRP53 (mouse homolog of p53), the main regulator of senescence-associated cell cycle arrest [36], was increased, together with the p53 signaling pathway gene set. 

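Mdm2 encodes the ubiquitin ligase that targets p53 for degradation. In the 3T3-ind-IER2 #11 arrays it read 9.45 ± 0.02 (SD, n = 3) on the log2 scale where labelled RSL and 9.49 ± 0.02 (SD, n = 3) where labelled DMSO. Each of the 3 arrays labelled RSL lay below each of the 3 labelled DMSO (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change of -0.04 (standard error 0.04) did not pass, with adjusted p = 0.823 in limma. The parental cells had a log2 fold change of 0.07 (adjusted p = 0.554), and the difference between the 2 cell lines did not pass either (adjusted p = 0.57 from limma).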

Correspondingly, expression of MDM2, a negative regulator of p53 [37] was decreased (Fig. 1g). In addition, several SASP-associated factors [28] including IL-6, CCL8, CXCL1, CXCL5, CCL3, and CCL11 were induced in response to IER2, together with SAA1, which has been reported to amplify the expression of SASP-related factors via the Toll-like receptors TLR2/TLR4 [38] (Fig. 1h). 

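Il6, Ccl8 and Cxcl1 were higher in the 3T3-ind-IER2 #11 arrays labelled RSL. Il6, a pleiotropic cytokine of the SASP, rose from a log2 level of 6.73 ± 0.08 (SD, n = 3) to 7.06 ± 0.07 (SD, n = 3), a log2 fold change of 0.33 (standard error 0.05, adjusted p = 0.000928 from limma). Ccl8, a chemokine for monocytes, rose by 0.33 as well (standard error 0.05, adjusted p = 0.00151 from limma) and Cxcl1, a chemokine for neutrophils, by 0.26 (standard error 0.04, adjusted p = 0.00213 from limma). Cxcl5 had a log2 fold change of 0.23 (standard error 0.08, adjusted p = 0.182), Ccl11 of 0.07 (adjusted p = 0.66), Saa1 of 0.06 (adjusted p = 0.685) and Ccl3 of 0.05 (adjusted p = 0.76), and these did not pass in limma. Ccl11, Saa1 and Ccl3 read below the first quartile of each inducible array, so their log2 fold changes say little about a response. Each of the 3 arrays labelled RSL lay above each of the 3 labelled DMSO for Il6, Ccl8, Cxcl1, Cxcl5 and Ccl11 (two-sided exact permutation tests, p = 0.1, the smallest that 3 against 3 allow). The arrays overlapped for Ccl3 and Saa1.
Of 62 measured genes of the senescence-associated secretory phenotype, fixed as a list beforehand, 4 rose and 4 fell (6 rose and 7 fell when adjusted over the list alone). Igfbp7 rose with the cytokines, and Angptl4, an inhibitor of lipoprotein lipase, Mmp3, a matrix metalloproteinase, Kitl, the ligand of Kit, and Plaur, the urokinase receptor, fell, at -0.25, -0.26, -0.19 and -0.21. The list's median log2 fold change was -0.02 and its mean 0.00, and camera gave adjusted p = 0.502 toward lower, while the ranking by signal-to-noise gave a normalized enrichment score of 1.33 toward higher (adjusted p = 0.11). In parental cells given RSL, Il6 and Ccl8 had log2 fold changes of 0.00 and 0.01, and the difference from the inducible cells passed (adjusted p = 0.0304 and 0.0485 from limma). For Cxcl1, at 0.14 in parental cells, it did not (adjusted p = 0.566). In the parental arrays Il6 read 5.79 to 5.94, below the first quartile of every array (6.23 to 6.30), so its log2 fold change there says little about a response and the tested difference for Il6 rests on a level near the floor. From the gene sets and single genes that differed between RSL and DMSO, the paper states that p53 signaling and SASP-associated factors were raised in response to IER2. For p53 and p21 it also reports Western blots of these cells (Fig. 1i).

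**Figure D3:**
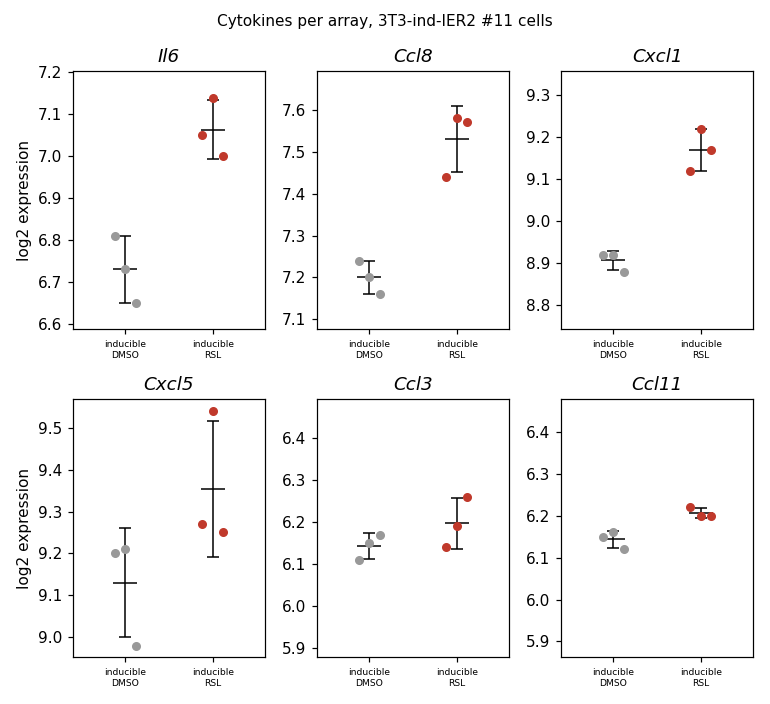
Log2 expression of Il6, Ccl8, Cxcl1, Cxcl5, Ccl3 and Ccl11 on each of the 6 arrays of 3T3-ind-IER2 #11 cells (points), with the mean and SD of each group (black bars). All panels span the same log2 range. The arrays labelled RSL sit above those labelled DMSO in every panel except that of Ccl3, where they overlap.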

Western blotting confirmed increased expression of p53 in IER2-expressing 3T3 cells, as well as of the p53-target gene p21^waf1/cip1^ (hereafter p21) (Fig. 1i). In wild-type UV-irradiated 3T3 cells, IER2 induction preceded p53 activation (Fig. S1d) and was required for p53 stabilization (Fig. S1e).

Together, these findings demonstrate that constitutive IER2 expression stochastically promotes senescence in mouse fibroblasts, and point to a potential functional relationship between IER2 and p53.

### Constitutive IER2 expression correlates with poor prognosis in melanoma

Melanoma has high intrinsic potential for dissemination [39] and a high rate of metastatic spread compared to other cancers [40]. IER2 promotes metastasis and is associated with poor prognosis in colorectal cancer patients [13]. To investigate whether IER2 might play a similar role in human melanoma, we analyzed the TCGA skin cutaneous melanoma dataset. Kaplan–Meier analysis revealed that melanoma patients with high IER2 expression (Fig. S2a) had a significantly shorter overall survival compared to patients with lower IER2 levels (Fig. 2a). To analyze whether high IER2 expression is linked to common driver mutations in melanoma [41], tumors were stratified based on their *BRAF*, *NRAS*, and *TP53* mutation status. In line with the mutual exclusivity of *BRAF* and *NRAS* mutations in melanoma [42], we found that high IER2 expression is associated with wild-type *BRAF* and mutated *NRAS*. Importantly, high IER2 expression was almost exclusively associated with wild-type p53 status (Fig. 2b), consistent with our findings that p53 levels are increased in melanoma cells upon sustained IER2 expression (see below).

**Fig. 2:**
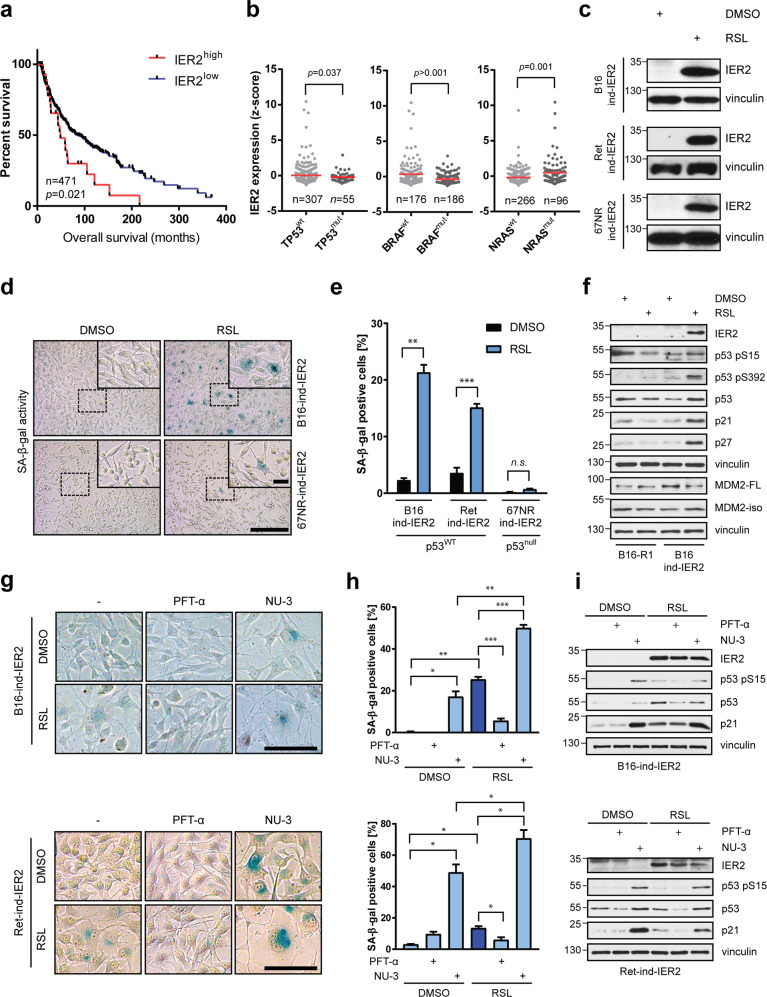
IER2 requires p53–p21 to promote senescence in murine melanoma cells. **a** Kaplan–Meier analysis of the overall survival of the TCGA skin cutaneous melanoma cohort (*n* = 471) stratified according to low (IER2^low^) and high (IER2^high^) IER2 expression. **b** IER2 expression in the skin cutaneous melanoma cohort from (**a**), with patients stratified according to p53 (left), BRAF (middle) and NRAS (right) mutational status. The red lines represent the means. **c** Western blot analysis of IER2 and vinculin (loading control) in B16-ind-IER2 #51, Ret-ind-IER2 #69, and 67NR-ind-IER2 #37 RheoSwitch cells treated either with DMSO or RSL (3 × 0.5–1.0 μM). **d** Staining for SA-β-galactosidase activity (blue) in B16-ind-IER2 #51 and 67NR-ind-IER2 #37 cells treated either with DMSO or with RSL (3 × 0.5 μM). Scale bar, 100 μm; inset 25 μm. **e** Percentage of SA-β-galactosidase-positive cells in B16-ind-IER2 #51, Ret-ind-IER2 #69, and 67NR-ind-IER2 #37 cells after stimulation with DMSO or RSL (3 × 0.5–1.0 μM; *n* = 3). **f** Western blot analysis of the indicated proteins in parental B16-R1 #2 and B16-ind-IER2 #51 cells after stimulation with either DMSO or RSL (3 × 0.5 μM). **g** Representative images of staining for SA-β-galactosidase activity (blue) and **h** quantification of SA-β-galactosidase staining in B16-ind-IER2 #51 cells (upper panels) and Ret-ind-IER2 #69 cells (bottom panels) treated with PFT-α (20 μM) or NU-3 (5 μM) with or without stimulation with RSL (3 × 0.5 μM); *n* = 3. Scale bars, 100 μm. **i** Western blot analysis of IER2, p53 pS15, p53, and p21 in B16-ind-IER2 #51 (upper panel) and Ret-ind-IER2 #69 cells (bottom panel) treated as in **g**. Bars represent mean + SEM; *n* = 3. Statistical significance was determined using an unpaired Student’s *t* test. n.s. nonsignificant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001.

To determine whether IER2 expression correlates with the proliferative or the invasive potential of melanoma cells, we analyzed a dataset of human melanoma cell lines utilizing the Heuristic Online Phenotype Prediction algorithm (HOPP) [43–45]. This revealed significantly higher IER2 expression in melanoma cells that exhibited an intermediate or invasive phenotype (Fig. S2b, Table S2). Thus, similar to our previous work with pancreatic tumor cells [13], IER2 expression is associated with enhanced invasiveness of melanoma cells.

### IER2 stochastically induces senescence in melanoma cells via the p53–p21 axis

To investigate the impact of constitutive IER2 expression in melanoma, we generated IER2-inducible RheoSwitch B16–F10 (B16) and Ret mouse melanoma cells, which both harbor wild-type p53 (p53^WT^) and express only very low levels of IER2. To control for the effect of p53 status, in the absence of a suitable melanoma cell line we similarly created IER2-inducible 67NR mouse breast adenocarcinoma cells, which are p53-deficient (Fig. S2c) and likewise express very low endogenous levels of IER2 (Fig. 2c). To achieve sustained IER2 expression over periods exceeding 24 h, cells were treated with RSL daily (Fig. S2d). Similar to the case with fibroblasts, induction of IER2 expression in B16 and Ret cells led to the development of senescence in a proportion of the cells (Fig. 2d, e), as well as to the accumulation of cells in the G2/M phase of the cell cycle, and to a higher number of >4 N polyploid cells (Fig. S2e). By contrast, the p53-deficient (p53^null^) 67NR cells remained unaffected by IER2 overexpression (Fig. 2d, e). Importantly, ectopic re-introduction of wild-type p53 into two independent IER2-inducible 67NR clonal cell lines enhanced the ability of IER2 to induce senescence (Fig. S2f–h), indicating that wild-type p53 is required for the efficient induction of senescence by IER2.

In concordance with the results obtained with mouse 3T3 fibroblasts, ectopic expression of IER2 in B16 cells led to p53 stabilization and activation, as evidenced by phosphorylation of p53 on serine 15 and 392. Consistently, IER2 expression resulted in accumulation of the 48 kDa MDM2 isoform (MDM2-iso), an MDM2 splice variant that stabilizes/activates p53 through competitive binding to MDM2-full length (MDM2-FL), which inhibits the MDM2-FL–p53 interaction and thereby reduces p53 degradation [46–48]. Moreover, the p53 target gene and cell cycle regulator p21, together with p27^KIP1^ (p27) were also elevated upon IER2 induction (Fig. 2f), consistent with cell cycle arrest. Unchanged Rb (retinoblastoma) phosphorylation and protein levels, together with unaffected p16^INK4a^ (p16) levels indicate that IER2-mediated senescence is independent of the tumor-suppressor p16-Rb pathway [49] (Fig. S2i). RSL alone had no effect on cellular morphology, nor on the activation of the p53–p21 axis in control B16 cells, which were stably transfected with pNEBR-R1 plasmid alone (B16-R1; Figs. 2f and S2j). IER2 also had no impact on p53 mRNA levels, suggesting that IER2 regulates p53 post-transcriptionally (Fig. S3a, b). Consistently, p53 inhibition with pifithrin-α (PFT-α, Fig. 2g–i), as well as siRNA-mediated silencing of p53 (Fig. S2m, n) abrogated IER2-induced senescence, whereas stabilization of p53 by the MDM2 inhibitor nutlin-3 (NU-3) elicited a senescent phenotype in both B16 and Ret cells (Fig. 2g–i).

Next, we investigated whether IER2 is involved in p53 regulation following genotoxic stress. B16 cells were treated with the chemotherapy drugs doxorubicin and camptothecin with and without induction of IER2 expression. Elevated IER2 levels promoted earlier stabilization and activation of p53, as well as an earlier increase in p21 levels in response to both chemotherapeutics (Fig. S2k, l).

Together these data demonstrate that IER2 contributes to p53 regulation under both normal and stress conditions and that p53 is required for IER2-induced senescence.

### IER2 requires active AKT and MAPK signaling to promote p53-dependent senescence in mouse melanoma cells

The RAS–RAF–MEK–ERK (MAPK) and PI3K-AKT (AKT) signaling pathways are key players in melanoma progression [50]. Oncogenic mutations that hyperactivate ERK and AKT can promote p53-dependent oncogene-induced senescence in a cell context-dependent manner [49, 51]. Western blot analysis revealed rapid activation of both the MAPK and AKT pathways in response to IER2, as indicated by elevated phosphorylation of ERK1/2 at threonine 202 and tyrosine 204, and AKT at serine 473 and tyrosine 308 (Fig. 3a). These results suggest that IER2 may induce senescence via these pathways.

**Fig. 3:**
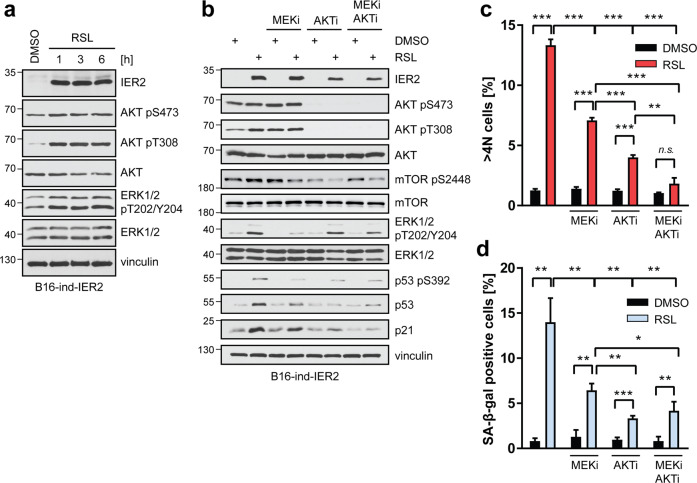
IER2 requires active AKT and ERK signaling to promote p53-dependent senescence in melanoma cells. **a** Western blot analysis of IER2, AKT phosphorylated on serine 473 (pS473) and threonine 308 (pT308), AKT, ERK phosphorylated on threonine 202/tyrosine 204 (pT202/Y204), ERK1/2, and vinculin (loading control) in B16-ind-IER2 #51 cells treated with DMSO or RSL (3 × 0.5 μM), harvested at indicated time points after the last dose of RSL. **b** Western blot analysis of the indicated proteins in B16-ind-IER2 #51 cells treated with MEKi (3 × 1 μM) and/or AKTi (3 × 1 μM), with or without stimulation with RSL (3 × 0.5 μM). **c** DRAQ5 labeling of nuclear DNA followed by flow cytometry quantification of >4 N B16-ind-IER2 #51 cells treated either with DMSO or with RSL (3 × 0.5 μM) in combination with MEKi (3 × 1 μM) and/or AKTi (3 × 1 μM). **d** Percentage of SA-β-galactosidase-positive B16-ind-IER2 #51 cells treated as in (**c**). Bars represent means + SEM; *n* = 3. Statistical significance was determined using an unpaired Student’s *t* test. n.s. nonsignificant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001.

To investigate a possible role for the MAPK and AKT pathways in IER2-induced senescence, we inhibited the MAPK (MEKi) and AKT (AKTi) pathways alone and/or in combination in melanoma cells induced to express IER2, and compared p53 and p21 levels. MEK inhibition modestly decreased p53/p21 levels compared to untreated RSL-stimulated cells, while AKT inhibition completely abrogated IER2-induced p53 stabilization and substantially reduced p21 levels (Fig. 3b). Furthermore, both AKT and MEK inhibition abrogated the IER2-induced activation of mTOR (Fig. 3b), which is involved in the induction of senescence via p53 [51, 52]. Consistently, cells expressing IER2 showed a significant decrease in polyploidy (Figs. 3c, S3c, d) as well as in SA-β-galactosidase activity in the presence of MEKi and/or AKTi (Fig. S3e, Fig. 3d).

These results reveal that MAPK and AKT signaling is mechanistically linked to IER2-induced senescence in melanoma.

### Osteopontin is a major component of the IER2-induced SASP

One of the hallmarks of senescence is the SASP [28, 53]. SASP factors can promote inflammation and support tumor cell invasion and metastasis [21, 54, 55]. We, therefore, reasoned that IER2 could conceivably promote melanoma progression through the induction of senescence and specific SASP components. To identify the components of the IER2-induced SASP in B16 cells, we initially employed a small-scale qRT-PCR screen of common SASP signaling factors. Although the expression of the core SASP cytokines IL-6 and CXCL15 (mouse homolog of *IL-8* [56]) was markedly upregulated, the expression of other SASP-associated factors tested including IL-1α, IL-1β, MMP3, CCL2, CXCL1, CXCL2, and CXCL5 was unaffected (data not shown). To identify other components of the IER2-induced SASP, we next employed a broader panel of 84 key genes involved in cancer inflammation and immunity (Fig. 4a, Table S3). The expression of 20 of these genes was significantly changed in response to IER2 expression, including genes previously identified in the transcriptomic analysis of IER2-expressing 3T3 cells (e.g., MYD88, TLR2, TLR3, TLR4, and IL-23a). 

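In the 3T3-ind-IER2 #11 arrays labelled RSL, given here for the genes named from that experiment, Tlr4, the receptor for lipopolysaccharide, had a log2 fold change of 0.14 (standard error 0.04, adjusted p = 0.0958 from limma) and Myd88, the adaptor of most Toll-like receptors, of 0.12 (standard error 0.04, adjusted p = 0.113). Tlr2 had 0.10 (adjusted p = 0.329), Il23a 0.06 (adjusted p = 0.617) and Tlr3 0.00 (adjusted p = 0.987). Tlr3 and, under DMSO, Tlr2 read near the first quartile of the arrays or below, which limits what their values say. None of the 5 passed, and at an unadjusted p under 0.05 in limma Tlr4, Myd88 and Tlr2 did. Each of the 3 arrays labelled RSL lay above each of the 3 labelled DMSO for Tlr4, Myd88 and Tlr2 (two-sided exact permutation tests, p = 0.1, the smallest that 3 against 3 allow).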

Figure 4b summarizes genes that encode secreted proteins whose expression was increased more than twofold upon induction of IER2 expression. These data were validated by qRT-PCR (Fig. 4c), and also at the protein level for OPN (Fig. S4a). Together, these data suggest that the IER2-dependent SASP in B16 melanoma cells includes OPN, CXCL15, CCL5, IL-6, and IL-23a.

**Fig. 4:**
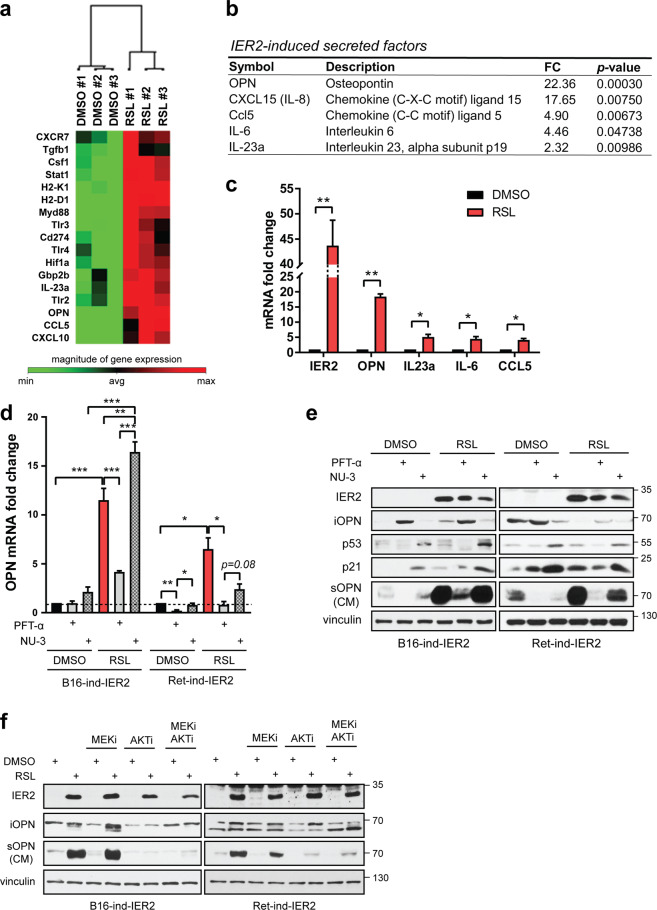
Osteopontin is a major component of the p53-dependent IER2-induced SASP. **a** Heatmap showing the top IER2-induced genes in B16-ind-IER2 #51 cells treated either with DMSO or RSL (3 × 0.5 μM) assessed using a Mouse Cancer Inflammation and Immunity Crosstalk PCR Array. **b** IER2-induced genes based on the qRT-PCR analysis (CXCL15, IL-6) and the Mouse Cancer Inflammation and Immunity Crosstalk PCR Array (OPN, Ccl5, and IL23a). Only genes with a fold change (FC) ≥ 2.0 and *p* < 0.05 are shown. See also Table S3. **c** qRT-PCR quantification of IER2, OPN, IL-23a, IL-6, and CCL5 in B16-ind-IER2 #51 cells treated with either DMSO or RSL (3 × 0.5 μM). RPLP0 was used for normalization. Bars represent means + SEM; *n* = 3. **d** qRT-PCR quantification of OPN in B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells treated with PFT-α (20 μM) or NU-3 (5 μM) with or without stimulation with RSL (3 × 0.5 and 1 μM). RPLP0 was used for normalization in qRT-PCR. Bars represent mean + SEM; *n* = 3. **e** Western blot analysis of intracellular OPN (iOPN), IER2, p53, p21, vinculin (loading control), and secreted OPN (sOPN) present in conditioned media (CM) of B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells treated with PFT-α (20 μM) or NU-3 (5 μM), with or without stimulation with RSL (3 × 0.5 and 1 μM). **f** Western blot analysis of intracellular OPN (iOPN), IER2, vinculin, and secreted OPN (sOPN) present in conditioned media (CM) of B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells treated with or without RSL (3 × 0.5 and 0.5 μM) in the presence or absence of MEKi and/or AKTi (both 3 × 1 μM). Statistical significance was determined using an unpaired Student’s *t* test. *p < 0.05, **p < 0.01.

As OPN was by far the most highly upregulated gene in response to IER2 expression (Fig. 4a), and is known to play an important role in tumorigenesis and metastasis [57, 58], subsequent work focused on this gene. To explore the role of p53 in IER2-induced OPN expression, we treated IER2-inducible B16 and Ret cells with PFT-α and NU-3 and monitored OPN expression and secretion. Inhibition of p53 with PFT-α strongly suppressed the ability of IER2 to induce OPN transcription, while stabilization of p53 with NU-3 had no significant effect (Ret cells) or even enhanced OPN expression (B16 cells) (Fig. 4d). Similarly, the massive IER2-induced secretion of OPN (sOPN, secreted osteopontin) was strongly attenuated by inhibition of p53 with PFT-α, while it was maintained when cells were treated with NU-3 (Fig. 4e, for anti-OPN antibody specificity, see Fig. S4a).

To validate these findings in human melanoma cells, we ectopically expressed IER2 in p53^wt^ A375 cells, and in SK-Mel-28 cells, which carry a homozygous loss-of-function mutation in p53 (p53^L145R^) and therefore have only very low levels of p21 expression [59–61]. OPN expression and secretion, as well as the percentage of senescent cells, were significantly increased by ectopic expression of IER2 in p53^wt^ A375 cells, but not in p53^L145R^ SK-Mel-28 cells (Fig. S4b–d). In addition, the senescence phenotype in A375 cells was accompanied by activation of the AKT kinase and p53/p21 pathways, consistent with the results obtained in murine melanoma cells (Fig. 4e).

Since active ERK and AKT are important for IER2-induced p53 stabilization and senescence (Fig. 3b–e), we next examined whether inhibition of both pathways alone or in combination affects levels of the OPN protein. In contrast to the MEK inhibition, AKT inhibition resulted in a substantial decrease in secreted OPN upon IER2 expression both in B16 and Ret cells (Fig. 4f).

Together, these data indicate that sustained expression of IER2 can lead to a characteristic secretory phenotype in melanoma cells, a major component of which is OPN, which is upregulated in an AKT/p53-dependent manner.

### IER2-driven OPN is expressed by senescent cells

The above results suggest that IER2 induces senescence stochastically, as senescence was only observed in around 10–25% of the cells (Figs. 2d, e, S4d). Therefore, we next assessed whether OPN is secreted by non-senescent (N) or senescent (S) cells after IER2 induction. We took advantage of the increased cellular size of senescent cells to sort them by flow cytometry-based on forward and side scatter (Fig. S5a, b). In line with previous results, IER2 induction markedly increased the percentage of enlarged senescent melanoma cells in the flow cytometry (Fig. S5b). The enrichment of senescent cells in the sorted fraction was confirmed by re-evaluation post-sorting (Fig. 5a), by monitoring of cellular morphology and SA-β-galactosidase activity (Fig. 5b), as well as by cell cycle analysis, including analysis of the percentage of >4 N cells (Figs. S5c, 5c). The senescence-enriched fraction also exhibited higher MDM2-iso and p21 levels compared to the non-senescent fraction (Fig. 5e), reflecting p53 activation. Although IER2 levels were elevated to the same extent in senescent and non-senescent cells, OPN was predominantly expressed by the senescent cell-enriched population (Fig. 5d, e). Notably, in contrast to the non-senescent fraction that showed higher levels of activated ERK1/2, the senescence-enriched fraction exhibited enhanced AKT activation (Fig. 5e). This is consistent with our observation that OPN secretion is abrogated by AKT inhibition but not ERK inhibition (Fig. 4f). Together, these data indicate that (i) the stochastic induction of senescence and OPN expression in response to IER2 is not due to variation in the expression level of IER2 within distinct subpopulations of cells, (ii) that enhanced IER2 expression does not induce senescence and OPN expression in all cells, and (iii) that OPN is part of the IER2-induced AKT/p53-dependent SASP.

**Fig. 5:**
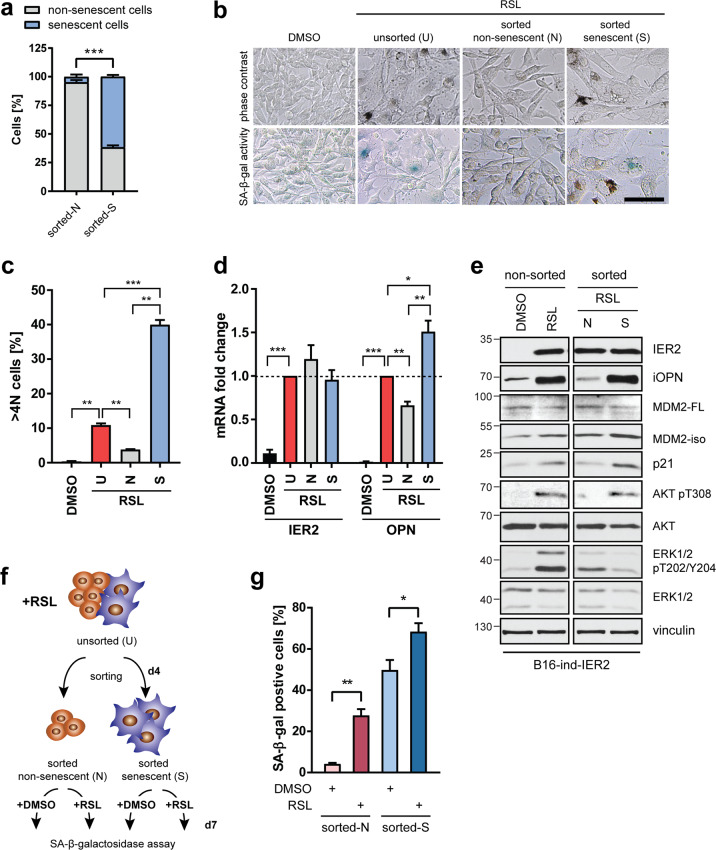
IER2 only induces osteopontin expression in senescent cells. **a** B16-ind-IER2 #51 cells were sorted into non-senescent (N) or senescent (S) cells, and enrichment of the corresponding types of cells in the sorted fractions was controlled by immediate post-sorting flow cytometry analysis. Bars represent means + SEM from three independent sorts. **b** Representative images showing cellular morphology and SA-β-galactosidase (SA-β-gal) activity (blue) in RSL-treated (3 × 0.5 μM) unsorted (U), sorted non-senescent (N) and sorted senescent (S) B16-ind-IER2 #51 cells. DMSO-treated cells were used as a control. Scale bar, 100 μm. **c** DRAQ5 labeling of nuclear DNA followed by flow cytometry quantification of >4 N B16-ind-IER2 #51 cells treated and sorted as in (**b**). See also Fig. S5c for the complete cell cycle profile. Bars represent mean + SEM, *n* = 3. **d**, **e** qRT-PCR quantification of IER2 and OPN (**d**) and Western blot analysis (**e**) of the indicated proteins in RSL-treated (3 × 0.5 μM) unsorted (U), sorted non-senescent (N) and sorted senescent (S) B16-ind-IER2 #51 cells. RPLP0 was used for normalization. DMSO-treated cells were used as a control. Bars in (**e**) represent mean + SEM; *n* = 5. **f** Schematic depiction of the sorting strategy for B16-ind-IER2#51 cells treated before and after sorting either with DMSO or RSL (3 × 0.5 μM). **g** B16-ind-IER2 #51 cells were treated for 3 days (3 × 0.5 μM) with RSL and sorted into non-senescent and senescent populations, each of which was subsequently treated for 3 days with DMSO or RSL (3 × 0.5 μM), followed by SA-β-gal staining. Bars represent mean + SEM; *n* = 4. Statistical significance was determined using an unpaired Student’s *t* test. *p < 0.05, **p < 0.01, ***p < 0.001.

To investigate whether the sorted non-senescent IER2-expressing B16 and Ret cells are resistant to IER2-induced senescence, they were exposed to an additional round of either DMSO or RSL treatment (Fig. 5f). IER2 induced senescence in these cells to the same extent (~25%) as in the non-sorted parental population (Fig. S5d, Fig. 5g). The sorted senescent cell-enriched fraction failed to revert to a non-senescent phenotype when IER2 expression was no longer maintained. Moreover, an additional round of RSL stimulation further increased the percentage of senescent cells in this fraction (Fig. S5d, Fig. 5g).

Overall, these data suggest that IER2 expression leads to stochastic senescence development in a fraction of melanoma cells, which elicits the production of OPN.

### IER2 nuclear localization is critical for senescence development and OPN secretion

IER2 contains a putative bipartite NLS [9] that is conserved across species (Fig. S6a). To investigate whether the subcellular localization of IER2 is important for the induction of senescence and OPN secretion, we generated a RheoSwitch B16 cell line inducible for IER2 with a mutation in the first part of the putative NLS (IER2-mNLS, Fig. S6b). To be able to determine the effect of wild-type IER2 (IER2-wt) vs. mutated IER2-mNLS, we first titrated the RSL concentration required to achieve comparable induction of IER2 in both cell lines (Fig. 6a). Unexpectedly, IER2-mNLS exhibited altered electrophoretic mobility in sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), producing two immunoreactive bands, indicative of possible changes in posttranslational modifications as a result of altered structure or cellular localization. Equivalent IER2 expression was further confirmed by qRT-PCR (Fig. 6b). Immunofluorescence staining of B16 cells expressing IER2-wt and IER2-mNLS confirmed that IER2-wt is partially localized in the nucleus, whereas IER2-mNLS is restricted to the cytoplasm (Fig. S6c).

**Fig. 6:**
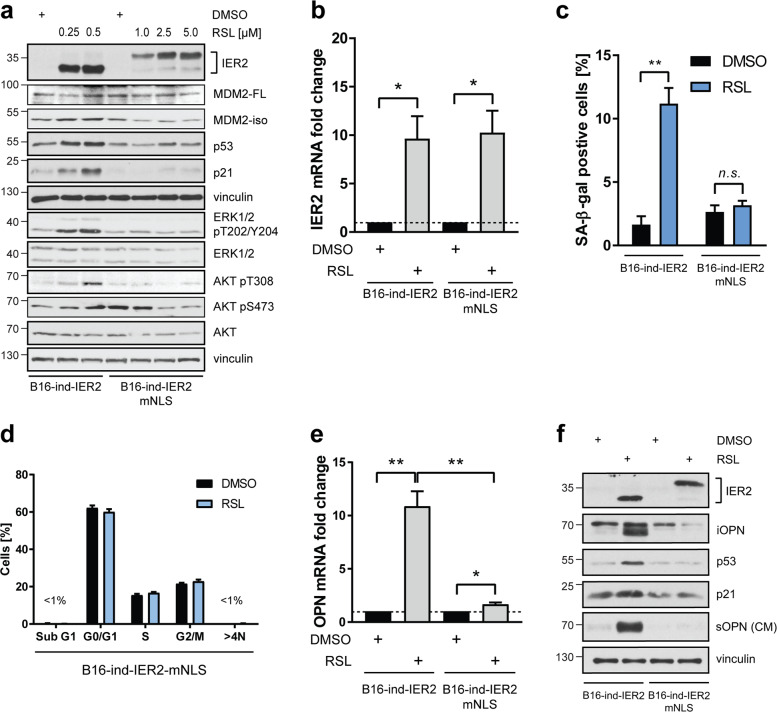
Nuclear localization of IER2 is required for senescence induction and osteopontin secretion. **a** Western blot analysis of the indicated proteins in B16-ind-IER2 #51 and B16-ind-IER2-mNLS #56 cells, treated with RSL at the indicated concentrations. DMSO was used as a control. **b** qRT-PCR quantification of IER2 in B16-ind-IER2 #51 (treated with DMSO or 0.25 μM RSL) and B16-ind-IER2-mNLS #56 cells (treated with DMSO or 5 μM RSL). RPLP0 was used for normalization. Bars represent mean + SEM; *n* = 4. **c** Quantification of SA-β-galactosidase (SA-β-gal)-positive B16-ind-IER2 #51 cells (treated with DMSO or 3 × 0.25 μM RSL) and B16-ind-IER2-mNLS #56 cells (treated with DMSO or 3 × 5 μM RSL). Bars represent mean + SEM; *n* = 3. **d** DRAQ5 labeling of nuclear DNA followed by flow cytometry-based cell cycle analysis of B16-ind-IER2-mNLS #56 cells after treatment with DMSO or RSL (3 × 5 μM). Bars represent mean + SEM; *n* = 3; 30,000 cells were analyzed per replicate. **e**, **f** qRT-PCR quantification of OPN (**e**) and Western blot analysis (**f**) of IER2, intracellular OPN (iOPN), p53, p21, vinculin, and secreted OPN (sOPN) in conditioned medium (CM) in B16-ind-IER2 #51 (treated with DMSO or 3 × 0.25 μM RSL) and B16-ind-IER2-mNLS #56 cells (treated with DMSO or 3 × 5 μM RSL). Bars represent mean + SEM; *n* = 4. Statistical significance was determined using an unpaired Student’s *t* test. n.s. nonsignificant (*p* > 0.05), *p < 0.05, **p < 0.01.

In contrast to IER2-wt, IER2-mNLS induction failed to increase the levels of p53, MDM2-iso, and p21, or to activate the ERK and AKT kinases (Fig. 6a), and did not induce senescence (Fig. S6d, Fig. 6c) or result in alterations in the cell cycle (Fig. 6d). Furthermore, the nuclear localization of IER2 was crucial for the development of the IER2-induced SASP, as IER2-mNLS induced no, or only a much weaker upregulation of the IER2-wt-dependent SASP factors, including OPN (Figs. 6e, f, S6e).

Collectively, these data support the notion that the nuclear localization of IER2 is required for induction of senescence, as well as for production of the IER2-specific SASP that includes OPN.

### IER2 promotes melanoma migration and invasion via secreted OPN

We have previously reported that IER2 is rapidly translocated to the nucleus of actively migrating pancreatic tumor cells after relief of contact inhibition [13]. Therefore, we next assessed whether the nuclear localization of IER2 impacts the migration of B16 cells. The proliferation of B16 cells expressing IER2-wt was lower than that of IER2-mNLS-expressing cells (Fig. S7a). However, the migration of cells expressing IER2-wt was enhanced in comparison to IER2-mNLS-expressing cells (Fig. S7b). We also investigated whether the nuclear localization of IER2 promotes melanoma invasion. Again, expression of IER2-wt strongly promoted melanoma cell invasion, whereas expression of IER2-mNLS even suppressed invasion, rather than promoting it (Fig. 7a).

**Fig. 7:**
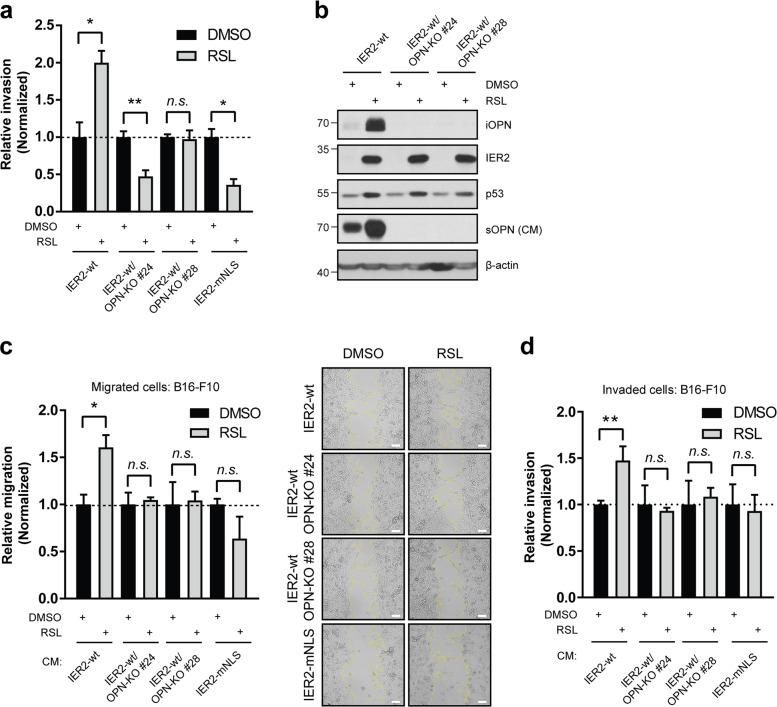
IER2 promotes melanoma cell migration and invasion in vitro in an osteopontin-dependent manner. **a** Invasion of B16-ind-IER2 #51, B16-ind-IER2-OPN-KO #24, B16-ind-IER2-OPN-KO #28, and B16-ind-IER2-mNLS #56 (IER2-mNLS) cells seeded in DMEM/1% FBS and treated either with DMSO or RSL (5 × 0.5 μM in the case of IER2-wt or 30 μM in the case of IER2-mNLS cells). Data represent relative invasion through a Matrigel layer (0.8 mg/ml) towards DMEM/10% FBS at 64 h and are shown as mean + SEM; *n* = 3. Data are normalized to DMSO-treated controls. **b** Western blot analysis of intracellular OPN (iOPN), IER2, p53, β-actin (loading control), and secreted OPN (sOPN) in conditioned medium (CM) in B16-ind-IER2 #51 (IER2-wt) cells, as well as in B16-ind-IER2-OPN-KO #24 (IER2-wt/OPN-KO #24) and B16-ind-IER2-OPN-KO #28 (IER2-wt/OPN-KO #28) cells, in which osteopontin was deleted through CRISPR/Cas9-mediated gene inactivation, treated either with DMSO or RSL (3 × 0.5 μM). **c** Migration of wild-type B16–F10 cells 32 h after removal of silicone inserts in the presence of CM from B16-ind-IER2 #51, B16-ind-IER2-OPN-KO #24, B16-ind-IER2-OPN-KO #28, and B16-ind-IER2-mNLS #56 cells treated either with DMSO or RSL (3 × 0.5 μM in case of IER2-wt or 30 μM in case of IER2-mNLS cells). Data represent relative migration + SEM from 3 to 4 biological replicates normalized to DMSO-treated controls. Scale bar, 100 μm. **d** Invasion of wild-type B16–F10 cells in the presence of CM from B16-ind-IER2 #51, B16-ind-IER2-OPN-KO #24, B16-ind-IER2-OPN-KO #28, and B16-ind-IER2-mNLS #56 cells that were seeded in DMEM/1% FBS and treated either with DMSO or RSL (5 × 0.5 μM in the case of IER2-wt or 30 μM in the case of IER2-mNLS cells). Data represent relative invasion through a Matrigel layer (0.8 mg/ml) toward DMEM/10% FBS at 48 h and are shown as mean + SEM; *n* = 3. Data are normalized to DMSO-treated controls. n.s. nonsignificant (*p* > 0.05), *p < 0.05, **p < 0.01, with significance determined by an unpaired Student’s *t* test.

To dissect the role of OPN in IER2-mediated invasion, we generated IER2-inducible B16 cells with CRISPR/Cas9-mediated knockout of OPN (OPN-KO, Fig. 7b, Fig. S7f). These cells retained the ability to induce p53 and to develop a senescence phenotype upon IER2 induction (Figs. 7b, S7c, d). IER2 expression, as well as the absence of OPN, had no effect on proliferation in these cells (Fig. S7e). By contrast, deletion of OPN completely abrogated the ability of wild-type IER2 to promote melanoma cell invasion (Fig. 7a, S7f, g).

Senescent fibroblasts can stimulate the invasiveness of malignant epithelial cells via paracrine signaling [62]. Therefore, we next assessed whether conditioned medium (CM) from IER2-expressing B16 cells can affect the migration and invasion of parental, non-senescent B16 cells. CM from IER2-wt-expressing cells robustly induced the migration and invasion of parental B16 cells (Fig. 7c, d). By contrast, CM from IER2-mNLS-expressing cells or from IER2-wt-expressing cells with a knockout of OPN (OPN-KOs) had no impact on the migration and invasion of parental, non-senescent B16 cells (Fig. 7c, d). Interestingly, CM from IER2-wt-expressing B16 cells had no effect on the migration, invasion or soft agar growth of normal melanocytes (Fig. S8a–d), demonstrating that the IER2-driven secretome is not sufficient to modify the transformation status or invasive behavior of non-malignant melanocytes.

Together, these results demonstrate that IER2 fosters melanoma cell migration and invasion in a manner that requires nuclear localization of the IER2 protein. IER2-induced OPN expression mediates these effects and can act in a paracrine manner on neighboring, non-senescent cancer cells.

### IER2 levels correlate with OPN expression in human melanoma

To gain insight into the association between the IER2-p53 axis and OPN expression in human melanoma, we first performed immunohistochemistry analysis of IER2 and OPN expression in tissue biopsies from patients with primary melanomas. Immuno-staining of serial sections revealed co-expression of IER2 and OPN in melanoma nests (Fig. 8a). To investigate the relationship between IER2 and OPN expression during melanoma progression, we analyzed tissue microarrays (TMAs) containing human melanocytic nevi (MN), primary melanomas (primary tumors, PT), and distant melanoma metastasis (DM). Expression intensity and abundance were assessed in a blinded fashion by two independent researchers using a defined immunohistochemical score for each probe (Fig. S9a). This analysis demonstrated a significant upregulation of both IER2 and OPN protein expression in primary melanomas, compared to MN, and further upregulation of OPN in distant metastases (Fig. 8b, for clinicopathological data, see Table S4). These observations are consistent with previous reports showing that OPN expression correlates with melanoma invasion [63]. Furthermore, our TMA analysis revealed a significant correlation between IER2 and OPN protein expression in MN, PT, and distant metastases (Fig. 8c, for clinicopathological data, see Table S4).

**Fig. 8:**
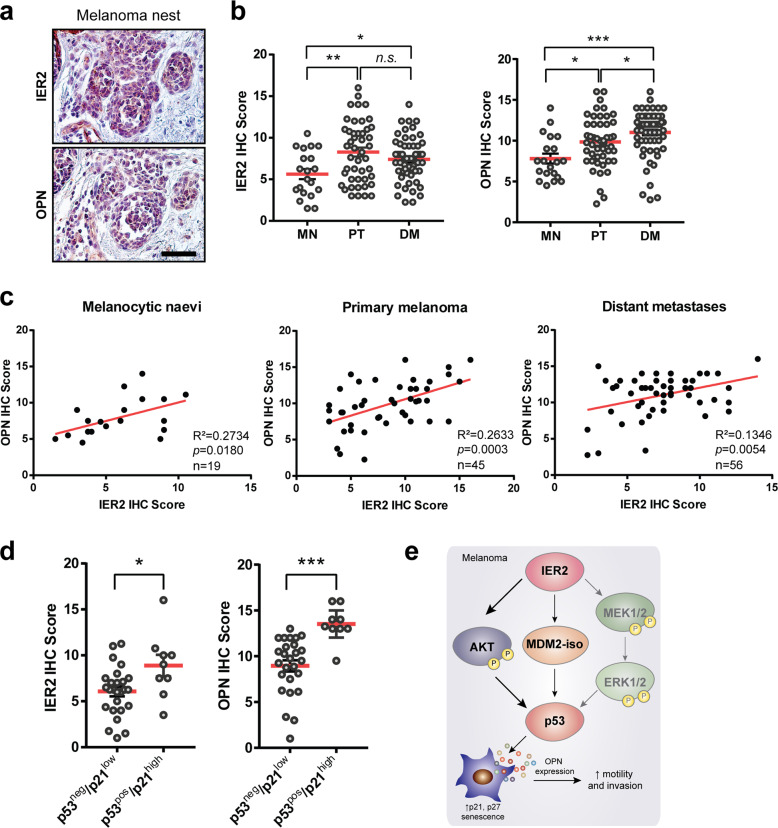
High IER2 levels are associated with increased osteopontin levels and p53/p21 expression in human melanoma samples. **a** Representative images of serial sections of melanoma nests (Clark level IV) stained with IER2 and OPN. Scale bar, 50 μm. **b** TMA immunohistochemistry (IHC) scores for IER2 (left) and OPN (right) for melanocytic nevi (MN, *n* = 20), primary tumors (PT, *n* = 46 for IER2 and 48 for OPN), and distant metastases (DM, *n* = 56 for IER2 and 63 for OPN). Data represent mean + SEM. **c** Correlation analysis of IER2 and OPN expression-based IHC analysis of human melanoma TMAs stratified into melanocytic nevi, primary melanomas, and distant metastases. The coefficient of determination (*R*^2^) of linear regression analysis, the *p* value of Pearson correlation analysis, and the number of samples analyzed are indicated for each graph. **d** TMA immunohistochemistry (IHC) scores for IER2 (left) and OPN (right) in specimens stratified according to p53/p21 status (inactive: p53^neg^/p21^low^, *n* = 26; active: p53^pos^/p21^high^, *n* = 9). **e** Scheme illustrating molecular functions of IER2 in melanoma. Data represent mean + SEM. n.s. nonsignificant (*p* > 0.05), *p < 0.05, **p < 0.01, ***p < 0.001. In **b** and **d**, statistical significance was determined using an unpaired Student’s *t* test.

We next aimed to determine whether IER2 and OPN expression is linked to a p53/p21-driven senescence-like state in melanomas, as suggested by our results using melanoma cell lines. Since the paraffin embedding used for the TMA samples destroys β-galactosidase activity, we used p53 status combined with p21 expression (p53^pos^/p21^high^ versus p53^neg^/p21^low^, see Fig. S9b, c for IHC staining) as a surrogate marker of senescent cells. Importantly, both IER2 and OPN showed significantly higher expression in patients with an active p53–p21 pathway (p53^pos^/p21^high^), consistent with our findings that demonstrate a functional link between IER2, p53, and OPN (Fig. 8d, for clinicopathological information, see Table S5).

Taken together, these data provide evidence that the p53-dependent IER2-induced senescence and OPN expression, we observed in cultured melanoma cells, reflects the situation in human melanoma.

## Discussion

Here, we report that high levels of IER2 in human melanoma samples correlate with increased p53/p21 and OPN levels, as well as with poor patient prognosis. Mechanistically, we show that IER2 upregulates p53 protein expression via increased expression of MDM2-iso and enhanced activation of AKT and ERK1/2, which leads to the stochastic induction of senescence in melanoma cells. The senescent cells express a characteristic SASP, a major component of which is OPN. OPN from the senescent cells acts in a paracrine manner to promote motility and invasion of non-senescent melanoma cells (Fig. 8e).

Our data suggest that constitutive expression of IER2 on the one hand leads to accumulation of MDM2-iso, and on the other to increased activation of AKT and ERK1/2, all of which leads to stabilization of p53 and expression of p21 (Fig. 8e). These data are consistent with the induction of premature senescence that is observed in response to constitutive MEK/MAPK signaling [64], and with the DNA damage-independent increase in p53 levels and senescence that are induced via mTORC1 in response to PI3K/AKT pathway activation [51]. Activation of AKT, which can be promoted by IER2 [17], also increases intracellular ROS levels by inducing oxygen consumption or by inhibiting the forkhead box O (FOXO) family of transcription factors, which further fosters cellular senescence [65, 66].

Our data indicate that OPN is a major component of the IER2-induced SASP in melanoma. OPN has previously been identified in some but not all SASPs in a context-dependent manner. OPN is a component of the bleomycin-induced senescence SASP that is produced independently of DNA damage, and can also be produced by senescent stromal cells within the tumor microenvironment [67, 68]. OPN is additionally produced by senescent pulmonary artery smooth muscle cells and contributes to the progression of pulmonary hypertension [69]. Context-dependent inclusion of OPN in the SASP presumably reflects the fact that multiple signaling pathways regulate the SASP, including the DDR, p38 MAP kinase, and cGAS/STING pathways [70]. Our data indicate that AKT plays an important role in regulating the IER2-induced SASP that includes OPN, which is consistent with the observation that the downstream AKT target mTOR controls the senescent secretome through regulating the stability of SASP mRNAs [71]. In bleomycin-induced senescence, the transcription factors c-Myb and C/EBPb drive OPN expression [72]. OPN expression in bleomycin-treated senescent fibroblasts is independent of p53 and Rb [68], but our results show that the IER2-induced SASP, including OPN expression, is p53 dependent in melanoma cells, which is consistent with the direct activation of OPN transcription by p53 [73].

The association between IER2, p53/p21, and poor prognosis in melanoma patients suggests that IER2-induced senescence contributes to tumor progression. This could be mediated at a number of levels. There is increasing evidence that subpopulations of senescent tumor cells may be able to revert to a proliferative state [74]. Senescent tumor cells that resume proliferation have been reported to be more aggressive [26], and to be reprogramed into self-renewing, tumor-initiating cells [75]. Furthermore, the IER2-induced SASP in the senescent subpopulation of cells could conceivably stimulate the growth and aggressiveness of non-senescent tumor cells. In particular, OPN secreted into the tumor microenvironment has been reported to promote tumor growth and metastasis in a number of ways. Through activating receptors such as integrins and CD44, OPN can foster survival, proliferation, motility, and invasion of tumor cells, and can stimulate angiogenesis [58]. Consistently, we found that OPN in the IER2-induced SASP produced by senescent melanoma cells is able to stimulate the motility and invasion of non-senescent melanoma cells in a paracrine manner. This is in line with a large body of prior work demonstrating a pro-invasive effect of OPN on tumor cells, mediated by a diverse set of molecular mechanisms [58]. Furthermore, OPN can also recruit myeloid-derived suppressor cells and other bone marrow-derived cells to the tumor microenvironment and metastatic niches, thereby suppressing anticancer immunity and promoting metastasis [76–78]. Moreover, OPN can reprogram normal fibroblasts into tumor-promoting cancer-associated fibroblasts [79].

IER2 could conceivably induce senescence through several mechanisms. Our data clearly show that IER2-induced senescence and OPN production is p53-dependent and requires nuclear localization of the IER2 protein. This is consistent with a proposed transcriptional regulatory role of IER2 [11], with putative IER2 target genes possibly activating senescence-inducing pathways. IER2 can also regulate the substrate specificity of phosphatase PP2A [12]. As PP2A activity has been implicated in the induction of senescence [80, 81], this suggests a possible further mechanism through which IER2 might induce senescence. In addition, our time-lapse data suggest that IER2-induced senescence may be associated with incomplete or delayed cytokinesis (Video S1). Defective cytokinesis can increase p53 levels via proteolytic cleavage of MDM2 [82], induce senescence [83, 84], and result in tetraploidy [85], all of which are features we observed upon continuous induction of IER2 expression. It is, therefore, conceivable that constitutive IER2 expression may perturb cytokinesis and thereby induce senescence. In this regard, we note that the AKT pathway, which we show is activated by IER2, is involved in context-dependent cytokinesis failure [86]. Defective cytokinesis can also result in aneuploidy in cancer cells, which fosters genomic instability that can drive tumorigenesis [85, 87] and thus may represent a further mechanism through which IER2-induced senescence might conceivably promote cancer progression if cells are subsequently able to re-enter the cell cycle.

IER2 induces senescence in only a subpopulation of melanoma cells, despite the fact that all cells induced with RSL express IER2 (Fig. 5e). This could conceivably reflect heterogeneity in the melanoma cell populations, yet this seems unlikely, as the IER2-inducible cells underwent two rounds of single-cell cloning before experiments were performed. The production of SASP components above a given threshold by individual cells may be decisive, as several SASP components can establish and reinforce the senescence phenotype through autocrine positive feedback loops [88–90]. In addition, recently published single-cell tracking experiments suggest that heterogeneity in the decision of whether or not cells enter senescence is determined by differences in the dynamics of p21 expression at particular cell cycle phases [91]. Similarly, the stochastic induction of senescence has been associated with the kinetics of p53 expression, with pulsed p53 expression resulting in reversible arrest, while continuous p53 expression results in senescence [92]. Thus the stochastic induction of senescence upon continuous IER2 expression that we observed may be a consequence of cell fate decisions that are made in response to the kinetics of expression of key regulatory proteins such as p21 and p53 at particular phases of the cell cycle. This notion would be consistent with the observation that a proportion of sorted non-senescent cells that have expressed IER2 constitutively over at least two cell cycles can nevertheless still be induced to enter senescence upon continued IER2 induction (Fig. 5f, g).

Our findings may have clinical relevance at a number of levels. We found that increased IER2 expression is associated with high p53/p21 levels in human melanoma samples, which would be consistent with the induction of senescence observed in vitro. Furthermore, IER2 expression is associated with enhanced OPN expression in human melanoma and also correlates with poor prognosis. IER2, the IER2-induced SASP including OPN, as well as IER2-induced senescent cells themselves may therefore represent therapeutic targets in melanoma. Given the extensive literature documenting the tumor-promoting role of OPN, blocking the activity of the OPN protein or inhibiting activation of its receptors using small molecules have been suggested as possible therapeutic approaches [93]. As OPN has been implicated in fostering chemoresistance, possibly through autophagy or suppressing apoptosis [58], IER2-induced OPN expression may also represent a mechanism that fosters resistance to chemotherapy. Furthermore, senescent cells exhibit resistance to apoptosis [70], and IER2-induced senescence may therefore render melanoma cells intrinsically resistant to chemotherapy-induced apoptosis, as well as through the production of OPN in the SASP. This may be relevant to the development of therapy resistance, as transient chemotherapy-induced senescence has been reported to render cancer cells more aggressive if they are able to subsequently re-enter the cell cycle [26, 27]. Together, these observations suggest that targeting IER2-induced senescent melanoma cells may improve therapeutic outcomes. A number of senolytic drugs that aim to clear senescent cells by inducing apoptosis are currently under development, and the first is already in clinical trials [94].

In summary, these data suggest that aberrant activation of the IER2–p53–OPN axis in melanoma represents a pathophysiological mechanism that can contribute to the aggressive behavior of melanoma cells.

## Materials and methods

### Cell lines and molecular cloning

The human melanoma cell lines A375, SK-Mel-28, and HT144 as well as NIH 3T3 mouse fibroblasts (3T3) and B16-F10 mouse melanoma cells (B16) were all from American Type Culture Collection (ATCC, Manassas, VA, USA). SK-Mel-147 and SK-Mel-23 were from Memorial Sloan Kettering Cancer Center (NY, USA). Mouse melanoma Ret cells [95] were provided by V. Umansky. 67NR mouse mammary carcinoma cells [96] were established by Dr. Fred Miller and kindly provided by E. Lukanidin (Danish Cancer Society, Copenhagen, Denmark). NIH 3T3 RheoSwitch cells (clones 3T3-ind-IER2 #11, #19, and #22) have been described previously by us [31]. All melanoma and fibroblast cell lines were cultivated in DMEM containing 4.5 g/l glucose (Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS; Sigma Aldrich, St. Louis, MO, USA) and 1% penicillin/streptomycin sulfate (Gibco, Carlsbad, CA, USA). Mel-STV human melanocytes [97] were cultured in DMEM supplemented with 5% FBS and 1% penicillin/streptomycin. Melan-a murine melanocytes (Merck, Darmstadt, Germany) were cultured in RPMI 1640 medium (Gibco, Carlsbad, CA, USA) supplemented with 10% FBS and 200 nM phorbol-12-myristate-13-acetate (AdipoGen, San Diego, CA, USA). Cells were kept at 37 °C in an atmosphere with 5% CO_2_ and 95% humidity. The human cancer cell lines were authenticated by the vendor. Mycoplasma contamination was routinely checked in the laboratory by PCR analysis and all cell lines used in the study were confirmed to be mycoplasma negative.

The RheoSwitch two-plasmid system for inducible expression of mammalian genes was purchased from New England Biolabs (Ipswich, MA, USA). pcDNA3.1-empty and pcDNA3.1-TP53 were provided by Dr. Takashi Tokino [73]. The pcDNA3.1/V5-His-IER2 plasmid was generated previously [13] by cloning human IER2 cDNA into pcDNA3.1/V5-His empty vector (Invitrogen, Thermo Fischer Scientific, Waltham, MA, USA). All constructs were verified by sequencing.

B16-ind-IER2 #51, Ret-ind-IER2 #69, 67NR-ind-IER2 #37, and 67NR-ind-IER2 #82 cell clones were prepared by transfection of RheoSwitch B16-pNEBR-R1, Ret-pNEBR-R1, and 67NR-pNEBR-R1 cells with a pNEBR-X1-IER2 plasmid, containing cloned mouse IER2 cDNA [31]. B16-ind-IER2-mNLS #56 cells were prepared by transfection of RheoSwitch B16-pNEBR-R1 cells with a pNEBR-IER2 plasmid, containing IER2 cDNA mutated in the NLS using the Stratagene QuikChange Site-Directed Mutagenesis Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. All cells were transfected using Lipofectamine2000 (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions, and selected with G418 (500–700 µg/ml; Roche Applied Science, Penzberg, Germany) and hygromycin (500 µg/ml; Merck, Darmstadt, Germany) as appropriate. Single-cell colonies were expanded and tested for IER2 expression.

For live cell imaging, 3T3-IER2-H2B-GFP cells were generated as follows. IER2-inducible 3T3 #11 cells [98] were stably transfected with the pBOS-H2B-GFP expression plasmid (BD Pharmingen, New Jersey, USA). Live cell imaging was performed using an Olympus IX50 inverted microscope equipped with an F-View II imaging system and Cell^P imaging software (Olympus, Shinjuku, Tokyo, Japan).

B16-ind-IER2-OPN-KO #24, #28, #33, and #36 cells were generated by CRISPR/Cas9-mediated targeting of OPN, following published protocols [99]. Briefly, One-Shot Stbl3 Chemically Competent *Escherichia coli* cells (Invitrogen, Thermo Fischer Scientific, Waltham, MA, USA) were transformed with pSpCas9(BB)-2A-Puro V2.0 plasmid (Addgene, #62988), containing three sgRNA pairs, designed at http://crispr.mit.edu/, targeting the mouse osteopontin (Spp1) locus. B16-ind-IER2 #51 cells were transfected with sequence-verified plasmids and pulse-selected with puromycin for 72 h (InvivoGen, San Diego, CA, USA). Cells were tested for osteopontin expression using qRT-PCR and Western blotting. The top-scoring sgRNA pair (sgRNA-top: 5′-cac cgA AGC TAT CAC CTC GGC CGT T-3′; sgRNA-bottom: 5′-aaa cAA CGGC CGAG GTGA TAGC TTc-3′) was used to generate single-cell clones.

### Chemicals and cell treatments

Cells were treated with the following reagents at the indicated concentrations. Doxorubicin hydrochloride (Doxo, 2 μM) and camptothecin (CPT, 2 μM) were purchased from Sigma-Aldrich/Merck (Darmstadt, Germany). Nutlin-3(a) (NU-3, 5 μM) and Pifithrin-α (PFT-α, 30 μM) were purchased from Biomol (Hamburg, Germany). RheoSwitch Ligand 1 (RSL, 0.2–30 μM) was purchased from New England Biolabs (Ipswich, MA, USA) and Exclusive Chemistry Ltd. (Obninsk, Russia). The MEK/ERK inhibitor Selumetinib (AZD6244; MEKi, 1 μM) was purchased from Selleckchem (Münich, Germany) and the AKT inhibitor (AKTi, 1 μM) from Sigma-Aldrich/Merck, #A6730 (Darmstadt, Germany). 3T3 cells were irradiated with 30 J/m^2^ UV-C (245 nm) and cells were harvested 1 h after the irradiation.

### SDS-PAGE and Western blotting

Cells were washed twice with phosphate-buffered saline (PBS), harvested into hot SDS sample lysis buffer (4% SDS, 125 mM Tris-HCl pH 6.8, 20% glycerol in double-distilled H_2_O) containing Complete Protease Inhibitor Cocktail (Roche Applied Science, Penzberg, Germany), and sonicated using a Soniprep 150 disintegrator (MSE, London, UK). Protein concentration was determined using the BCA Protein Assay Kit (Pierce Biotechnology, IL, Rockford, USA). DTT (100 mM final concentration) and 0.01% bromphenol blue were added to lysates before separation by SDS-PAGE. The same protein amount (30–50 μg) was loaded into each well. Proteins were electrotransferred onto a nitrocellulose membrane (GE Healthcare, Little Chalfont, UK) at 4 °C overnight using wet transfer. Specific proteins were detected using primary antibodies (overnight incubation at 4 °C) followed by horseradish peroxidase-conjugated secondary antibodies (2–4 h incubation at 4 °C). Peroxidase activity was detected by enhanced chemiluminescence (ECL; Pierce Biotechnology, Rockford, IL, USA). GAPDH, vinculin, or β-actin were used as loading controls.

To detect secreted osteopontin (sOPN), proteins in 5 ml conditioned media were incubated with 10 μl StrataClean Resin (Agilent Technologies, Santa Clara, CA, USA) and rotated for 1–2 h at 4 °C. After brief centrifugation, the pellet was resuspended in lysis buffer (125 mM Tris-HCl pH 6.8, 0.2% SDS, 20% glycerin, and 1× Complete Protease Inhibitor Cocktail) and samples were incubated for 5 min at 95 °C. Lysates were adjusted to 100 mM DTT and 0.01% bromphenol blue, then 10 μg of total protein (measured with the BCA method) were loaded onto SDS-PAGE gels and Western blotted.

The following antibodies were used for immunoblotting: anti-mouse **IER2** (clone 1A2, [13]); anti-human **IER2** (ARP34401_P050) from Aviva Systems Biology (San Diego, CA, USA); **osteopontin** (OPN, #AF808) from R&D Systems (Mineapolis, MN, USA); **vinculin** (#V9131), **MDM2** (3G9, 04–1530), and **β-actin** (AC-15, #A5441) from Merck (Darmstadt, Germany); **p16**^**INK4A**^ (p16, ab189034) and **p21**^**WAF1/Cip1**^ (p21, EPR3993, ab109199) from Abcam (Cambridge, MA, USA); **p27**^**KIP1**^ (p27, F-8, sc-1641), **p21**^**WAF1/Cip1**^ (p21, C-19, sc-397), **ERK1** (ERK, C-16, sc-93), **AKT1/2/3** (AKT, H136, sc-8312), **MDM2** (SMP14, #sc-965), and **p53** (DO-7, sc-47698) from Santa Cruz Biotechnology (Dallas, TX, USA); **p53** (1C12, #2524), **p53-pS15** (D4S1H, #12571), **Rb-pS807/811** (D20B12 XP), **Rb** (D20), **AKT-pS473** (587F11, #4051), **AKT-pT308** (D25E6, #13038), **ERK1/2-pT202/pY204** (#9101), **GAPDH** (14C10, #2118), **mTOR** (#2972) and **mTOR-pS2448** (#2971) from Cell Signaling Technology (Danvers, MA, USA); and **p53-pS392** (FP3.2, #629501) from BioLegend (San Diego, CA, USA). Anti-rabbit and anti-mouse IgG-HRP secondary antibodies produced in goat, and anti-goat secondary antibody produced in rabbit were purchased from Dako (Hamburg, Germany). Antibodies were diluted in PBS containing 2.5% skimmed milk and 0.1% Tween (Carl Roth, Karlsruhe, Germany) according to the respective manufacturer’s instructions. Quantification of Western blots was performed in ImageJ/Fiji [100]. Protein expression was calculated as the integrated density of each band normalized to the average of control-treated samples.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s instructions. RNA (1–2 μg) was treated with RNase-free DNase I, followed by EDTA deactivation for 10 min at 65 °C (both from Thermo Fisher Scientific, Waltham, MA, USA). First-strand cDNA was synthesized with random hexamer primers, using dNTP mix and RevertAid H Minus Reverse transcriptase (all from Thermo Fisher Scientific, Waltham, MA, USA). qRT-PCR was performed in a Stratagene Mx3500P qPCR machine (Agilent, Santa Clara, CA, USA) using SYBR Select Master Mix containing SYBR Green dye (Applied Biosystems, Foster City, CA, USA). The relative quantity of cDNA was estimated using the ΔΔCT method, and data were normalized to RPLP0 or GAPDH.

The following mouse forward and reverse primers, purchased from Metabion (Steinkirchen, Germany), were used for qRT-PCR: **IER2:** 5′-TAC CTC TCA GCC AAG GTA GA-3′, 5′-TCC TCT TGC GTA TCC ATG GG-3′; **IL-6**: 5′-TAC CAC TTC ACA AGT CGG AGG C-3′, 5′-CTG CAA GTG CAT CAT CGT TGT TC-3′; **CXCL15:** 5′-GGT GAT ATT CGA GAC CAT TTA CTG-3′, 5′-GCC AAC AGT AGC CTT CAC CCA T-3′; **OPN:** 5′-GCT TGG CTT ATG GAC TGA GGT C-3′, 5′-CCT TAG ACT CAC CGC TCT TCA TG-3′; **IL23a:** 5′-CAT GCT AGC CTG GAA CGC ACA T-3′, 5′-ACT GGC TGT TGT CCT TGA GTC C-3′; **CCL5:** 5′-CCT GCT GCT TTG CCT ACC TCT C-3′, 5′-ACA CAC TTG GCG GTT CCT TCG A-3′; **TP53**: 5′-GCA TGA ACC GCC GAC CTA TCC-3′, 5′-CAG GGC AGG CAC AAA CAC GAA C-3′; **RPLP0**: 5′-GGA CCC GAG AAG ACC TCC TT-3′, 5′-GCA CAT CAC TCA GAA TTT CAA TGG-3′.

The following human forward and reverse primers, purchased from Metabion (Steinkirchen, Germany) were used for qRT-PCR: **IER2**: 5′-AGT GCA GAA AGA GGC ACA GC-3′, 5′-ACC TTG GCC GAG AGG TAG AG-3′; **OPN**: 5′-CTG ACA TCC AGT ACC CTG ATG C-3′, 5′-GGC CTT GTA TGC ACC ATT CA-3′; **TP53**: 5′-CAG CAC ATG ACG GAG GTT GT-3′, 5′-TCA TCC AAA TAC TCC ACA CGC-3′; **GAPDH:** 5′-CGA CCA CTT TGT CAA GCT CA-3′, 5′-AGG GGT CTA CAT GGC AAC TG-3′.

The data are expressed as the means + SEM from 3 to 5 biological replicates, analyzed in technical duplicates.

### RNA interference

Small interfering RNAs (siRNA) targeting mouse OPN (siOPN, s74322, #4390771) were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Silencer Select Negative Control No. 1 siRNA (Thermo Fisher Scientific, #4390843) was used as a control. Mouse Trp53 was targeted using ON-TARGETplus SMARTpool siRNA (L-040642-00-0005) and ON-TARGETplus Non-targeting Control Pool siRNA (D-001810-10-05) as control (Horizon Discovery, Cambridge, UK). OPN siRNAs were introduced into the cells using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA), while Trp53 siRNAs were transfected at a final concentration of 25 nM using Lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s instruction.

### Cytokine array

Gene expression was analyzed in three independent experiments using the mouse Cancer Inflammation and Immunity Crosstalk Array (PAMM-181Z, Qiagen Sciences, Germantown, MD, USA) according to the manufacturer’s instructions.

### Indirect immunofluorescence

Cells grown on glass coverslips were washed with PBS, fixed with 100% ice-cold methanol (AppliChem, Darmstadt, Germany) for 10 min at −20 °C, then permeabilized using 0.1% Triton X-100 (Carl Roth, Karlsruhe, Germany) for 10 min at room temperature (RT). After washing with PBS, cells were incubated in 10% FBS/PBS for 30 min to block unspecific binding. Cells were incubated with IER2 antibody (ARP34401_P050; Aviva Systems Biology, San Diego, CA, USA) diluted 1:500 in blocking solution for 3 h at RT, then extensively washed with PBS. Incubation with the goat anti-rabbit AlexaFluor 546 (Thermo Fisher Scientific, Waltham, MA, USA) secondary antibody (1:1000) was performed for 1 h at RT. Cell nuclei were counterstained with 1 μg/ml DAPI (AppliChem, Darmstadt, Germany) for 5 min at RT, and coverslips were mounted in Fluoromount mounting medium (SouthernBiotech, Birmingham, AL, USA). Fluorescent signals were captured using a Zeiss Axio Imager D1 microscope equipped with an AxioCam MRm camera and AxioVision 4.7 software (Carl Zeiss, Oberkochen, Germany).

### Immunohistochemistry

Formalin-fixed, paraffin-embedded 5 μm-thick tumor sections were used for immunohistochemical staining. Deparaffinization in Roti-Histol (Carl Roth, Karlsruhe, Germany) and dehydration in 100–70% EtOH was followed by 30 min heat-induced antigen retrieval (Target Retrieval Solution pH 6.1; Dako, Hamburg, Germany). Endogenous peroxidase was quenched with hydrogen peroxide (3%, 5 min, Roth, Karlsruhe, Germany), and unspecific antibody binding was blocked using 10 % goat or rabbit serum in 1% BSA/PBS for 1 h at RT. Samples were then incubated with **IER2** (ARP-34401_P050; 1:500) from Aviva Systems Biology (San Diego, CA, USA); **p53** (DO-7; 1:150) and **p21**^**WAF1/Cip1**^ (p21, C19; 1:800) from Santa Cruz Biotechnology (Dallas, TX, USA), and **OPN** antibody (AF808; 1:100) from R&D Systems (Minneapolis, MN, USA) at 4 °C overnight. After washing 3x with PBS, slides were incubated with biotinylated secondary antibody for 1 h at RT (Dako, Hamburg, Germany). Antibody staining was detected using the VECTASTAIN ABC kit and the VECTOR NovaRed peroxidase substrate kit (both from Vector Laboratories, Burlingame, CA, USA). Sections were counterstained with hematoxylin (Merck, Darmstadt, Germany). All primary antibodies were titrated and specificity-tested through negative controls (without primary antibody) prior to their use for TMAs. Tumors derived from MMTV-PyMT mice were used as a positive control for the anti-osteopontin antibody. Visualization of melanoma cells was performed by staining against S100B (Abcam, Cambridge, UK) as described [101].

For scoring of IER2-, OPN-, and p21-stained TMAs, a quantity-/intensity-based IHC scoring system was applied, using the following formula: percentage of IER2/OPN positive cells among the S100B-positive cells (0–4) × intensity score (0–4) (see Fig. S8A). Nuclear positivity for p53 was assessed based on the percentage of p53-positive cells per punch using a 10% cutoff (≤10% tumor cells staining = negative, ≥10% = positive) as previously described [102]. Images of stained tumor sections and TMAs sections were captured using a Zeiss Axio Imager Z1 microscope equipped with an AxioCam HRc camera and AxioVision 4.8 software (Carl Zeiss, Oberkochen, Germany). Image acquisition and scoring were performed in a blind fashion by two independent experimenters (L.K. and S.D.S.), in the majority of cases from duplicate stainings. Low-quality IER2- and OPN-stained specimens were excluded from the analysis, which resulted in differing total numbers of specimens analyzed. For each sample, the average score of the two experimenters was used.

### Flow cytometry and cell sorting

To analyze cell cycle and ploidy status of 3T3-ind-IER2 #11, B16-ind-IER2 #51, B16-ind-IER2-mNLS #56 cells, and Ret-ind-IER2 #69 cells, 1.2 × 10^5^ cells were seeded into 6-well plates and treated with three doses of DMSO or 0.2–5 μM RSL every 24 h. Cells were detached with PBS/5 mM EDTA (5–10 min/37 °C), resuspended in PBS with 1 mM MgCl_2,_ and centrifuged for 3 min at 1200 rpm. Pelleted cells were resuspended in 150 μl of 10% FBS/PBS and mixed drop-wise with ice-cold 70% EtOH. After overnight incubation at −20 °C, cells were centrifuged for 5 min at 1500 rpm, resuspended in 250 μl PBS containing 1 μl DRAQ5 fluorescent probe (5 mM; Thermo Fisher Scientific, Waltham, MA, USA) and incubated for 20 min at RT. Cells were diluted 1:1 with PBS and subjected to flow cytometry analysis using a BD FACSCanto II (BD Biosciences, Franklin Lakes, NJ, USA). Doublets and dead cells were excluded from the analysis. Flow cytometry data were analyzed using FlowJo 7.6.5 cytometry analysis software (FlowJo, LLC).

To enrich the senescent fraction in IER2-expressing B16 and Ret cells, cells were treated with 3 × 0.5 and 5 μM RSL, respectively. Six hours after the last RSL treatment, senescent and non-senescent cells were sorted using a BD FACSARIA IIu based on forward and sideward scattering, collected in RSL-containing PBS, and immediately processed for qRT-PCR or western blot analysis. In experiments in which cells were treated with either DMSO or RSL also after the cell sorting, 1 × 10^5^ sorted cells were seeded onto a 12-well plate, left to attach overnight, then treated with RSL or DMSO for additional 3 days, and subsequently processed for SA-β-galactosidase staining. After each sorting, the viability and purity of the sorted fractions were evaluated.

### Senescence-associated β-galactosidase activity assay

Senescence-associated β-galactosidase (SA-β-gal) activity was detected as previously described [34]. Briefly, 1 × 10^4^ cells/cm^2^ were seeded in triplicate into 12- to 24-well plates. For knockdown experiments, the cells were transfected immediately with siRNA. After overnight attachment, cells were treated daily with either DMSO or 0.25–5.0 μM RSL. Six hours after the last dose, cells were washed with PBS, fixed for 15 min at RT with a 2% formaldehyde/0.2% glutaraldehyde solution, then incubated overnight at 37 °C in a non-CO_2_ atmosphere with X-Gal staining solution (40 mM citric acid pH 6.0, 5 mM potassium hexacyanoferrate II, 5 mM potassium hexacyanoferrate III, 150 mM NaCl, and 2 mM MgCl_2_) containing 1 mg/ml X-β-gal substrate (Carl Roth, Karlsruhe, Germany). Cells were extensively washed with PBS and imaged with a Leica DMI6000B inverted microscope equipped with a DCF420 C camera and LAS X Core software (Leica Microsystems, Wetzlar, Germany). The percentage of SA-β-gal-positive cells from total cells was calculated for three biological replicates. Images were captured using a Zeiss Axio Imager Z1 microscope equipped with an AxioCam HRc camera and AxioVision 4.8 software (Carl Zeiss, Oberkochen, Germany).

### Proliferation assays

Proliferation assays were performed using the CyQUANT NF Cell Proliferation Assay Kit (Molecular Probes, Invitrogen/Thermo Fisher Scientific, Waltham, MA, USA). Cells were seeded in a 96-well plate at a density of 1 × 10^3^ cells/well in four biological replicates and treated daily with RSL or an equivalent volume of DMSO for two days. Cell density was measured 4 h post-seeding (effective “time 0”), as well as 24 and 48 h after the first measurement. The assay was performed according to the manufacturer’s instructions. Measurement of fluorescence was detected at 530 nm using the Infinite 200 plate reader (Tecan Group Ltd., Zürich, Switzerland). Data were calculated as the average fold increase in fluorescence at 24 and 48 h, normalized to fluorescence at 0 h.

### Cell viability assay

To determine cell viability after IER2 induction, 3T3-ind-IER2 #11 cells were treated daily with 0.5 μM RSL or an equal volume of DMSO for three consecutive days. Cells were detached 24 h after the last dose using 0.05% Trypsin–EDTA (Gibco, Carlsbad, CA, USA), resuspended in the growth medium, stained 1:1 with 0.4% Trypan Blue solution (Merck, Darmstadt, Germany) and counted with a hemocytometer.

### Migration assay

Cell exclusion zone migration assays were performed in four biological replicates using two-well silicone inserts (Ibidi, Martinsried, Germany). Cell suspension, 4 × 10^5^ cells/ml in 70 μl, were added to each well of the insert and allowed to grow to confluence overnight. Inserts were removed and images captured 0, 8, 24, and 30 h after removal. Cells were treated with RSL or DMSO at 0, 8, 24 h post-insert removal.

To assess migration of B16–F10 cells or melanocytes in the presence of conditioned media, B16 IER2 mNLS-inducible cells or IER2-wt-inducible cells with or without the expression of osteopontin were seeded around the inserts 36 h before removal of the inserts, and subsequently treated twice per day with RSL or the equivalent volume of DMSO. After 24 h, 70 µl of a 4 × 10^5^ cells/ml suspension of B16–F10 parental (non-inducible), Melan-a or Mel-STV cells were added to each well of the insert and allowed to grow to confluence overnight. Inserts were removed. Images were captured 0 h and 7–32 h after insert removal at 10x magnification using a Leica DMI6000B inverted microscope equipped with a DCF420 C camera and LAS X Core software (Leica Microsystems, Wetzlar, Germany). Wells was marked to ensure that the same area was imaged at each time point. Images were analyzed using the Fiji/ImageJ software [100], and the wound area was determined with the MRI Wound Healing Tool macro (http://dev.mri.cnrs.fr/projects/imagej-macros/wiki/Wound_Healing_Tool). The migrated area was calculated as the change in wound area.

### Transwell invasion assays

Invasion assays were performed in triplicate using Corning Costar Transwell cell culture inserts with 8 µM pores (Sigma-Aldrich/Merck, Darmstadt, Germany). Inserts were coated with 55 µl of 0.6–0.8 mg/ml High Concentration Corning Matrigel Matrix (Corning, NY, USA), which was allowed to solidify for 4 h at 37 °C. Each insert was seeded with 6 × 10^4^ cells in a medium containing 1% FBS, then were allowed to invade toward a medium containing 10% FBS for 64 h. Cells were treated with 3 × 0.5 μM (IER2-wt and OPN-KOs) or 30 μM (IER2-mNLS) RSL or an equivalent volume of DMSO twice per day. For invasion assays with conditioned media, CM was prepared by growing cells in a medium containing 1% FBS for 48 h, and treating the cells with 3 × 0.5 μM (IER2-wt and OPN-KOs) or 30 μM (IER2-mNLS) RSL, or an equivalent volume of DMSO. Transwell inserts were coated as mentioned above. Twenty-four-hour prior to seeding cells in transwell inserts, 1 × 10^5^ inducible cells were seeded in a medium containing 10% FBS to the base of the well and treated with RSL or DMSO once per day. Non-inducible B16, Melan-a or Mel-STV cells (6 × 10^4^) were seeded onto the transwell membrane in CM with 1% FBS (Melan-a, Mel-STV cells) or a mixture of CM and fresh medium containing 1% FBS (1:1, B16 cells) and allowed to invade across the membrane for 48 h.

After the invasion, cells were either fixed with methanol and stained with 0.1 mg/ml crystal violet or fixed with 70% ethanol and stained with DAPI (5 μg/ml). Inserts stained with crystal violet were incubated in 10% acetic acid to extract the crystal violet stain, and optical density was measured at 595 nm. The degree of invasion was calculated as the average fold difference in optical density or normalized DAPI-stained area of RSL treated samples compared to DMSO treated samples.

### Soft-agar assay

For the soft-agar assay, 1.5 ml of 0.5% Noble Agar (BD Biosciences, Franklin Lakes, NJ, USA) in DMEM were plated into 6-well plates and allowed to solidify at RT for at least 5 min. Soft agar at a concentration of 0.3–0.35% was prepared by dilution of 2% Noble Agar in conditioned DMEM medium of B16 IER2-ind #51 cells treated daily for three consecutive days with either 0.5 μM RSL or an equivalent volume of DMSO. Two millilitre of this dilution containing 1000–5000 cells/ml was layered on top of the bottom agar. Cells were fed twice per week with 500 μl CM and allowed to grow for 2–3 weeks. Colonies were fixed and stained with 0.005% crystal violet, 1% PFA, and 1% methanol for 1 h, imaged using a Fusion FX Imager (Vilber, Marne-la-Vallée, France), and quantified using ImageJ/Fiji [100].

### Clinical data set analysis

The cBioportal for Cancer Genomics (http://www.cbioportal.org/ [103] was used to access and download the TCGA Skin Cutaneous Melanoma Dataset containing RNA-Seq expression and clinical data of 471 melanoma patients (TCGA, provisional). The cutoff between IER2^high^ and IER2^low^ tumors was set at a *z*-score of 1.5. The difference between Kaplan–Meier curves was analyzed using the log-rank (Mantel–Cox) test. TP53, BRAF, and NRAS mutational data from whole-exome sequencing from 362 patients were correlated with IER2 expression. Significance was determined using the unpaired Student’s *t* test.

### Gene expression analysis

RNA was isolated with RNAPure, peqGOLD (Peqlab, Erlangen, Germany). RNA was tested by capillary electrophoresis on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and high quality was confirmed. Gene expression profiling was performed using arrays of mouse Mm430_2.0-type from Affymetrix (Thermo Fisher Scientific, Waltham, MA, USA). Biotinylated antisense cRNA was then prepared from 33 ng/µl RNA according to the Affymetrix standard labeling protocol with the GeneChip WT Plus Reagent Kit and the GeneChip Hybridization, Wash and Stain Kit (both from Affymetrix, Santa Clara, USA). Afterward, the hybridization on the chip was performed on a GeneChip Hybridization oven 640, then dyed in the GeneChip Fluidics Station 450 and thereafter scanned with a GeneChip Scanner 3000. All of the equipment used was from Affymetrix (High Wycombe, UK). A Custom CDF Version 10 with ENTREZ-based gene definitions was used to annotate the arrays [104]. The raw fluorescence intensity values were normalized by applying quantile normalization and RMA background correction. One-way ANOVA was performed to identify differentially expressed genes using the commercial software package SAS JMP10 Genomics, version 4, from SAS (SAS Institute, Cary, NC, USA). A nominal *p*-value was taken as the level of significance. GSEA was used to determine whether defined lists (or sets) of genes exhibit a statistically significant bias in their distribution within a ranked gene list using the software GSEA [35]. Pathways belonging to various cell functions were obtained from public external databases (KEGG, http://www.genome.jp/kegg; Gene Ontology Consortium, biological processes annotations, http://www.geneontology.org/). All analyses were done using three biological replicates. The microarray data have been deposited in Gene Expression Omnibus (GEO) with accession number GSE181200.

### Statistics

Where appropriate, figure legends define the number of biological replicates (*n*). Results are represented as the mean + SEM (standard error of the mean). For each in vitro experiment, *n* represents the number of individual biological replicates. Graphs for qRT-PCR experiments represent data from *n* ≥ 3 biological replicates, with each biological replicate being executed in two technical replicates. For TCGA Skin Cutaneous Melanoma Dataset analysis, *n* = number of individual patients. For melanoma TMAs analysis, *n* = number of analyzed specimens. For experiments comparing two groups, the significance was evaluated using a two-tailed unpaired Student’s *t* test. Asterisks correspond to *p*-values below the following thresholds: *p < 0.05; **p < 0.01; ***p < 0.001; n.s. (non-significant) denotes cases where the significance threshold was not reached (*p* > 0.05). For Kaplan Meier survival analysis, significant differences were determined using the log-rank (Mantel–Cox) test. Linear regression (*R*^2^) analysis was used to assess the correlation between IER2 and OPN expression in clinical samples. Sample sizes were chosen based on previous experience with analogous experiments. Randomization was not applied. All statistics were performed with Microsoft Excel 2010 (Microsoft, Redmond, WA, USA) or GraphPad Prism 7 (GraphPad Software, La Jolla, CA, USA). Microscopy images related to in vitro experiments are representative of three biological replicates.

### Study approval

This study was performed in accordance with the ethical votes of the Medical Ethics Committee of the Medical Faculty Mannheim, University of Heidelberg (permit numbers: 2010-318N-MA and 2014-835R-MA). The study followed the guidelines of the Declaration of Helsinki, and patient identity and pathological specimens remained anonymous in the context of the study.

Human melanoma TMA was generated at the core facility of the National Center for Tumor Diseases, Department of Pathology, University of Heidelberg, as described previously [105, 106]. Information about the specimens and patients contributing to the TMA can be found in Tables S4 and S5.

## Supplementary information

Supplementary Information

Ectopic expression of IER2 in mouse 3T3-IER2-H2B-GFP fibroblasts causes morphological changes and cell division defects

Supplementary Table S1

## Data Availability

To determine phenotype-specific IER2 gene expression in human melanoma cell lines (Table S2, related to Fig. S2), the “Wagner dataset” (Gene Expression Omnibus accession number GSE8332) and the Heuristic Online Phenotype Prediction (HOPP) algorithm were used [43, 44]. All other data and/or materials are available from the corresponding author upon request. This work was supported by grants to J.P.S. and J.U. from the Deutsche Forschungsgemeinschaft (DFG, German Research Foundation)—Project number 259332240/RTG 2099, and from the European Union (HEALTH-F2-2008-201662) under the auspices of the FP7 collaborative project TuMIC.

# Supplementary material for: IER2-induced senescence drives melanoma invasion through osteopontin
**Source:** Oncogene. 2021 Oct 5;40(47):6494–512. doi: 10.1038/s41388-021-02027-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### IER2-induced senescence drives melanoma invasion through osteopontin

by Kyjacova et al.

### Supplementary Figures

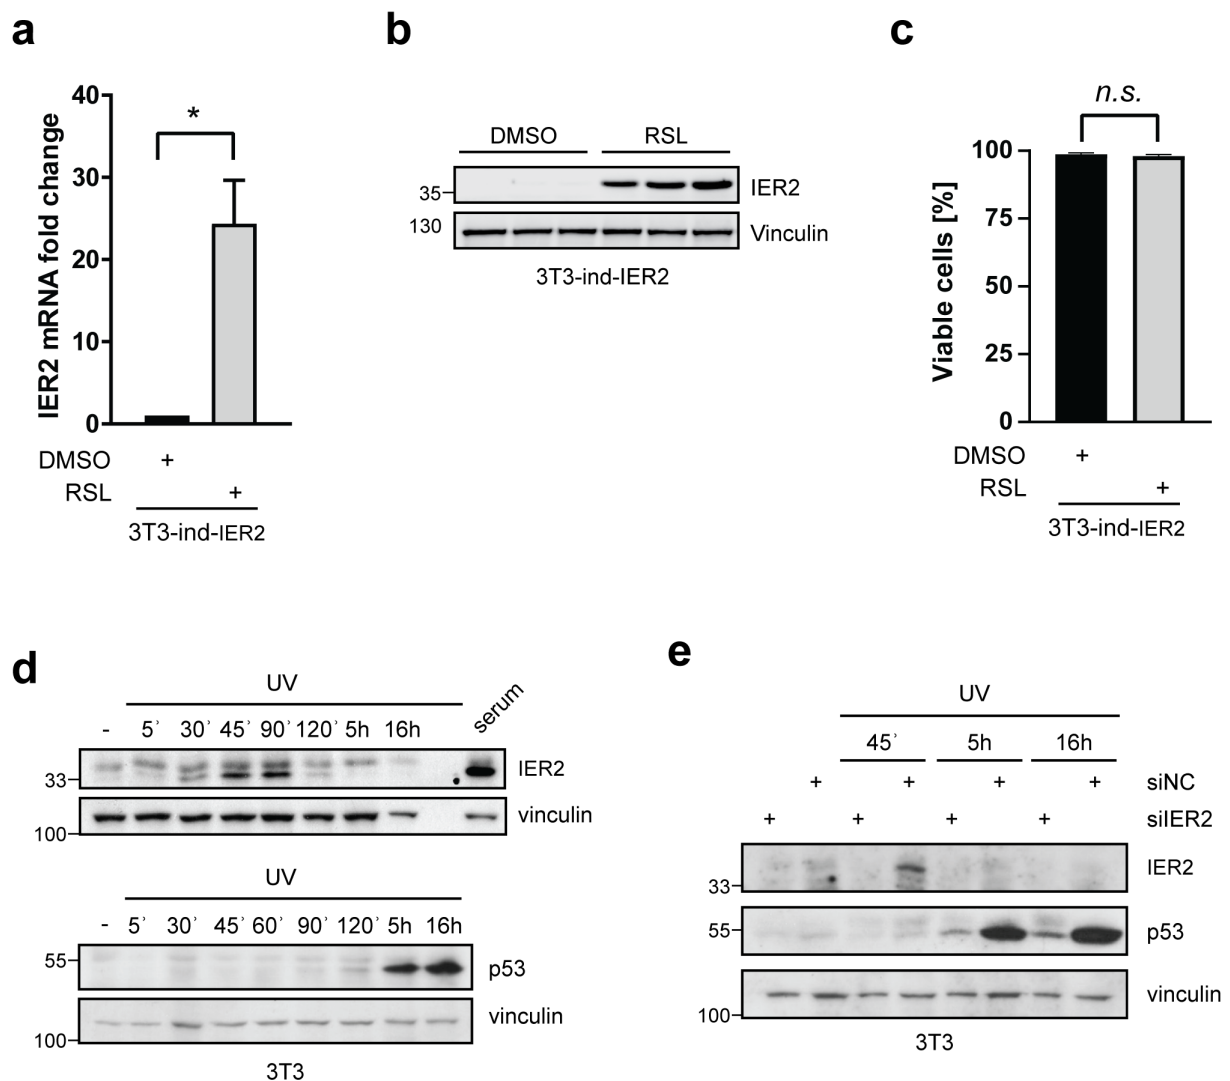

**Figure S1 | IER2 induction using RheoSwitch-regulated gene expression and after UV irradiation.**

**a** Real time qRT-PCR quantification of IER2 in 3T3-ind-IER2 #11 cells treated with either DMSO or RSL (3 x 0.5  $\mu$ M). RPLP0 was used as a reference gene. Bars represent mean + SEM from 3 biological replicates analyzed in 2 technical duplicates. \* $p$ <0.05. Significance was determined using an unpaired Student's t-test. **b** Western blot analysis of IER2 and vinculin (loading control) in 3T3-ind-IER2 #11 cells treated with either DMSO or RSL for 3 days (3 x 0.5  $\mu$ M). Three separate biological replicates are shown

for each condition. **c** Quantification of viable 3T3-ind-IER2 #11 cells after 3 days of treatment with either DMSO or RSL (3 x 0.5  $\mu$ M). Bars represent mean + SEM; n=3. **d** Western blot analysis of IER2, p53 and vinculin (loading control) in 3T3 cells irradiated with UV-light (254 nm, 30 J/m<sup>2</sup>). Cells were harvested at the indicated time points. Pre-starved 3T3 cells (48 h in DMEM/0.6% FCS) stimulated 60 min with DMEM/20% FCS served as a control for IER2 expression ("serum"). **e** Western blot analysis of IER2, p53, and vinculin in 3T3 cells irradiated with UV-light (254 nm, 30 J/m<sup>2</sup>) with (siIER2) or without (siNC) siRNA-mediated IER2 knockdown. Cells were harvested at the indicated time points. n.s., non-significant ( $p>0.05$ ); \* $p<0.05$ . Significance was determined using an unpaired Student's t-test.

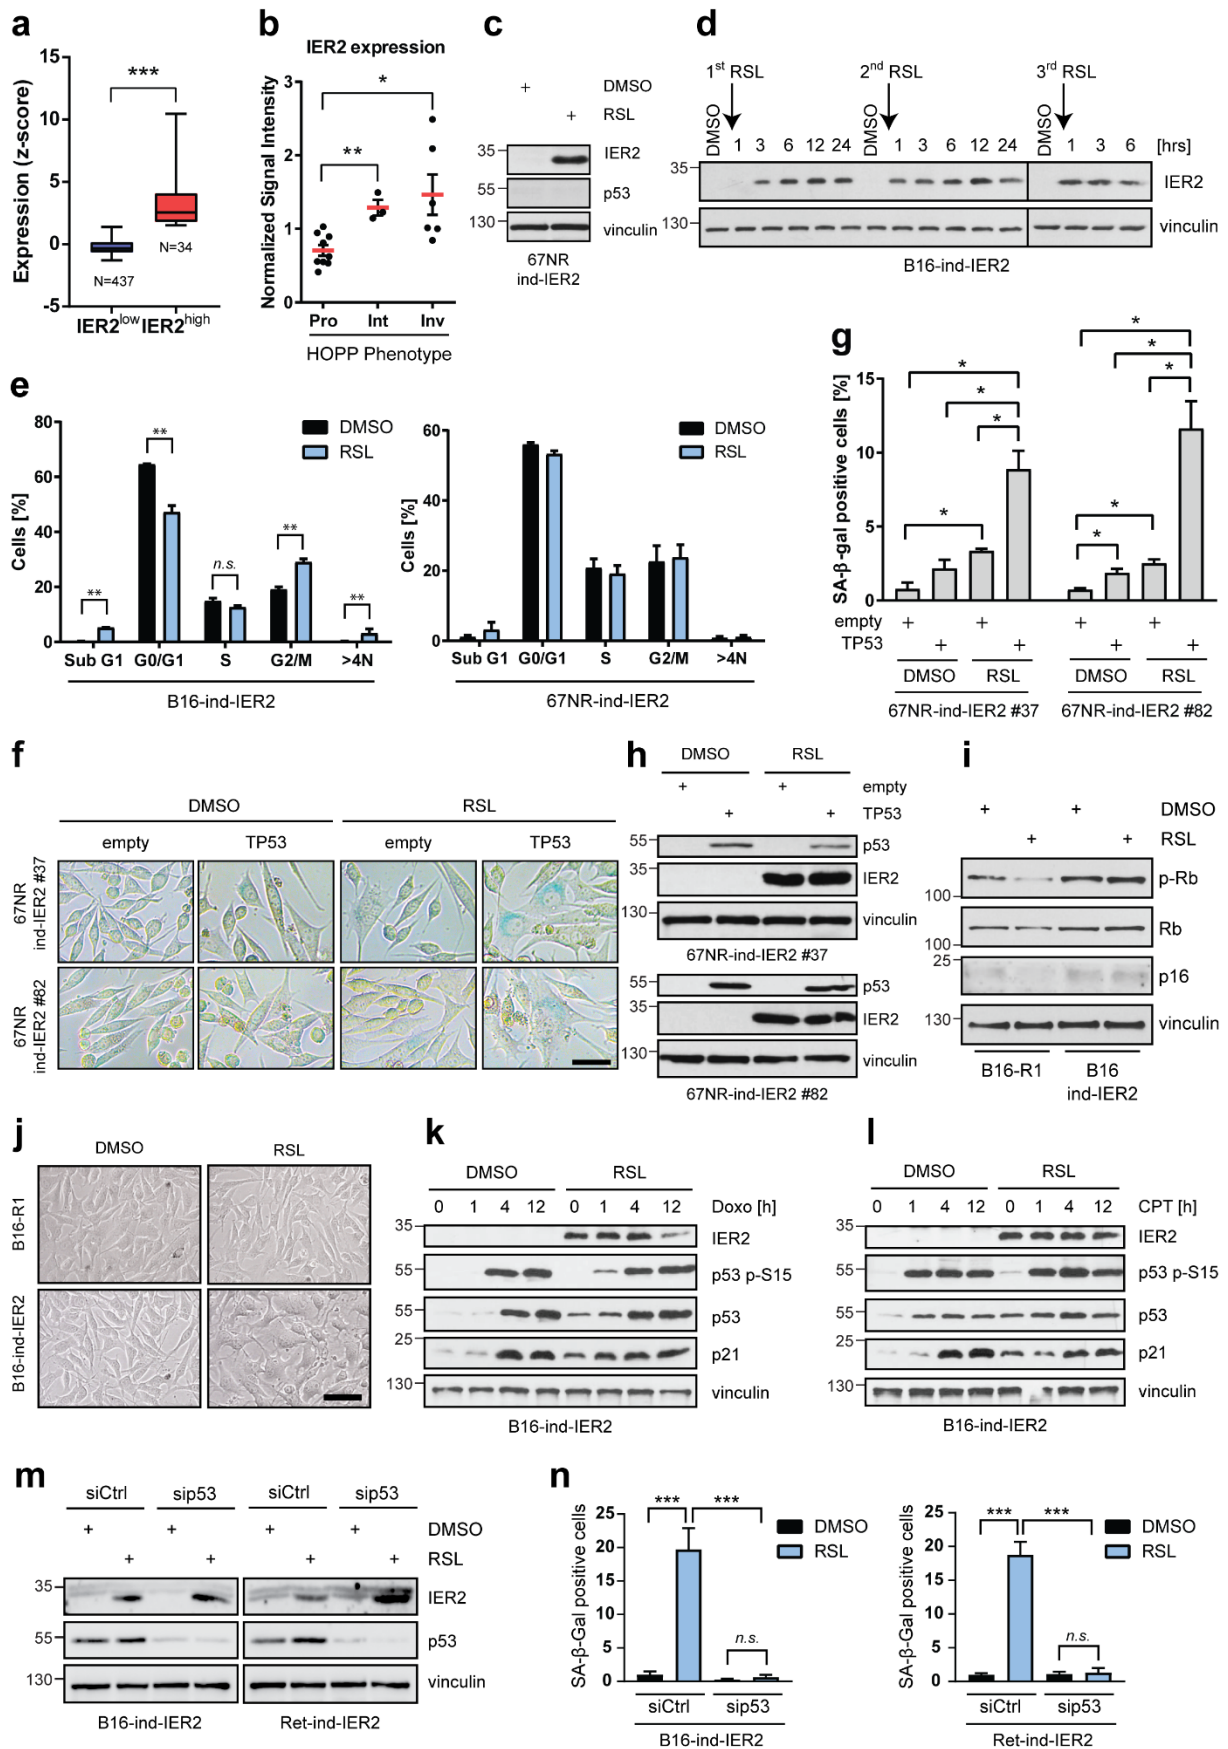

**Figure S2 | IER2 promotes the induction of senescence in a p53-dependent manner. a** TCGA skin

cutaneous melanoma cohort stratified on the basis of IER2 expression into samples with low (IER2<sup>low</sup>) and high (IER2<sup>high</sup>) IER2 levels. Solid lines inside the boxes show the medians; the box limits extend from the 25th to 75th percentiles, whiskers indicate minimum to maximum values. **b** Proliferative (Pro), intermediate (Int), and invasive (Inv) phenotype-specific IER2 gene expression in human melanoma cell lines (see **Table S2**) in the “Wagner dataset” (Gene Expression Omnibus accession number: GSE8332) based on the Heuristic Online Phenotype Prediction algorithm (HOPP; [1, 2]). Red solid lines in the dot plots represent means, and the error bars represent + SEM. **c** Western blot analysis of IER2, p53, and vinculin (loading control) in 67NR-ind-IER2 #37 cells after treatment with either DMSO or RSL (3 x 0.5  $\mu$ M). **d** Western blot analysis of IER2 and vinculin in B16-ind-IER2 #51 cells treated daily with RSL (0.5  $\mu$ M) without change of medium. Cells were harvested in indicated times. DMSO-treated cells served as a control. **e** Cell cycle distribution of B16-ind-IER2 #51 (left) and 67NR-ind-IER2 #37 (right) cells measured by flow cytometry after treatment with DMSO or RSL (3 x 0.5  $\mu$ M). Bars represent mean + SEM; n=3; 20 000 cells per replicate were analyzed. **f, g** Representative images showing SA- $\beta$ -galactosidase (SA- $\beta$ -gal)-positive cells (blue; **f**) and quantification of SA- $\beta$ -gal-positive cells **g** in 67NR-ind-IER2 #37 and 67NR-ind-IER2 #82 cells transfected with pcDNA3.1-empty (empty) or pcDNA3.1-TP53 (TP53) plasmid, and treated with either DMSO or RSL (3 x 5  $\mu$ M). Bars represent means + SEM of 3 biological replicates. \* $p$ <0.05. Statistical significance was determined using an unpaired Student’s t-test. Scale bar, 50  $\mu$ m. **h** Western blot analysis of p53, IER2, and vinculin in 67NR-ind-IER2 #37 and 67NR-ind-IER2 #82 cells transfected with pcDNA3.1-empty (empty) or pcDNA3.1-TP53 (TP53) plasmid followed by treatment with DMSO or RSL (3 x 5  $\mu$ M). **i** Western blot analysis of Rb phosphorylated on serine 807/811 (p-S807/811), Rb, p16, and vinculin in parental B16-R1 #2 and B16-ind-IER2 #51 cells after treatment with either DMSO or RSL (3 x 0.5  $\mu$ M). **j** Representative microscopy images of parental B16-R1 #2 and B16-ind-IER2 #51 cells treated with either DMSO or RSL (3 x 0.5  $\mu$ M). Scale bar, 50  $\mu$ m. **k, l** Western blot analysis of IER2, p53 p-S15, p53, p21, and vinculin in B16-ind-IER2 #51 cells treated with doxorubicin (Doxo, 2  $\mu$ M; **k**) or camptothecin (CPT, 2  $\mu$ M; **l**) for the indicated times in the presence or absence of RSL (3 x 0.5  $\mu$ M). DMSO was used as control. **m** Western blot analysis of IER2, p53, and vinculin (loading control) in B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells that were transfected with small interfering RNA against p53 (sip53) or non-silencing control (siCtrl) and treated with either DMSO or RSL (3 x 0.5  $\mu$ M). **n** Quantification of SA- $\beta$ -gal-positive B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells that were transfected with small interfering RNA against p53 (sip53) or non-silencing control (siCtrl) and treated with either DMSO or RSL (3 x 0.5  $\mu$ M). The data were normalized to the siCtrl DMSO condition and analyzed using one-way ANOVA with Sidak’s multiple comparisons test. n.s., non-significant ( $p$ >0.05), \*\*\* $p$ <0.001.

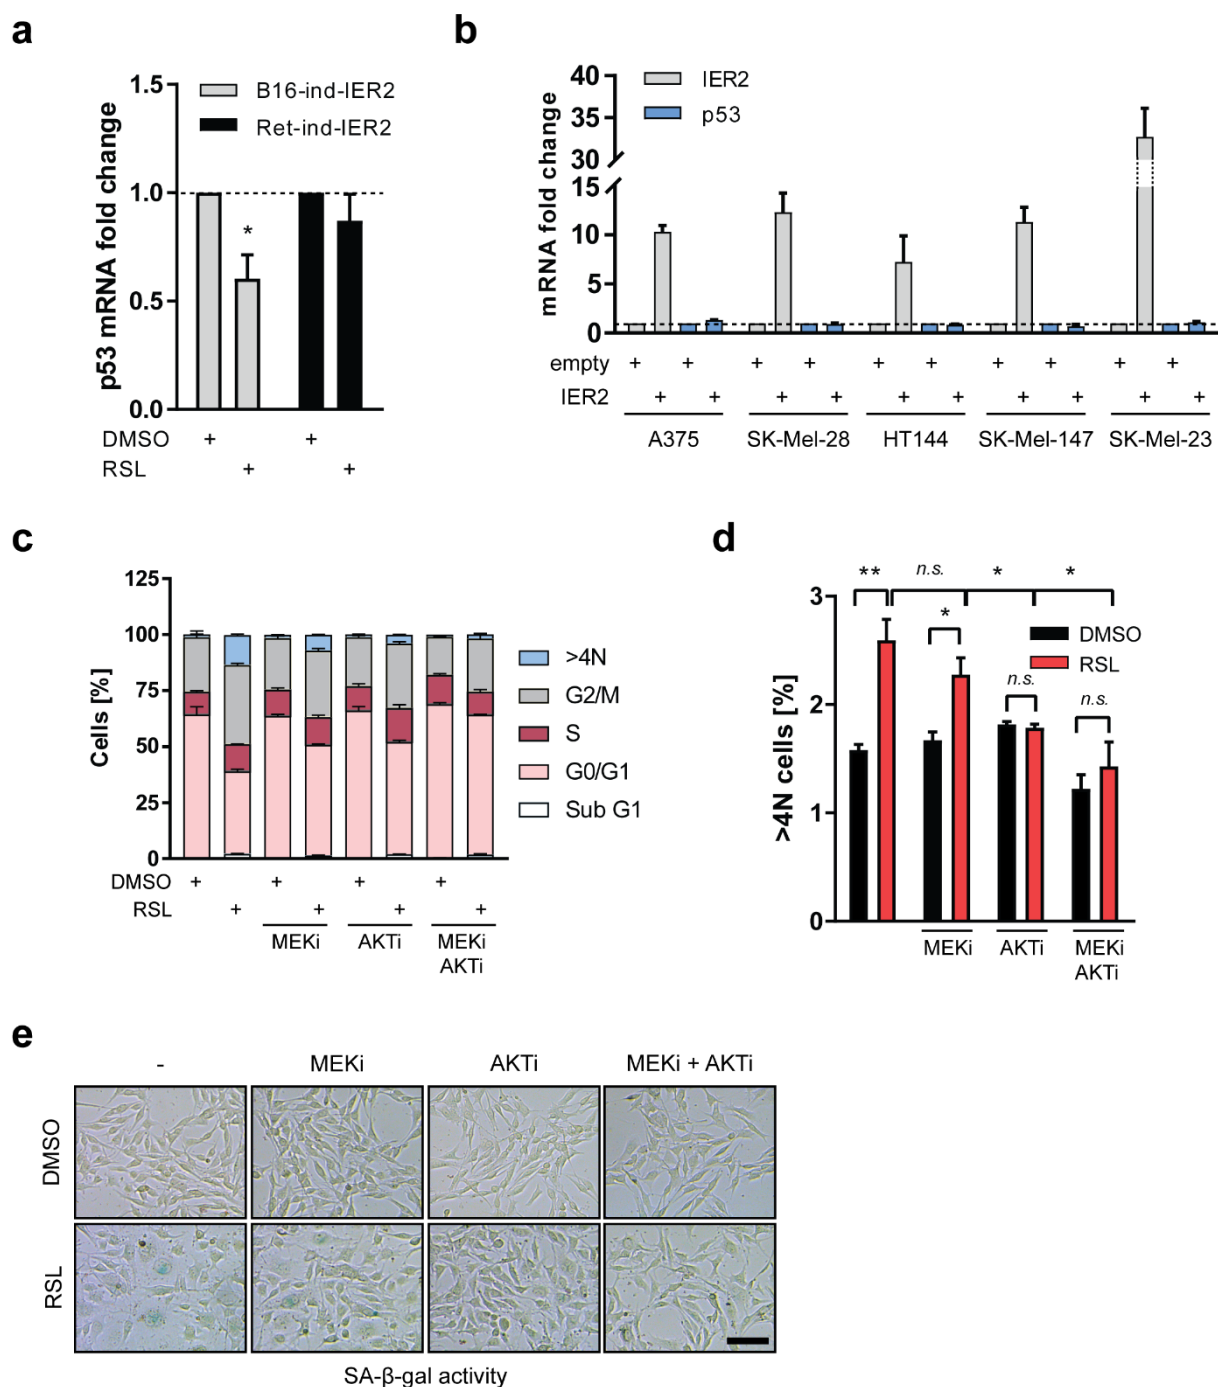

**Figure S3 | IER2 requires active AKT and ERK signaling to promote cell cycle alterations in murine melanoma cells.** **a** Real time qRT-PCR quantification of p53 expression in B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells treated with either DMSO or RSL (3 x 0.5  $\mu$ M). RPLP0 was used for normalization. Bars represent means + SEM; n=3. **b** Real time qRT-PCR quantification of IER2 and p53 expression in A375, SK-Mel-28, HT144, SK-Mel-147, and SK-Mel-23 human melanoma cells transfected either with pcDNA3.1-empty (empty) pcDNA3.1-IER2 (IER2) plasmid for 48 h. GAPDH was used for normalization. Bars represent means + SEM; n=3 (A375, SK-Mel-28) or 2 (HT144, SK-Mel-147, SK-Mel-23). **c** DRAQ5 labeling of nuclear DNA followed by flow cytometry quantification of B16-ind-IER2 #51 cells treated with DMSO or with RSL (3 x 0.5  $\mu$ M) in combination with MEKi (3 x 1  $\mu$ M)

and/or AKTi (3 x 1  $\mu$ M). Bars represent means + SEM; n=3. **d** DRAQ5 labeling of nuclear DNA followed by flow cytometry quantification of >4N Ret-ind-IER2 #69 cells treated either with DMSO or with RSL (3 x 0.5  $\mu$ M) in combination with MEKi (3 x 1  $\mu$ M) and/or AKTi (3 x 1  $\mu$ M). Bars represent means + SEM; n=3. n.s., non-significant ( $p>0.05$ ), \* $p<0.05$ , \*\*  $p<0.01$ . Statistical significance was determined using an unpaired Student's t-test. **e** Staining for SA- $\beta$ -galactosidase activity (blue) in B16-ind-IER2 #51 cells, treated as in **c**. Scale bar, 100  $\mu$ m. Quantification of the percentage of SA- $\beta$ -galactosidase-positive cells is shown in Figure 3d.

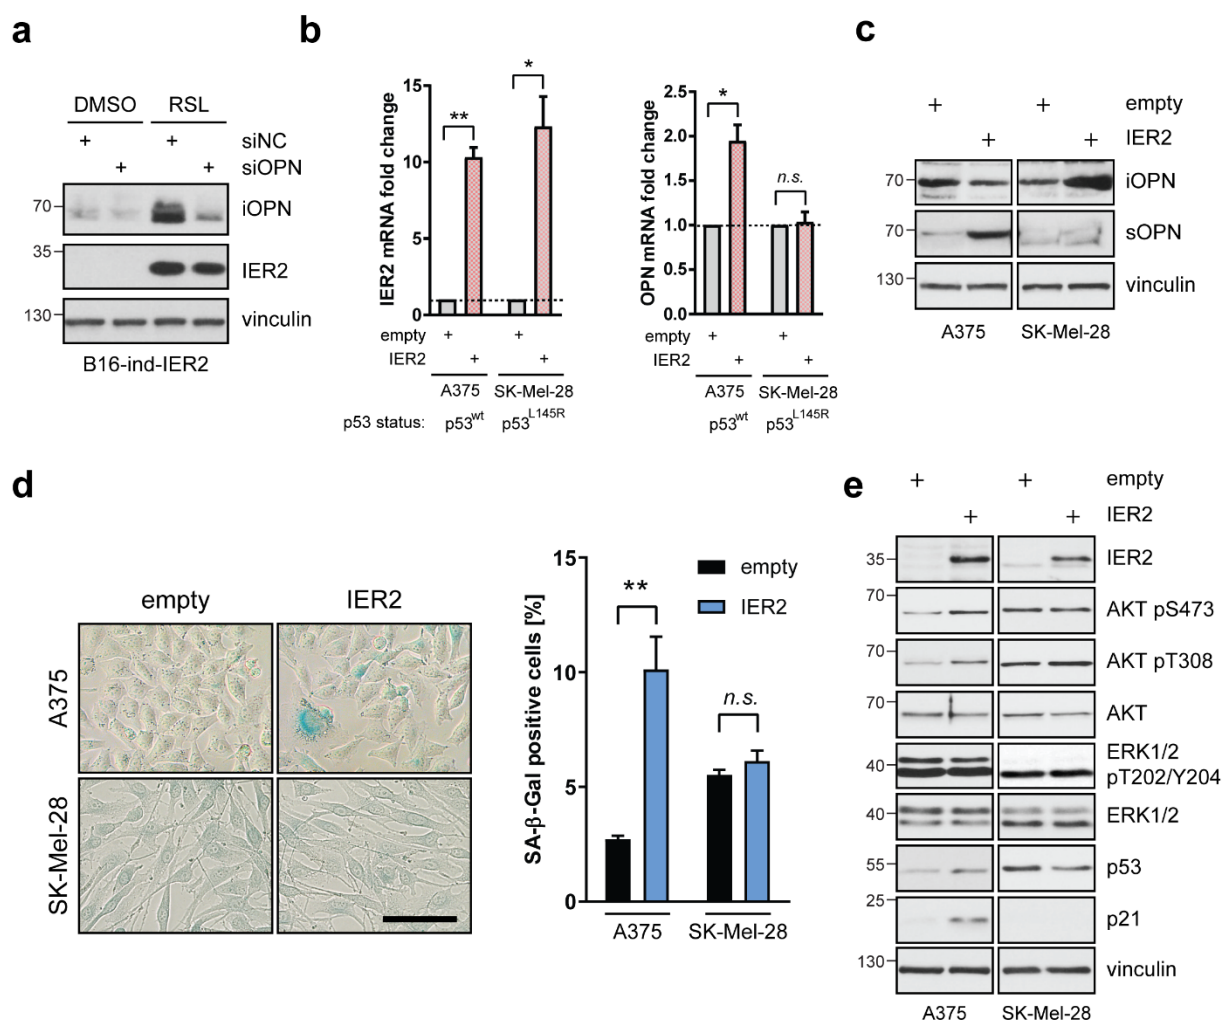

**Figure S4 | Characterization of the IER2-induced SASP.** **a** Western blot analysis of intracellular OPN (iOPN), IER2, and vinculin (loading control) in B16-ind-IER2 #51 cells treated with either DMSO or RSL (2 x 0.5  $\mu$ M), with (siOPN) or without (siNC) siRNA-mediated OPN knockdown. **b** Real time qRT-PCR quantification of IER2 (left) and OPN (right) in human melanoma A375 and SK-Mel-28 cells 48 h after the transfection with pcDNA3.1 or pcDNA3.1-IER2 plasmid. GAPDH was used for normalization. Bars represent means + SEM; n=3. **c** Western blot analysis of intracellular OPN (iOPN), secreted OPN (sOPN), and vinculin (loading control) in A375 and SK-Mel-28 cells 48 h after the transfection with pcDNA3.1 or pcDNA3.1-IER2 plasmid. **d** Representative images showing SA- $\beta$ -galactosidase (SA- $\beta$ -gal)-positive cells (blue, left) and quantification of SA- $\beta$ -gal-positive A375 and SK-Mel-28 cells (right) 48 and 72 h after the transfection with pcDNA3.1 or pcDNA3.1-IER2 plasmid, respectively. Bars represent means + SEM; n=3. **e** Western blot analysis of indicated proteins in A375 and SK-Mel-28 cells treated as in C. n.s., non-significant ( $p>0.05$ ), \* $p<0.05$ , \*\* $p<0.01$ . Statistical significance was determined using an unpaired Student's t-test.

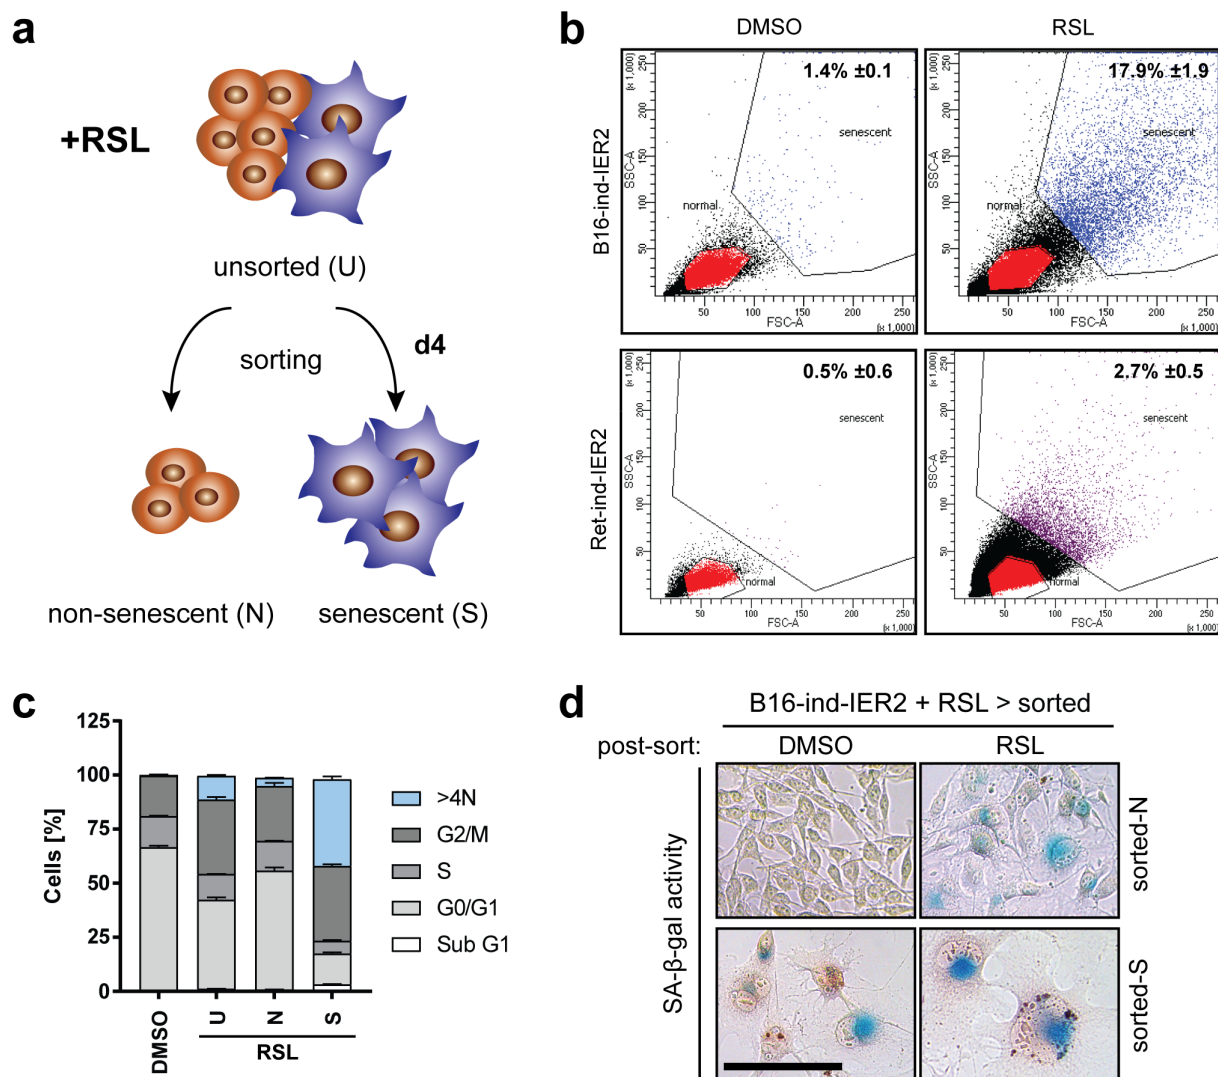

**Figure S5 | Flow cytometry-based sorting of senescent-like cells and cell cycle analysis. a** Schematic depiction of the sorting strategy for senescent (S) and non-senescent (N) RSL-treated B16-ind-IER2 #51 cells. **b** Flow cytometry plots showing the gating strategy to sort non-senescent from senescent B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells after treatment with DMSO or RSL (3 x 0.5  $\mu$ M and 3 x 1.0  $\mu$ M, for the B16-ind-IER2 #51 and Ret-ind-IER2 #69 cells, respectively). **c** DRAQ5 labeling of nuclear DNA followed by flow cytometry analysis of cell cycle distribution of DMSO- and RSL-treated (3 x 0.5  $\mu$ M) unsorted (U), sorted non-senescent (N) and sorted senescent (S) B16-ind-IER2 #51 cells. Bars represent means + SEM; n=3. **d** B16-ind-IER2 #51 cells were treated for 3 days (3 x 0.5  $\mu$ M) with RSL and sorted into non-senescent and senescent populations, each of which was subsequently treated for 3 days with DMSO or RSL (3 x 0.5  $\mu$ M). Representative images of an SA- $\beta$ -gal assay are shown. Scale bar, 100  $\mu$ m. Quantification of the percentage of SA- $\beta$ -gal-positive cells is shown in Figure 5g.

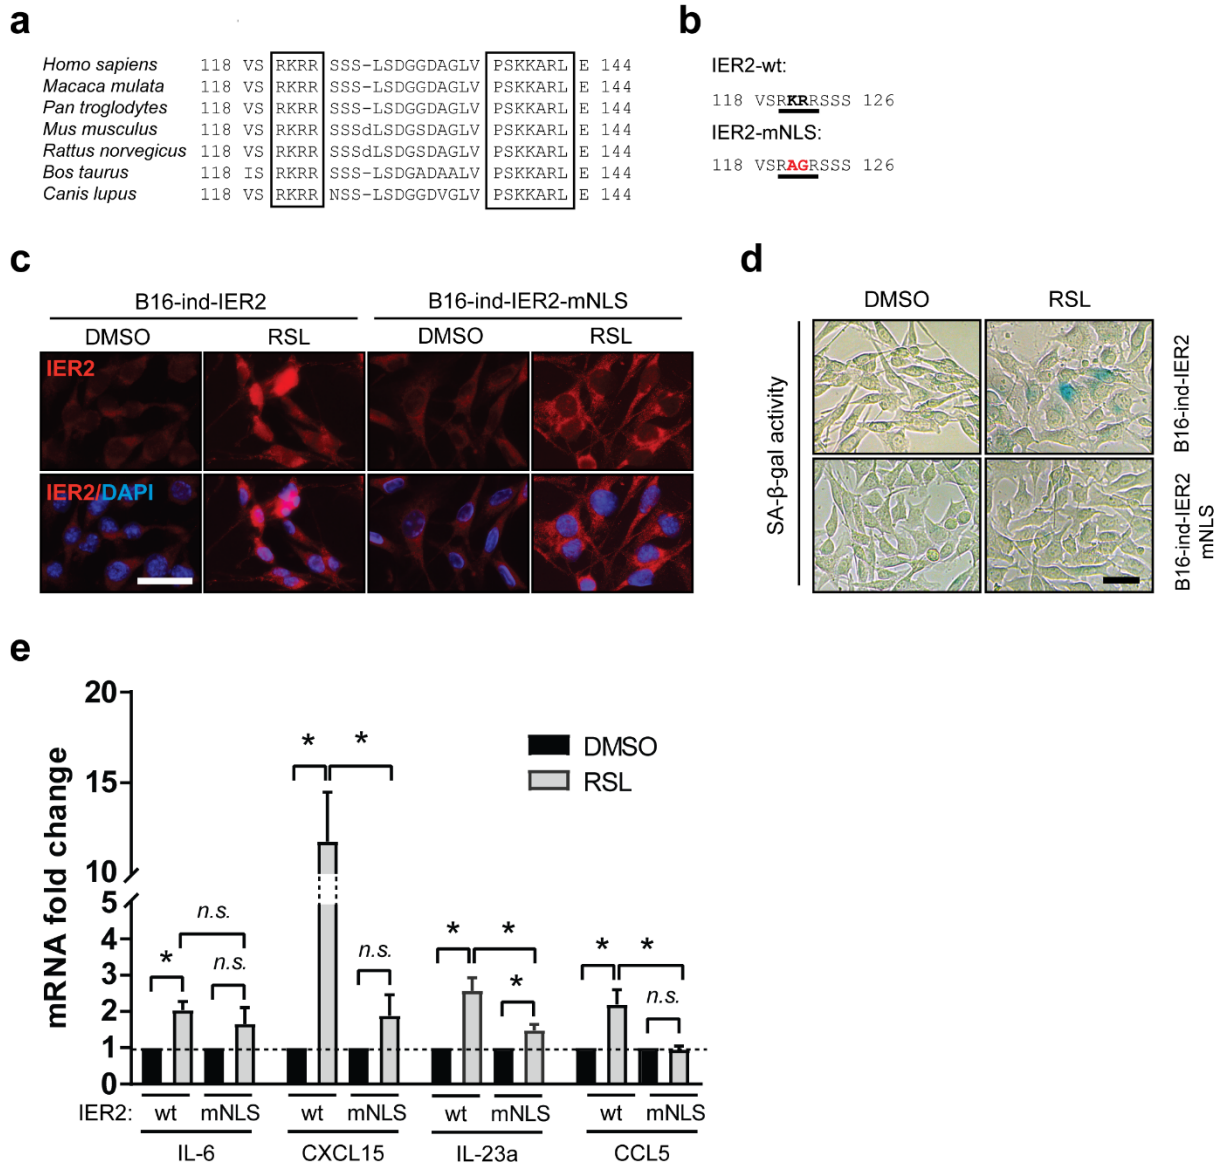

**Figure S6 | The IER2 NLS mutant is localized in the cytoplasm and has an attenuated ability to induce expression of SASP genes.** **a** Comparison of the amino acid sequences of the IER2 putative bipartite nuclear localization signal (NLS) across different species. The conserved basic amino acid consensus sequences are boxed. **b** Sequences of the wild-type IER2 NLS and the IER2 NLS mutant (IER2-mNLS). **c** Representative microscopy images illustrating the cellular localization of IER2 (red) detected by indirect immunofluorescence in B16-ind-IER2 #51 and B16-ind-IER2-mNLS #56 cells treated with either DMSO or RSL (3 x 0.25  $\mu$ M and 3 x 5.0  $\mu$ M RSL for the B16-ind-IER2 #51 and B16-ind-IER2-mNLS #56 cells, respectively). DAPI (1  $\mu$ g/ml; blue) was used to counterstain the nuclei. Scale bar, 50  $\mu$ m. **d** Representative images of SA- $\beta$ -galactosidase (SA- $\beta$ -gal)-positive B16-ind-IER2 #51 cells (treated with DMSO or 3 x 0.25  $\mu$ M RSL) and B16-ind-IER2-mNLS #56 cells (treated with DMSO or 3 x 5  $\mu$ M RSL). Scale bar, 50  $\mu$ m. Quantification of the SA- $\beta$ -gal staining is shown in Figure 6c. **e** Real time qRT-PCR quantification of IL-6, CXCL15, IL-23a, and CCL5 in B16-ind-IER2 #51 and B16-ind-IER2-mNLS #56 cells treated with either DMSO or RSL (3 x 0.25  $\mu$ M and 3 x 5.0  $\mu$ M RSL for the B16-ind-IER2 #51 and B16-ind-IER2-mNLS #56 cells, respectively). RPLP0 was used for normalization. Bars

represent means + SEM; n=3 (IL-6) or 5. n.s., non-significant ( $p>0.05$ ), \* $p<0.05$ . Statistical significance was determined using an unpaired Student's t-test.

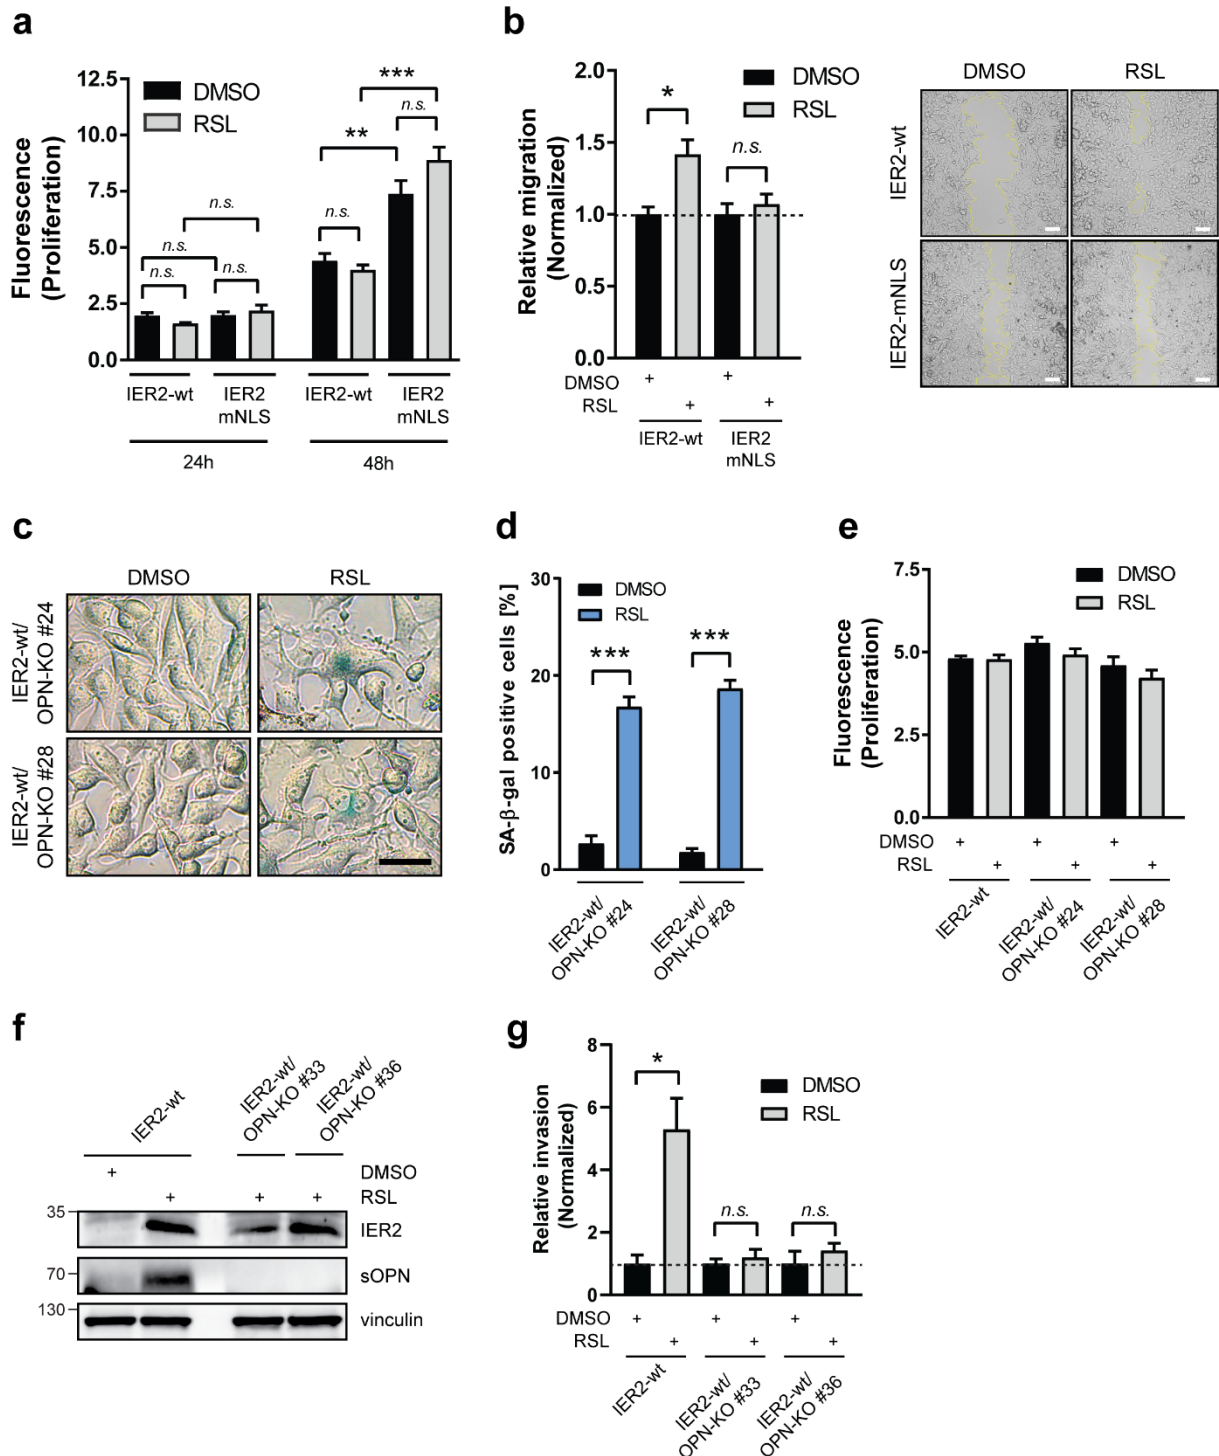

**Figure S7 | Proliferation, migration and senescence of cells expressing the IER2 NLS mutant or lacking osteopontin.** **a** CyQUANT cell proliferation assay with B16-ind-IER2 #51 (IER2-wt#51) and B16-ind-IER2-mNLS #56 (IER2-mNLS #56) cells treated with either DMSO or RSL (2 x 0.25  $\mu$ M and 5  $\mu$ M RSL for the B16-ind-IER2 #51 and B16-ind-IER2-mNLS #56 cells, respectively) at the indicated times. Data are expressed as fold change of fluorescence normalized to the start of the experiment. Bars represent mean + SEM from 4 biological replicates. **b** Migration of RSL-treated B16-ind-IER2 #51 (3 x 0.25  $\mu$ M) and B16-ind-IER2-mNLS #56 (3 x 5  $\mu$ M) cells 30 h after the removal of silicon inserts. Data are normalized to DMSO-treated cells. Bars represent means + SEM; n=3-4. Scale bar, 100  $\mu$ m.

**c, d** Representative images showing SA- $\beta$ -galactosidase (SA- $\beta$ -gal)-positive cells (blue; **c**) and quantification of SA- $\beta$ -gal-positive B16-ind-IER2-OPN-KO #24 (OPN-KO #24) and B16-ind-IER2-OPN-KO #28 (OPN-KO #28) cells **d** treated either with DMSO or RSL (3 x 0.5  $\mu$ M). Bars represent mean + SEM from 3 biological replicates. Scale bar, 50  $\mu$ m. **e** CyQUANT cell proliferation assay of B16-ind-IER2#51, B16-ind-IER2-OPN-KO #24 (OPN-KO #24), and B16-ind-IER2-OPN-KO #28 (OPN-KO #28) cells treated with either DMSO or RSL (2 x 5.0  $\mu$ M) at 48 h. Data are expressed as fold change fluorescence normalized to the start of the experiment. Bars represent mean + SEM; n=4. **f** Western blot analysis of IER2, secreted OPN (sOPN) and vinculin (loading control) in B16-ind-IER2 #51 (IER2-wt) cells, as well as in B16-ind-IER2-OPN-KO #33 (IER2-wt/OPN-KO #33) and B16-ind-IER2-OPN-KO #36 (IER2-wt/OPN-KO #36) cells, in which osteopontin was deleted through CRISPR/Cas9-mediated gene inactivation, treated with DMSO or RSL (3 x 0.5  $\mu$ M). **g** Invasion of B16-ind-IER2 #51, B16-ind-IER2-OPN-KO #33 and B16-ind-IER2-OPN-KO #36 cells seeded in DMEM/1% FBS and treated either with DMSO or RSL (5 x 0.5  $\mu$ M). Data represent relative invasion through a Matrigel layer (0.6 mg/ml) towards DMEM/10% FBS at 64 h and are shown as mean + SEM, normalized to DMSO-treated controls; n=3. n.s., non-significant ( $p>0.05$ ),  $*p<0.05$ .  $**p<0.01$ ,  $***p<0.001$ . Statistical significance was determined using an unpaired Student's t-test.

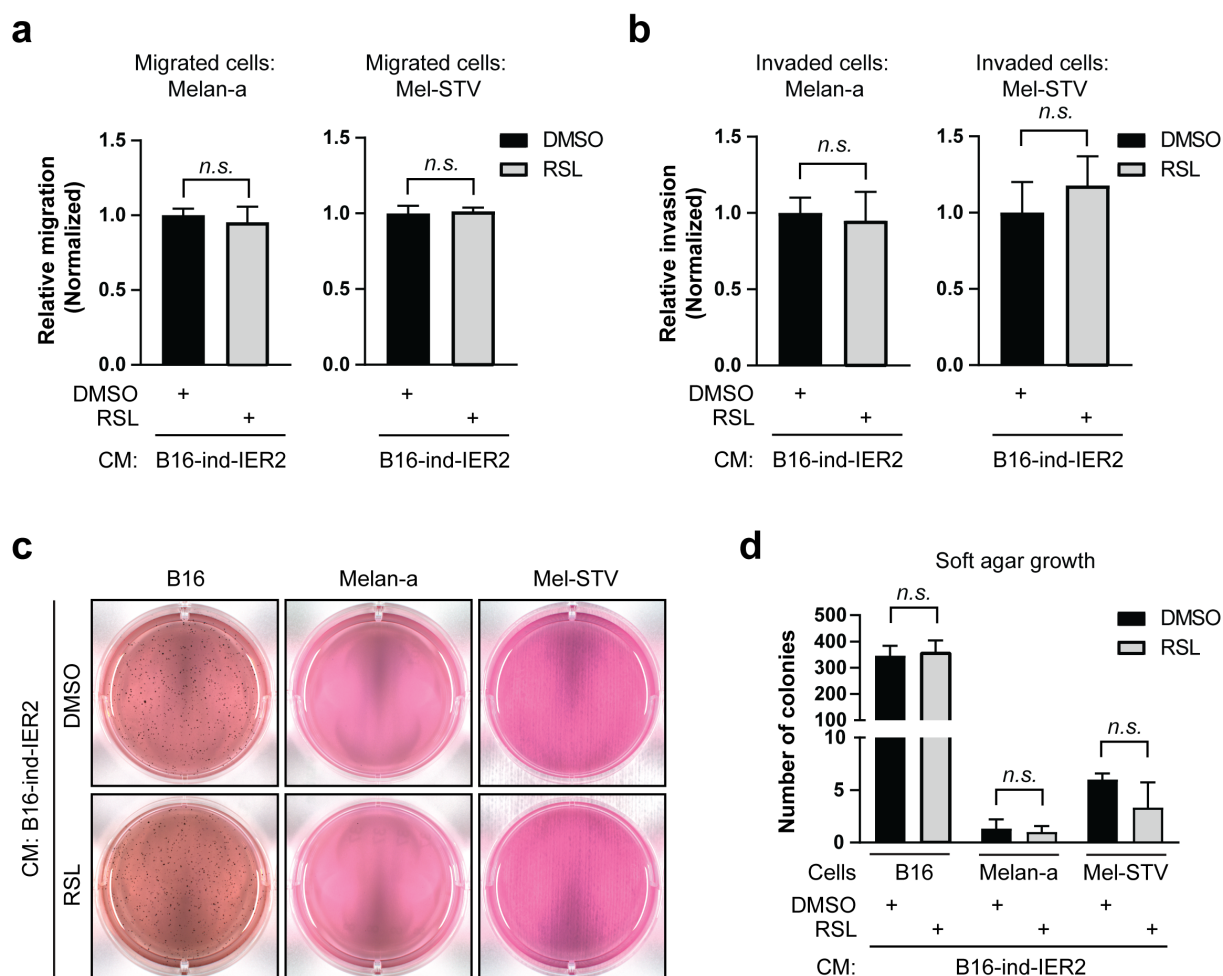

**Figure S8 | Conditioned medium from IER2-expressing B16 cells, does not affect the migration, invasion or soft agar growth of normal melanocytes.** **a** Migration of normal murine Melan-a melanocytes and human Mel-STV melanocytes in the presence of medium conditioned by B16-ind-IER2 #51 cells that were treated with DMSO or RSL (3 x 0.5  $\mu$ M), 7 h after removal of silicone inserts. Data represent relative migration + SEM from 3-4 biological replicates normalized to DMSO-treated controls. **b** Invasion of normal murine Melan-a and human Mel-STV melanocytes in the presence of conditioned medium (CM) from B16-ind-IER2 #51. Data represent relative invasion through a Matrigel layer (0.6 mg/ml) towards DMEM/10% FBS at 48 h and are shown as mean + SEM; n=3. Data are normalized to DMSO-treated controls. **c, d** Murine Melan-a and human Mel-STV melanocytes were seeded in soft-agar and cultivated for two weeks in the presence of CM from B16-ind-IER2 #51 cells that were treated either with DMSO or RSL (3 x 0.5  $\mu$ M). Parental B16 cells were used as a positive control for colony formation in soft agar. Representative images are shown in **(c)** and quantification of the number of colonies formed are presented in **d** (n=3). n.s., non-significant ( $p>0.05$ ), as determined by an unpaired Student's t-test.

**a**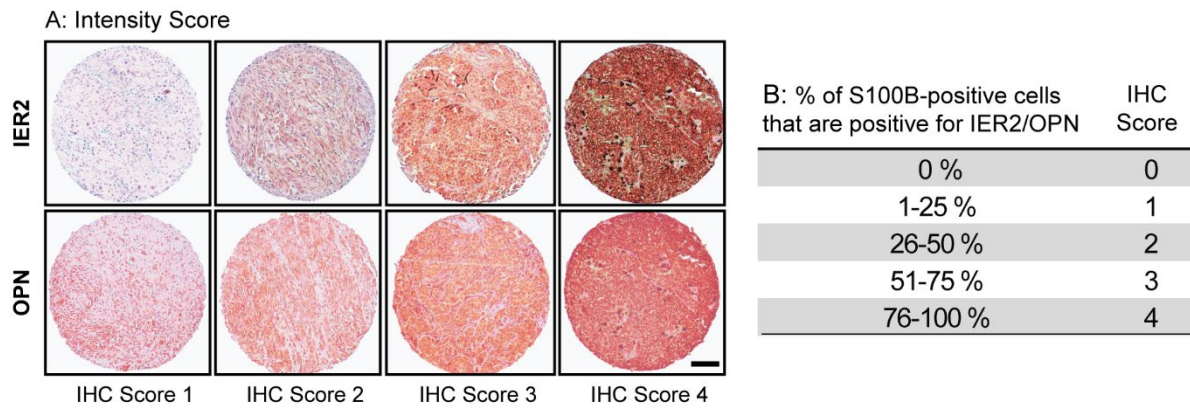**b**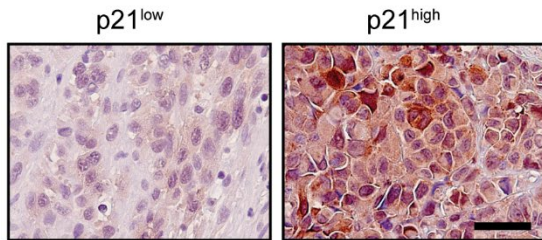**c**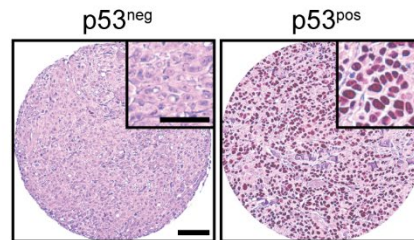

**Fig S9 IER2 expression in human melanoma cells and tissue.** **a** Representative images illustrating the IHC intensity scores of IER2- and OPN-stained TMAs (panel A) and a table summarizing the quantitative IHC scoring system (panel B). Immunohistochemistry scores were calculated by multiplying the intensity and quantity scores according to the formula: IHC Score = A x B. Scale bar, 100  $\mu$ M. **b** Representative images of low (p21<sup>low</sup>) and high (p21<sup>high</sup>) p21 IHC staining in TMAs. Scale bar, 50  $\mu$ m. **c** Representative images of nuclear p53 negative (p53<sup>neg</sup>) and p53 nuclear positive (p53<sup>pos</sup>) IHC staining in TMAs. Scale bars, 100  $\mu$ m (punch); 50  $\mu$ m (zoom).

## Supplemental Tables

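Table S1 lists gene sets by how far their members lie toward the RSL end of a ranking of all genes. GSEA ranks genes by signal-to-noise, the difference between the group means over the sum of the group SDs, and the enrichment score follows the ranking from top to bottom, rising at each member and falling elsewhere. The normalized score divides out the size of the set, the nominal p compares it with permuted data, and the false discovery rate corrects for the number of sets. The table holds only sets with a score above 0, 158 from KEGG and 698 from gene ontology. By the paper's own values, 2 KEGG and 6 gene ontology sets have a false discovery rate under 0.05, and 18 and 10 under 0.25. At a nominal p under 0.05 there are 24 and 92. Steroid biosynthesis leads the KEGG sheet, with 19 genes and the paper's score of 2.15, and the paper's score for inflammatory response, with 185 genes, is 1.51 at a false discovery rate of 0.401. Cytokine production and regulation of cell cycle have 1.50 and 1.45 in the paper's table, at 0.414 and 0.434. Their nominal p in the paper's GSEA is 0.014 and 0.008, and that of inflammatory response is given as 0. From the deposited values, the ranking was computed in the same way with each SD set to at least 0.2 times its mean, and ran from -0.3 to 0.2. No inducible array read below 5.19 on the log2 scale. Between arrays of one group, the log2 differences over the probe sets had an SD of at most 0.0978. The minimum thus replaces the measured SD for nearly all genes, and the ranking follows the change over the level. This holds even for Egr1, with SDs of 0.27 and 0.31 at means of 10.41 and 9.22. In this ranking the fixed list of cholesterol biosynthesis and uptake had a normalized score of 2.35 and that of fatty acid synthesis 2.25 (both adjusted p = 0.00016 by permutation of genes in fgsea). Immediate-early genes other than Ier2 lay at the opposite end, at -2.19, and at -1.61 without the minimum SD. In limma's camera test of the RSL effect in inducible cells, this list did not pass with an estimated correlation (adjusted p = 0.145).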

**Table S1** Gene Set Enrichment Analysis (GSEA) of GO and KEGG gene sets in 3T3-ind-IER2 #11 cells stimulated with RSL (0.2  $\mu$ M) for 24 h.

**Table S2** Heuristic Online Phenotype Prediction (HOPP; [Hoek et al., 2006](#); [Widmer et al., 2012](#)) of human melanoma cell lines and melanoma phenotype-specific IER2 gene expression in the “Wagner dataset” (Omnibus Database: GSE8332).

| Melanoma Cell Line | IER2 Fold Change | HOPP Phenotype |
|--------------------|------------------|----------------|
| 624                | 0.624            | Proliferative  |
| 888                | 0.552            | Proliferative  |
| 928MEL             | 0.946            | Proliferative  |
| G361               | 0.894            | Proliferative  |
| MALME3M            | 0.413            | Proliferative  |
| MeWo               | 0.534            | Proliferative  |
| SK23               | 0.555            | Proliferative  |
| SKMEL28            | 1.028            | Proliferative  |
| A2058              | 0.810            | Proliferative  |
| 527MEL             | 1.143            | Intermediate   |
| C32                | 1.493            | Intermediate   |
| COLO829            | 1.227            | Intermediate   |
| A375               | 2.092            | Invasive       |
| Hs294T             | 0.843            | Invasive       |
| Hs695T             | 1.000            | Invasive       |
| LOXIMVI            | 1.348            | Invasive       |
| MDA435             | 1.015            | Invasive       |
| RPMI7951           | 2.489            | Invasive       |

**Table S3 Fold regulation of Cancer Inflammation and Immunity Crosstalk Array genes following IER2 induction.** mRNA levels of the genes included in the Cancer Inflammation and Immunity Crosstalk Array (Qiagen, #PAMM-181Z) in B16-ind-IER2 #51 cells treated with 3 doses of RSL (0.5  $\mu$ M). Fold change >2.0 and *p*-values <0.05 are shown in red.

| Symbol | Description                                          | Fold Regulation <sup>A</sup> | <i>p</i> -value |
|--------|------------------------------------------------------|------------------------------|-----------------|
| Ackr3  | Chemokine (C-X-C motif) receptor 7                   | 2.0504                       | 0.040511        |
| Aicda  | Activation-induced cytidine deaminase                | 1.222                        | 0.54312         |
| Bcl2   | B-cell leukemia/lymphoma 2                           | 1.1507                       | 0.781521        |
| Bcl2l1 | Bcl2-like 1                                          | -1.1654                      | 0.134765        |
| Ccl2   | Chemokine (C-C motif) ligand 2                       | 1.0205                       | 0.996035        |
| Ccl20  | Chemokine (C-C motif) ligand 20                      | 1.5756                       | 0.257819        |
| Ccl22  | Chemokine (C-C motif) ligand 22                      | 1.3249                       | 0.581821        |
| Ccl28  | Chemokine (C-C motif) ligand 28                      | -1.0192                      | 0.962331        |
| Ccl4   | Chemokine (C-C motif) ligand 4                       | 1.0737                       | 0.779371        |
| Ccl5   | Chemokine (C-C motif) ligand 5                       | 4.8992                       | 0.006726        |
| Ccr1   | Chemokine (C-C motif) receptor 1                     | -1.0724                      | 0.873104        |
| Ccr10  | Chemokine (C-C motif) receptor 10                    | -1.0503                      | 0.485136        |
| Ccr2   | Chemokine (C-C motif) receptor 2                     | 1.0491                       | 0.984274        |
| Ccr4   | Chemokine (C-C motif) receptor 4                     | 1.1038                       | 0.655916        |
| Ccr5   | Chemokine (C-C motif) receptor 5                     | 1.3097                       | 0.65207         |
| Ccr7   | Chemokine (C-C motif) receptor 7                     | 1.2448                       | 0.467088        |
| Ccr9   | Chemokine (C-C motif) receptor 9                     | 1.0347                       | 0.958071        |
| Cd274  | CD274 antigen                                        | 1.3972                       | 0.014738        |
| Csf1   | Colony stimulating factor 1 (macrophage)             | 1.8182                       | 0.001383        |
| Csf2   | Colony stimulating factor 2 (granulocyte-macrophage) | 1.0887                       | 0.260341        |
| Csf3   | Colony stimulating factor 3 (granulocyte)            | 1.0228                       | 0.928189        |
| Ctla4  | Cytotoxic T-lymphocyte-associated protein 4          | -1.0406                      | 0.895733        |
| Cxcl1  | Chemokine (C-X-C motif) ligand 1                     | 1.1831                       | 0.537649        |
| Cxcl10 | Chemokine (C-X-C motif) ligand 10                    | 1.9487                       | 0.005161        |
| Cxcl11 | Chemokine (C-X-C motif) ligand 11                    | -1.0699                      | 0.705171        |
| Cxcl12 | Chemokine (C-X-C motif) ligand 12                    | 1.2476                       | 0.586836        |
| Cxcl2  | Chemokine (C-X-C motif) ligand 2                     | -1.3021                      | 0.346716        |
| Cxcl5  | Chemokine (C-X-C motif) ligand 5                     | 1.0041                       | 0.895982        |
| Cxcl9  | Chemokine (C-X-C motif) ligand 9                     | 1.1038                       | 0.809786        |
| Cxcr1  | Chemokine (C-X-C motif) receptor 1                   | 1.0395                       | 0.786497        |
| Cxcr2  | Chemokine (C-X-C motif) receptor 2                   | 1.1695                       | 0.603924        |
| Cxcr3  | Chemokine (C-X-C motif) receptor 3                   | 1.5683                       | 0.223015        |
| Cxcr4  | Chemokine (C-X-C motif) receptor 4                   | 1.0861                       | 0.683165        |
| Cxcr5  | Chemokine (C-X-C motif) receptor 5                   | 1.2946                       | 0.285025        |
| Egf    | Epidermal growth factor                              | 1.1481                       | 0.737226        |
| Egfr   | Epidermal growth factor receptor                     | 1.0786                       | 0.800717        |
| FasL   | Fas ligand (TNF superfamily, member 6)               | 1.3403                       | 0.736124        |
| Foxp3  | Forkhead box P3                                      | 1.0064                       | 0.893575        |
| Gbp2b  | Guanylate binding protein 1                          | 1.7891                       | 0.015386        |
| Gzma   | Granzyme A                                           | 1.0912                       | 0.724854        |
| Gzmb   | Granzyme B                                           | 1.42                         | 0.336008        |
| H2-D1  | Histocompatibility 2, D region locus 1               | 2.4723                       | 0.000023        |
| H2-K1  | Histocompatibility 2, K1, K region                   | 2.0409                       | 0.000045        |
| Hif1a  | Hypoxia inducible factor 1, alpha subunit            | 1.3341                       | 0.020632        |
| Ido1   | Indoleamine 2,3-dioxygenase 1                        | 1.0887                       | 0.827916        |
| Ifng   | Interferon gamma                                     | 1.0064                       | 0.956425        |
| Igf1   | Insulin-like growth factor 1                         | 1.2798                       | 0.446747        |

|                   |                                                                            |         |          |
|-------------------|----------------------------------------------------------------------------|---------|----------|
| <b>Il10</b>       | Interleukin 10                                                             | 1.0516  | 0.967086 |
| <b>Il12a</b>      | Interleukin 12A                                                            | 1.1244  | 0.715431 |
| <b>Il12b</b>      | Interleukin 12B                                                            | 1.2362  | 0.721096 |
| <b>Il13</b>       | Interleukin 13                                                             | 1.0181  | 0.963095 |
| <b>Il15</b>       | Interleukin 15                                                             | 1.8351  | 0.003286 |
| <b>Il17a</b>      | Interleukin 17A                                                            | -1.2037 | 0.602958 |
| <b>Il1a</b>       | Interleukin 1 alpha                                                        | -1.0192 | 0.942483 |
| <b>Il1b</b>       | Interleukin 1 beta                                                         | 1.109   | 0.81995  |
| <b>Il1r1</b>      | Interleukin 1 receptor, type I                                             | 1.2107  | 0.745509 |
| <b>Il2</b>        | Interleukin 2                                                              | -1.0382 | 0.929979 |
| <b>Il22</b>       | Interleukin 22                                                             | 1.0276  | 0.978072 |
| <b>Il23a</b>      | Interleukin 23, alpha subunit p19                                          | 2.3175  | 0.009864 |
| <b>Il4</b>        | Interleukin 4                                                              | 1.0836  | 0.783191 |
| <b>Il5</b>        | Interleukin 5                                                              | 1.1913  | 0.572609 |
| <b>Il6</b>        | Interleukin 6                                                              | 1.9759  | 0.129744 |
| <b>Irf1</b>       | Interferon regulatory factor 1                                             | 1.0299  | 0.617761 |
| <b>Kitl</b>       | Kit ligand                                                                 | -1.0848 | 0.505324 |
| <b>Mif</b>        | Macrophage migration inhibitory factor                                     | 1.2079  | 0.008211 |
| <b>Myc</b>        | Myelocytomatosis oncogene                                                  | 1.0252  | 0.972774 |
| <b>Myd88</b>      | Myeloid differentiation primary response gene 88                           | 2.3175  | 0.000324 |
| <b>Nfkb1</b>      | Nuclear factor of kappa light polypeptide gene enhancer in B-cells 1, p105 | -1.4548 | 0.001198 |
| <b>Nos2</b>       | Nitric oxide synthase 2, inducible                                         | -1.2812 | 0.470453 |
| <b>Pdcd1</b>      | Programmed cell death 1                                                    | 1.0443  | 0.844643 |
| <b>Ptgs2</b>      | Prostaglandin-endoperoxide synthase 2                                      | -1.0263 | 0.987313 |
| <b>Spp1 (OPN)</b> | Secreted phosphoprotein 1                                                  | 22.3553 | 0.000318 |
| <b>Stat1</b>      | Signal transducer and activator of transcription 1                         | 1.9487  | 0.00066  |
| <b>Stat3</b>      | Signal transducer and activator of transcription 3                         | 1.3876  | 0.190671 |
| <b>Tgfb1</b>      | Transforming growth factor, beta 1                                         | 1.5539  | 0.043534 |
| <b>Tlr2</b>       | Toll-like receptor 2                                                       | 3.0228  | 0.00499  |
| <b>Tlr3</b>       | Toll-like receptor 3                                                       | 1.3684  | 0.007817 |
| <b>Tlr4</b>       | Toll-like receptor 4                                                       | 1.6387  | 0.004217 |
| <b>Tlr7</b>       | Toll-like receptor 7                                                       | 1.268   | 0.263599 |
| <b>Tlr9</b>       | Toll-like receptor 9                                                       | 1.0323  | 0.931722 |
| <b>Tnf</b>        | Tumor necrosis factor                                                      | 1.1454  | 0.627715 |
| <b>Tnfsf10</b>    | Tumor necrosis factor (ligand) superfamily, member 10                      | 1.0589  | 0.846674 |
| <b>Trp53</b>      | Transformation related protein 53                                          | -1.1051 | 0.480875 |
| <b>Vegfa</b>      | Vascular endothelial growth factor A                                       | 1.2362  | 0.124654 |

<sup>A</sup> Fold Regulation: treated cells vs. DMSO-treated cells.

**Table S4** Description of tissue microarray specimens used for IER2 and OPN expression and correlation analysis.

| Parameter                | IER2 Expression Graph |      | OPN Expression Graph  |      | IER2/OPN Correlation Analysis |      |      |
|--------------------------|-----------------------|------|-----------------------|------|-------------------------------|------|------|
| TMAs characteristics     |                       |      |                       |      |                               |      |      |
| Total no. of specimens   | n                     |      | n                     |      | n                             |      |      |
|                          | 121                   |      | 130                   |      | 120                           |      |      |
| Specimen type            | n                     | %    | n                     | %    | n                             | %    |      |
| MN                       | 19                    | 15.7 | 19                    | 14.6 | 19                            | 15.8 |      |
| PT                       | 46                    | 38.0 | 48                    | 36.9 | 45                            | 37.5 |      |
| DM                       | 56                    | 46.2 | 63                    | 48.5 | 56                            | 46.7 |      |
| Total no. of patients    | n                     |      | n                     |      | n                             |      |      |
|                          | 104                   |      | 111                   |      | 103                           |      |      |
| Specimen type            | n                     | %    | n                     | %    | n                             | %    |      |
| MN                       | 18                    | 17.3 | 18                    | 16.2 | 18                            | 17.5 |      |
| PT                       | 45                    | 43.3 | 47                    | 42.4 | 44                            | 42.7 |      |
| DM                       | 41                    | 39.4 | 46                    | 41.4 | 41                            | 39.8 |      |
| Clinical Characteristics |                       |      |                       |      |                               |      |      |
| Sex                      | n                     | %    | n                     | %    | n                             | %    |      |
| MN                       | Female                | 9    | 50.0                  | 9    | 50.0                          | 9    | 50.0 |
|                          | Male                  | 9    | 50.0                  | 9    | 50.0                          | 9    | 50.0 |
| PT                       | Female                | 9    | 20.0                  | 11   | 23.4                          | 9    | 20.5 |
|                          | Male                  | 36   | 80.0                  | 36   | 76.6                          | 35   | 79.5 |
| DM                       | Female                | 18   | 43.9                  | 18   | 39.1                          | 18   | 43.9 |
|                          | Male                  | 23   | 56.1                  | 28   | 60.9                          | 23   | 56.1 |
| Age at Diagnosis         |                       |      | Mean in years (range) |      |                               |      |      |
| MN                       | 59.8 (39-81)          |      | 59.8 (39-81)          |      | 59.8 (39-81)                  |      |      |
| PT                       | 63.3 (34-91)          |      | 63.6 (34-91)          |      | 63.7 (34-91)                  |      |      |
| DM                       | 65.0 (23-90)          |      | 63.9 (23-90)          |      | 65.0 (23-90)                  |      |      |

Abbreviations: MN, melanocytic naevi; PT, primary tumor; DM, distant metastasis.

**Table S5** Description of tissue microarray specimens stratified into p53<sup>neg</sup>/p21<sup>low</sup> and p53<sup>pos</sup>/p21<sup>high</sup> cohorts.

| Parameter                           | Cohort 1: p53 <sup>neg</sup> /p21 <sup>low</sup> |      | Cohort 2: p53 <sup>pos</sup> /p21 <sup>high</sup> |      |
|-------------------------------------|--------------------------------------------------|------|---------------------------------------------------|------|
| TMA characteristics                 |                                                  |      |                                                   |      |
| No. of specimens                    | <i>n</i>                                         | %    | <i>n</i>                                          | %    |
|                                     | 26                                               | 74.3 | 9                                                 | 25.7 |
| No of patients                      | <i>n</i>                                         | %    | <i>n</i>                                          | %    |
|                                     | 24                                               | 72.7 | 9                                                 | 27.3 |
| Clinicopathological Characteristics |                                                  |      |                                                   |      |
| Sex                                 | <i>n</i>                                         | %    | <i>n</i>                                          | %    |
| Female                              | 13                                               | 54.2 | 1                                                 | 11.1 |
| Male                                | 11                                               | 45.8 | 8                                                 | 88.9 |
| Age at Diagnosis                    | Mean in years (range)                            |      |                                                   |      |
|                                     | 63.2 (31-84)                                     |      | 55.8 (28-75)                                      |      |
| Specimen type                       |                                                  |      |                                                   |      |
| MN                                  | 5                                                | 19.2 | -                                                 | -    |
| PT                                  | 8                                                | 30.8 | 3                                                 | 33.3 |
| DM                                  | 13                                               | 50.0 | 6                                                 | 66.6 |

Abbreviations: MN, melanocytic nevus; PT, primary tumor; DM, distant metastasis.

## **Supplemental video**

**Video S1 Ectopic expression of IER2 in mouse 3T3-IER2-H2B-GFP fibroblasts causes morphological changes and cell division defects.** 3T3 cells with RSL-inducible Ier2 expression were stably transfected to express GFP-labeled histone H2B in their nuclei. The 3T3-Ier2-H2B-GFP cells were stimulated with either DMSO (left panel) or with RSL to induce Ier2 expression (right panel). The cells were time-lapse imaged for 48 hours, with one frame being taken every 5 minutes.

## References

1. Hoek KS, Schlegel NC, Brafford P, Sucker A, Ugurel S, Kumar R et al. Metastatic potential of melanomas defined by specific gene expression profiles with no BRAF signature. *Pigment Cell Res* 2006; 19: 290-302.
2. Widmer DS, Cheng PF, Eichhoff OM, Belloni BC, Zipser MC, Schlegel NC et al. Systematic classification of melanoma cells by phenotype-specific gene expression mapping. *Pigment Cell Melanoma Res* 2012; 25: 343-353.

How the deposited data were processed for this re-analysis (not part of the article)

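Gene expression was measured on 12 Affymetrix Mm430_2.0 arrays of 3T3-ind-IER2 #11 cells and parental NIH 3T3 cells, each given DMSO or 200 nM RSL for 24 h, with 3 arrays per group. Conditions and replicate numbers were taken from the sample labels and, for the inducible cells, from the paper. The authors deposited 1 table of log2 values for all arrays, made with a Custom CDF (version 10) with Entrez-based gene definitions, RMA background correction and quantile normalization. The methods name SAS JMP10 Genomics (version 4) for the one-way analysis. The log base was taken from the range of the values, and how the probes of a gene were summarised is not given in the sources used here. No array was left out, and the table has 0 columns of other samples.

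Of 16539 probe sets, the 64 hybridization controls were left out, and the other 16475 were tested without a filter. Gene names come from the annotation given for these probe sets, in which 15780 have 1 gene symbol and 0 have several; the other 695 were tested and counted but are not named here. Trp53 and Spp1, which are among these, and 1 of the gene lists below, which the counts of lists include, are not reported here. Members of gene lists and pathways were also matched only through named probe sets.

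From the deposited log2 values, a linear model with 4 group means was fitted in limma 3.58.1 (R 4.3.3) to all 12 arrays, with no block and moderated variances, and 4 comparisons were drawn from it: RSL against DMSO in inducible cells, the same in parental cells, the difference of these effects, and inducible against parental cells under DMSO. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05. All adjusted p-values of single genes are limma's. Before the data were examined, 22 gene lists were fixed, including markers of macrophages, epithelium and endothelium, and tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. The paper's gene set results from the inducible arrays preceded these lists, so lists that share their themes are not independent of them. Of the Reactome pathways shipped with fgsea 1.28.0, 683 with 15 to 500 named genes were tested with camera at the preset and at an estimated correlation. A preranked test in fgsea with 100000 permutations of genes used signal-to-noise in the 6 inducible arrays, each SD being at least 0.2 times the mean.

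The genes named were set by a rule written beforehand: the genes that the paper's text or Fig. 1g and 1h name, whose direction had been seen there, the 12 largest changes per direction among called genes of each comparison (or, with fewer than 5 called in a direction, the 5 with the smallest p there), and up to 4 members of each list with the smallest p. Kitl, Plaur, Fosl1 and other called list members beyond the 4 were named after their values were seen.

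Alternatives were a replicate block, a filter on the lowest 40% of mean log2, an intensity trend in the variances, array weights, subtraction of each array's median, a repeated quantile normalization, the 6 arrays compared alone, the methods' one-way analysis, nominal p-values, and leaving out each array in turn. The scripts were tested on simulated data drawn from the 16475 probe sets' means and spreads for the RSL effect in inducible cells: 82% of genes changed by 0.2 on the log2 scale were recovered, 98% at 0.3 and 100% at 0.5 and above, with 10 false calls among 203, and 0 of 21 unchanged lists were called. Other splits of the real inducible arrays called up to 5 lists. The 0 in simulated data therefore does not give the rate of false list calls in the real arrays. Arrays give no count of molecules, so precision was judged from their number and from each gene's spread between them. For the RSL effect in inducible cells, the standard error was 0.031 for Cdkn1a and 0.144 for Egr1. The labels name biological replicates without saying whether these were separate cultures, so p-values measure the spread between these arrays.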

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

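The parental arrays, which the paper does not report, allowed the effect of RSL to be compared between the cell lines. The tests of the ligand acting without the construct and of a swapped array, and the splits for Reactome pathways in parental cells, were chosen only after the result was seen.

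The difference between the RSL effects in inducible and parental cells passed an adjusted p under 0.05 in limma for 109 probe sets (56 to 144 without 1 array). The largest positive differences, inducible minus parental on the log2 scale, were Ogn 0.70, Aldh1a7 0.65, Nadk2 0.63, Ptx3 0.57, Akr1c14 0.53, Deptor 0.51, Tmem119 0.46, Igfbp7 0.45, Aspn 0.45, Omd 0.44, Adamts1 0.42 and Inmt 0.42. The largest negative ones were Egr1 -1.97, Ccn1 -0.69, Ier2 -0.64, Mmp3 -0.56, Dusp5 -0.54, Egr2 -0.53, Nipal1 -0.45, Errfi1 -0.44, Krt76 -0.42, Kctd4 -0.35, Mmp10 -0.35 and Klf10 -0.35. Of the paper's genes, Il6 and Ccl8 differed by 0.33 each. Il6 and Aspn read near the floor in the parental arrays, and Aspn also in the inducible arrays labelled DMSO, at a mean of 5.86. Egr2 read near the floor in the inducible arrays labelled RSL and the parental ones labelled DMSO. This limits what the values of these genes say. Of 100 regroupings of the arrays within each cell line, the real one included, 4 called as many probe sets, a share under 0.05, and the highest of the others called 268. That regrouping mixes the groups in both cell lines, so a structure of the arrays apart from the treatment is possible, which was not tested. Another of the 4 keeps the real groups and turns the labels of 1 cell line, so that it sums the RSL effects of both, and called 214. A further one keeps the inducible groups, mixes the parental ones and called 110, so the number 109 alone does not show that the parental groups matter to it.

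In lists, the difference had a camera adjusted p of 1.74e-10 for cholesterol biosynthesis and uptake, 1.73e-07 for fatty acid synthesis, 8.71e-05 for MHC class I antigen presentation and 0.0342 for interferon-stimulated genes, all higher in inducible cells, and of 4.79e-13 for immediate-early genes other than Ier2, lower. With an estimated correlation, the adjusted p rose to 0.0405 for the cholesterol, fatty acid and immediate-early lists. It was 0.0381 for MHC class I antigen presentation and 0.279 for interferon-stimulated genes. Of the same 100 regroupings, 14 called as many as the 6 lists, and the highest of the others called 11, so chance was not excluded for the number of lists.

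Immediate-early genes other than Ier2 were lower in the inducible arrays labelled RSL (9 fell and 3 rose of 31, and 14 fell and 3 rose when adjusted over the list alone; camera adjusted p = 1.95e-06, and adjusted p = 0.145 with an estimated correlation). They were higher in the parental ones, a call that an estimated correlation ended as well (adjusted p = 0.16). An intensity-dependent shift left by the normalization is argued against: the median difference of the RSL effects over the list was -0.19, outside the range from -0.03 to 0.05 that held 99% of 10000 lists matched on level. Differences between dishes at harvest stay open and go with the mean over the list. In this mean, the lowest inducible DMSO array minus the highest RSL array was -0.0033. Dishes of the groups thus overlapped, though by less than the within-group SD of 0.044 in inducible cells. The mean pools members that fell and members that rose. The inducible arrays of Egr1 and Jun, among the 9 that fell, did not overlap. The order in which dishes were harvested is not given in the sources used here. An effect of IER2, which the design names, stays open as well, and the cells that carry the switch without IER2 that would separate it from the ligand are not analysed here.

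Cholesterol biosynthesis genes were higher with RSL in inducible cells. An intensity-dependent shift is argued against by the list's median log2 fold change of 0.12, outside the range from -0.05 to 0.04 that held 99% of matched lists. The ligand raising these genes in parental cells, which lack the construct, is argued against by the median of -0.011 there and by the tested difference above. The clone differs from parental cells in 4885 probe sets under DMSO, so the ligand acting on the clone without the construct stays open. An effect that needs the inducible clone is a hypothesis. Whether it comes from IER2, from other traits of the clone or from its dishes was not tested.

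Parental DMSO replicate 1 correlated more with the parental RSL arrays (mean 0.9987) than with the other DMSO arrays (mean 0.9983). A swap with a parental RSL array would leave such an array closer to DMSO replicates 2 and 3, and the smallest excess toward the other RSL arrays was 6.7e-05, too small to tell. No biological explanation was tested.

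In parental cells given RSL, 5 probe sets passed: Ccn1, a matricellular protein, 0.60, Mmp3 0.29, Klf10 0.25, Zfand2b 0.24 and Hnrnph3 -0.20. Lists that passed in camera were immediate-early genes, higher, with an adjusted p of 3.13e-07, and, lower, G2/M, mitosis and cytokinesis (7.55e-06), the unfolded protein and integrated stress response (0.000104), G1/S and DNA replication (0.00278) and MHC class I antigen presentation (0.0198); with an estimated correlation none passed, at 0.437 for G1/S and DNA replication and 0.16 for the other 4. The 3 against 3 arrays make 10 splits, too few for a share under 0.05: 1 split, the real one, called as many as the 5 probe sets, and the highest other called 0, and 1 called as many as the 5 lists, with a highest other of 4.

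Inducible and parental cells differed under DMSO in 4885 probe sets, 2502 higher and 2383 lower in the inducible clone (1 of 10 splits as large, the real one, and highest other 0; too few splits for a share under 0.05). The largest were Aldh1a1 3.14, Stra6 2.68, Thbs1 2.65, Cox7b2 2.28, Cck 2.26, Pnma5 2.19, Dpep1 1.91, Brinp3 1.90, Ptx3 1.88, Cryab 1.84 and Egr1 1.76, and Zfpm2 -1.76, Eif4g3 -1.71, Sumo3 -1.46, Gpc4 -1.41, Dlk1 -1.37, St3gal6 -1.34, Cdc14b -1.28, Alcam -1.12, Scara3 -1.11, Ltbp2 -1.05, H2ax -1.03 and Clu -1.01. The parental levels of Aldh1a1, Cox7b2, Pnma5, Dpep1 and Brinp3 and the inducible levels of Zfpm2 and Gpc4 lie near or below the first quartile of the arrays, so the size and rank of these differences are not exact.

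For the RSL effect in inducible cells, the 10 splits are also too few for a share under 0.05: 1 split, the real one, called as many as the 418 probe sets (highest other 0), and 1 as many as the 9 lists (highest other 5). For the 9 Reactome pathways 5 splits called as many, with a highest other of 99, and for the 98 in parental cells 3 of 10, with a highest other of 255. A structure of the arrays stays open as the cause of these counts, which was not tested. With an estimated correlation, no pathway passed in the real grouping of either cell line.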

How the results depend on the processing

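The leaving out of single arrays in the preranked and Reactome tests was chosen after seeing the data. In inducible cells 418 probe sets passed, against 736 with array weights, 2031 at a nominal p from limma, and 1913 at nominal p and 1 after Benjamini-Hochberg in the methods' one-way analysis; leaving out 1 array gave 204 to 291. In parental cells 5 passed, against 8 with the dimmest 40% left out, 10 with an intensity trend, 106 with array weights, 8 after a repeated quantile normalization, 2 with the 6 arrays alone, and 1599, 1226 and 0 in those last 3 tests; leaving out 1 array gave 1 to 7. The difference passed for 109, against 375 with array weights and 56 to 144 without 1 array. The cause was not tested. Fewer arrays alone do not account for the counts that rose where 1 was left out, to 144 for the difference and 7 in parental cells. The share of higher calls in parental cells was 80% and moved to 42.5% with array weights. Replicate numbers did not pair the arrays: deviations of same-numbered arrays correlated at 0.07, -0.01 and 0.21 in inducible and -0.10, -0.27 and 0.14 in parental cells, and 5 of 12 arrays correlated best with their own number; with a replicate block 330 probe sets passed in inducible and 4 in parental cells.

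Of the lists in inducible cells 9 passed, and 2 with an estimated correlation; G2/M, mitosis and cytokinesis then had an adjusted p of 0.31, with fry 0.11, with preranked GSEA 0.064 and without 1 array 0.0019 to 0.26. In parental cells 5 lists passed, 0 with an estimated correlation, 1 with fry and 3 to 5 without 1 array; with the dimmest 40% left out the 5 were 3 higher and 2 lower in place of 1 and 4, with MHC class I antigen presentation and G1/S and DNA replication no longer passing. Preranked GSEA called 8 lists, and 14 when ranked by the moderated t. Reactome pathways numbered 9, 0 with an estimated correlation, 16 for the difference of the RSL effects and 4 to 11 without 1 array. The fixed lists of cholesterol biosynthesis and uptake and of fatty acid synthesis passed under every alternative run for them. Directions turned in these results, none of which passed in limma's tests: the secretory phenotype list in preranked GSEA (0.11, and -1.09 in score without the minimum SD), glycolysis and hypoxia response (0.261, and 0.76 in preranked GSEA), and, in the preranked score without 1 array, G1/S and DNA replication (-1.44 to 0.802, passing at 0.025 when ranked by the moderated t), glycolysis (-0.906 to 0.947) and endothelial markers (-1.51 to 0.821), and, without 1 array, fatty acid oxidation (0.25 to 0.96), epithelial (0.61 to 0.99) and endothelial markers (0.32 to 0.96), Tlr3 (0.00 with array weights, 0.03 in the difference, up to 0.01 without 1 array), Serpina1c (0.00 after median subtraction or repeated quantile normalization, -0.06 in the difference, -0.03 without RSL replicate 2 and -0.02 without DMSO replicate 3), Cdkn1a (-0.02 in the difference, 0.00 without RSL replicate 3), Ccl3 and Il23a (-0.05 each in the difference). The filter left 0 epithelial and 0 endothelial genes, so those lists gave no value there.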

Differences from the paper's values

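The normalized enrichment score of the fixed list of cholesterol biosynthesis and uptake was 2.35 with 18 genes, and the paper's for KEGG steroid biosynthesis, with 19 genes and other members, is 2.15. Of the alternatives set before the data were examined, signal-to-noise without the minimum SD gave 2.21, within the spread of 0.104 between scores without 1 array, and the moderated t gave 2.38, outside it. For p53 signaling, the score of 1.48 lay within the spread of the paper's 1.43, and the moderated t (1.31) and signal-to-noise without the minimum SD (1.24) did not. The number of probe sets with a positive signal-to-noise, 8628 with the controls included, matches the number printed in Fig. 1g and 1h; the ranking uses the same sample labels and so does not settle them.

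The paper states that the p53 signaling gene set was increased. The fixed list of that name, whose members differ from those of the paper's set of 64 genes, does not give values of that set: 31 of its 58 measured genes lay above 0, camera gave an adjusted p of 0.638 and the preranked test a nominal p of 0.029. The paper states that Mdm2 was decreased; it was -0.04 (adjusted p = 0.823 from limma), and no setting run called it. Of the paper's 7 secreted factors, all 7 were above 0 and Il6, Ccl8 and Cxcl1 passed. Cxcl5 passed at limma's nominal p (0.00994) and Ccl11 at the methods' one-way nominal threshold, while Ccl3 and Saa1 passed in no setting run. Of the 5 genes named as found in the 3T3 arrays, none passed; Myd88 did with array weights (adjusted p = 0.0462), Tlr4 with array weights (0.0147) and a repeated quantile normalization (0.0496), and Tlr2 at limma's nominal p (0.031). At the nominal threshold of the methods' one-way analysis, the level the paper used, Tlr4 (0.00147), Myd88 (0.0213) and Tlr2 (0.0234) passed. Tlr3 and Il23a passed in no setting run. The paper reports IER2 RNA raised after 3 doses of 0.5 µM RSL; the Ier2 probe set read -0.47 in the arrays labelled RSL, after 200 nM for 24 h, so these are unlike samples.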

Other observations

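Among 31 immediate-early genes, Fosl1, Dusp6, Junb, Ier5, Zfp36 and Klf6 also fell in the inducible arrays labelled RSL, between -0.27 and -0.18, while Ccn2, Dusp1, the phosphatase of MAP kinases, at 0.40, and Nr4a2, an orphan receptor, at 0.20, rose. Of 21 genes of the unfolded protein and integrated stress response, Xbp1 (-0.18) and Sdf2l1 (-0.24) fell and Ddit4, an mTOR inhibitor, rose by 0.20 (1 rose and 7 fell when adjusted over the list alone; camera adjusted p = 0.00109, and adjusted p = 0.174 with an estimated correlation). Of 20 genes of glycolysis and hypoxia response, Adm, a vasodilator peptide, rose by 0.53, and Ndrg1 and Slc2a1, the glucose transporter, fell, at -0.33 and -0.19 (2 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.261). Of 26 genes of the extracellular matrix and myofibroblast Ccn2 alone passed (4 rose when adjusted over the list alone; adjusted p = 0.146). Of 22 genes of fatty acid oxidation and 27 of the lysosome none passed, alone or over all genes (camera adjusted p = 0.611 and 0.0907).

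In inducible cells none of the lists of 13 macrophage, 9 epithelial and 9 endothelial markers passed with RSL (camera adjusted p = 0.193, 0.792 and 0.739).

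A hypothesis was that both cell lines share a response to the ligand. Of the 418 probe sets called in inducible cells, 58.1% had the same sign in parental cells, and the other 9 splits of the parental arrays reached up to 58.4%, with a median of 54.8%, so a shared response could not be told from chance by this share. The 10 splits are also too few for a share under 0.05. The summed RSL effects of both lines called 214 probe sets against 109 for their difference, a comparison not set up as a test, so a shared response stays open.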
